# Transcriptomic and Metabolic Profiles of Apple Peels of Different Colors

**DOI:** 10.3390/plants14213304

**Published:** 2025-10-29

**Authors:** Pingxing Ao, Yan Ma, Kang Luo, Yumei Ding, Hongjia Zhang, Yue Xu, Shaojie Yuan, Meng Zhang, Hui Guo, Gengyun Li, Yan Zhao, Jianxiang Liu, Leifeng Zhao, Yun Zheng

**Keywords:** apple, peel color, LAR1, catechin, epicatechin, flavonoid pathway, transcriptomic profile, metabolic profile

## Abstract

Apple (*Malus domestica*) is a woody fruit tree belonging to the Rosaceae family, genus *Malus*. It has been widely reported that MYB transcription factors are critical regulators for the red color of apple peel by activating the expression of anthocyanin biogenesis genes. However, it is still not clear what the molecular mechanism for the yellow color of apple peel is. In order to investigate key genes and metabolites responsible for yellow coloration of apple peel, three strains of apples, “Venus Gold (Ype)” with yellow peel, “Yanfu8 (Mpe)” with medium red peel, and “Red love” with dark red peel, were selected in this study. Transcriptomic and metabolomic profiles were obtained for the peels of the three apple strains. After analyzing the transcriptomic profiles and being verified with qRT-PCR experiments, our results suggest that LAR1 is a critical gene for the yellow color of Ype peel. Analysis of metabolomic profiles revealed that the abundances of catechin and epicatechin in Ype peel were higher than those in Rpe, indicating an important reason for the yellow color of Ype peel. Furthermore, when comparing volatile metabolites from Ype, Mpe, and Rpe, hundreds of volatile metabolites show significantly different abundances, suggesting that apples with different peel colors have different odors. Our results uncover a novel metabolic mechanism for yellow coloration, where high expression of LAR1 promotes accumulation of catechin and epicatechin, providing the first integrated transcriptomic and metabolomic evidence for this pathway in apple peel.

## 1. Introduction

Apple (*Malus domestica*) is a plant of the genus *Malus* of the Rosaceae family [1]. Apples are an important fruit crop grown in temperate zones of the world. As the most immediate visual quality attribute, apple peel color is a primary determinant of consumer preference and directly influences market acceptance and commercial value. Fruit color is an important factor in consumer preference, and fruit coloration is one of the most important agronomic traits affecting apple fruit quality [2]. Red-fleshed apples have received extensive attention from apple breeders and consumers because of their attractive colors and high functional nutrient contents [3]. The color of the apple peel is determined by the content of anthocyanins, carotenoids, and chlorophylls and their distribution on the peel surface.

Anthocyanins are water-soluble, widely distributed secondary metabolites that play an important role in epidermal pigmentation in many plant organs and microorganisms. Their spectral properties often result in red, blue, and purple coloration of different plant organs (flowers, fruits, and other plant tissues), due to the accumulation of anthocyanins in the pulp and peel of fruits [4,5,6,7]. The six common types of anthocyanins widely present in nature are pelargonidin chloride, cyanidin chloride, peonidin chloride, delphinidin chloride, malvidin chloride, and petunidin chloride [8,9]. Furthermore, these compounds have received considerable attention owing to their inherent nutritional benefits, distinctive pharmacokinetic characteristics, elucidated pharmacological actions, and capacity to enhance health [10,11].

Anthocyanidin synthesis, accumulation pathways, and related gene expression have been extensively studied in many plants. The anthocyanidin biosynthesis pathway belongs to a specific branch of the flavonoid biosynthesis pathway, and its synthesis process is co-regulated by two classes of genes, i.e., structural genes and transcription factors [12,13]. The relevant structural genes include PAL, CHS, CHI, F3H, DFR, LDOX, and UFGT, which are synergistically expressed during apple fruit development, with a significant positive correlation between their transcript levels and anthocyanin concentration [14,15]. The synthetic substrate of anthocyanidin is phenylalanine, which is synthesized by phenylalanine ammonia-lyase (PAL), cinnamate 4-hydroxylase (C4H), 4-coumarate coenzyme A ligase (4CL), and 4-coumarate CoA ligase (4CL). The formation of 4-coumaroyl-CoA is catalyzed by cinnamate 4-hydroxylase (C4H) and 4-coumarate coenzyme A ligase (4CL), followed by the reaction of 4-coumaroyl-CoA with malonyl-CoA catalyzed by chalcone synthase (CHS) to produce yellow-colored chalcone, which is converted to colorless chalcone by chalcone isomerase (CHI). Flavanone (Naringenin). In the anthocyanidin synthesis pathway, naringenin is catalyzed by flavanone 3-hydroxylase (F3H) to form dihydrosorbinol. Later, leucocyanidin was synthesized by dihydroflavonol-4-reductase (DFR) catalysis, which in turn undergoes the action of anthocyanidin synthase (ANS) to form anthocyanidins [16,17,18,19,20]. Three genes encoding flavonoid 3’-hydroxylase (F3’H) have been identified in apples, and the transcript levels of the *MdF3’H* gene, as well as other anthocyanin biosynthesis genes, are higher in red-skinned varieties than in yellow-skinned varieties throughout apple fruit development [21].

The second category includes transcription factors that can influence the intensity and pattern of anthocyanin accumulation and broadly control the expression of many different biosynthetic genes [22]. It has been shown that MYB transcription factors are involved in anthocyanin synthesis in apple peel. *MdMYB1* and *MdMYB10* are two key transcription factors that activate the biosynthesis of anthocyanin in apple [23,24,25]. Over-expression of *MdMYB9* and *MdMYB11* promoted accumulation of anthocyanin but also proanthocyanidin (PA) accumulation in apple calluses [26]. Under jasmonate (JA) treatment, *MdMYB9* and *MdMYB11* are induced to enhance the accumulation of anthocyanin and PA [26]. On the other side, two other MYBs, *MdMYB6* and *MdMYB17*, repress biogenesis of anthocyanin in apple by competing with *MdMYB1* and *MdMYB10* [27,28]. The WD40 protein (*MdTTG1*) of apple was found to promote the accumulation of anthocyanin glycosides, and anthocyanins combine with sugar to form stable anthocyanidins, which are mainly stored in vesicles in apple fruits [29].

The anthocyanin content plays an important role in the degree of coloration of red apples, and the content and distribution pattern of anthocyanins in the peel lead to different fruit color phenotypes. Beyond their role in pigmentation, these flavonoids are potent antioxidants, and their consumption is associated with various health benefits, meaning that peel color can serve as a visual indicator of the fruit’s nutritional potential [29,30]. Cyanidin-3-galactoside is the most abundant in apple peels, accounting for approximately 80% of the total anthocyanin content [31]. Although it is known that anthocyanin is important for the red color of apple peels, the molecular mechanism of the yellow color of apple peel is largely unknown. While the MYB-mediated activation of anthocyanin biosynthesis is a well-documented mechanism for red pigmentation in apple peel, the metabolic and transcriptional basis for yellow coloration remains elusive. It is particularly unclear whether the yellow phenotype simply arises from the absence of anthocyanins or is an active process involving the biosynthesis and accumulation of specific yellow flavonoids, such as flavonols or catechins. This fundamental gap in our understanding limits the comprehensive mapping of the flavonoid pathway in apple and constrains targeted breeding efforts for yellow-skinned varieties.

Therefore, elucidating the genetic and metabolic basis of peel coloration is not only of fundamental scientific interest but also of paramount importance for molecular breeding strategies aimed at developing novel apple varieties with enhanced visual appeal and nutritional profiles. In this study, we selected three varieties of apples, namely “Venus Gold” with yellow peel, “YanFu8” with medium red peel, and “Red Love” with dark red peel, to investigate the molecular mechanism of the differences in apple peel color. The peels of three selected apple cultivars show very different gene expression patterns and metabolite patterns. By examining the transcriptomic profiles and being verified with qRT-PCR experiments, our results suggest that LAR1 is a key gene that contributes to the yellow color of Ype. By analyzing metabolic profiles of the same samples, our results suggest that cyanidin 3-O-glucoside is the key metabolite that contributes to the red color of apple peel, and catechin and epicatechin are the key metabolites that are critical for the yellow color of apple peel in the selected apple cultivars. Interestingly, our results show that the volatile metabolites of peels of the three cultivars of apples also demonstrated significant differences, suggesting that apples with different peel colors also had different odors. These results provide new insights into the coloration of apple peels, which is of great value in the breeding of apples.

## 2. Results

### 2.1. Morphological Observations on Different Cultivars of Apples

According to National Standard for Fresh Apples of China (GB/T-10651-2008) [32], ripe fruits have characteristics unique to their cultivars. Different cultivars of apples have different skin colors during ripening, and the three cultivars in this study fulfilled the color requirements of mature fruits. As shown in Figure 1, the Ype variety has a yellow fruit surface, fruit with fragrance, no sour taste, and golden-yellow flesh. Mpe belongs to the Fuji family, with more than 50% of its fruit surface covered in red and yellowish flesh. Rpe is a full-red variety, with more than 90% of its fruit surface covered in red, and its flesh is red with a sour taste. All three types of apples have excellent cosmetic qualities and are attractive to consumers.

### 2.2. Analysis of the Transcriptomic Profiles of Apple Peels in Different Colors

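Peel RNA of 3 apple cultivars was sequenced, with 3 biological replicates each, collected 205 days after flowering. Venus Gold has yellow peel (Ype), Yanfu8 has medium red peel (Mpe), and Red Love has dark red peel (Rpe). Each colour is represented by 1 cultivar, so a difference between colours is also a difference between cultivars. The authors aligned the reads to the Golden Delicious genome with the Burrows–Wheeler aligner, sorted the alignments with SAMtools 1.12, assembled transcripts with Cufflinks 2.2.1, and quantified them with cuffnorm. The resulting table holds 1 estimated count per gene locus and library for 44187 loci, of which 34768 carry a protein name, 539 merge at least 2 annotated genes and 6593 have no count in any library. These values are scaled neither to a fixed library total nor by gene length, but cuffnorm had already multiplied each library by 1 factor, so that 1 sequenced fragment was worth 0.796 to 1.32 counts in the different libraries. Of the values tested, 96.9 to 97.1% were whole multiples of that step, within 0.02 of a whole number. The libraries held 16610572 to 16978996 counts in Ype (median 16696484), 21645383 to 21807289 in Mpe (median 21648347), and 20194680 to 21197740 in Rpe (median 20526435), which corresponds to 16523302 to 26624841 fragments per library before that scaling. Table S1 of the paper lists 45478914 to 62818440 reads per library.
For the comparisons, counts were rounded, and the 30400 genes with a mean of at least 5 counts in any cultivar were kept. The paper states its minimum in RPKM, which the table does not hold. Libraries were scaled by TMM, and the 9 libraries were fitted together in edgeR with 1 coefficient per cultivar and no pairing of replicate numbers. Genes were tested with the quasi-likelihood F test with Benjamini-Hochberg adjustment. DEGs were counted at the thresholds of the paper, an absolute log2 fold change of at least 4 and an adjusted p below 0.001, and single genes and members of gene lists were called at an adjusted p below 0.05. These p-values measure the spread between the replicates of these cultivars. Expression levels are given as mean counts ± SD. Where all 3 libraries of a cultivar had no count for a gene, the fold is a lower bound against a floor of 3 counts per library, and where they held a total of 1 to 3 counts, the ratio is given with its counting interval. Both cover counting error only.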

RNA-Seq profiles were generated for three biological replicates of Ype, Mpe, and Rpe, respectively. Next, gene expression levels were calculated from the obtained RNA-Seq profiles (see Materials and Methods section). We then performed PCA and clustering analysis using the gene expression data. As shown in Figure 2a, the results of PCA showed that the three groups of samples were widely separated, and the individual samples were closely clustered within each group, indicating that the selected samples in different groups had very different gene expression patterns. 

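The dark red peel stood apart on the first principal component, which held 59.8% of the variance. Rpe libraries had scores of 123 to 127 on it, Mpe libraries -27.9 to -14.0, and Ype libraries -108 to -100.0. The second component, with 30.5% of the variance, separated Mpe (90.9 to 97.8) from Rpe (-36.3 to -31.5) and Ype (-66.5 to -56.8). The third component held 3.07%. On the first and second component together, the smallest distance between libraries of different cultivars was 11.5 times the largest distance between replicates. The components were computed over 30400 genes from log2 CPM with 1 added and each gene centred. With libraries taken as variables and the counts not transformed, this ratio was 4.76.

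**Figure D1:**
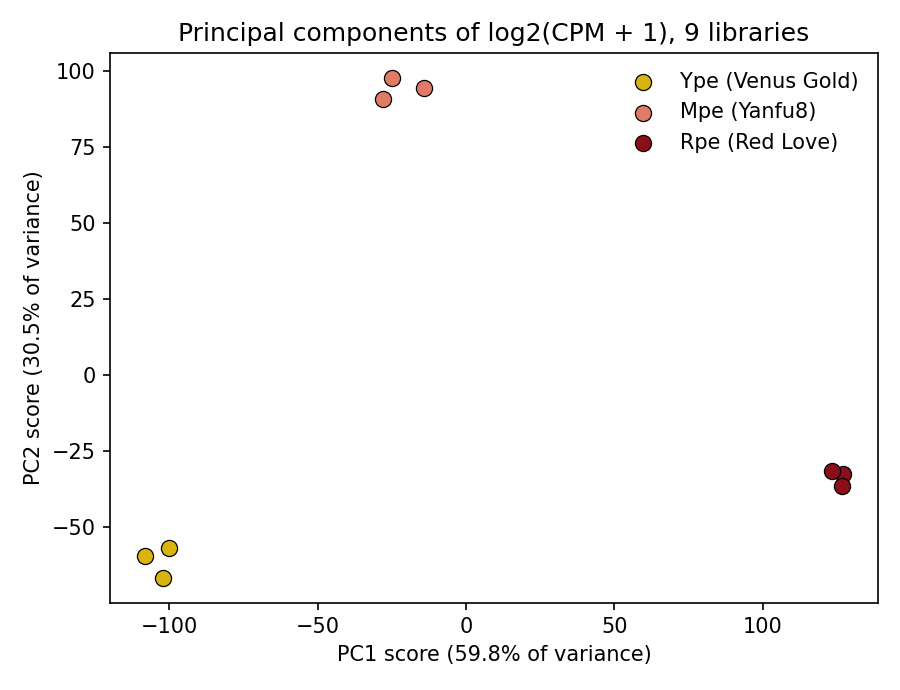
Scores of the 9 libraries on the first (x axis) and second (y axis) principal component of log2 CPM, with 1 point per library. Libraries of 1 cultivar lie together, and the 59.8% of variance on the x axis runs from Ype over Mpe to Rpe.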

The small intra-group differences, especially for Mpe and Ype (Figure 2a), indicate good reproducibility of the samples within the same groups. 

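By dispersion and on the log2 scale, Mpe had the largest spread between replicates and Rpe the smallest. The dispersion that edgeR estimated within a cultivar was 0.0704 in Mpe, a coefficient of variation of 26.5% between replicates. In Ype it was 0.0354 (18.8%), and in Rpe 0.0288 (17%). Replicates of Mpe lay on average 11.0 apart on the first and second principal component, those of Ype 9.16, and those of Rpe 4.48. The median SD of a gene on the log2 scale was 0.16 in Mpe, 0.15 in Ype and 0.14 in Rpe. Single libraries moved these dispersions, which were 0.0435 without Mpe replicate 1, 0.0540 without Ype replicate 1 and 0.0441 without Rpe replicate 1. Mpe stayed the largest without any single library, while Ype and Rpe changed places without Rpe replicate 1 or Ype replicate 3 (0.0276 in Ype). With libraries taken as variables and the counts not transformed, the order was another. On the second component, Rpe coefficients spread most, from 0.324 to 0.457, against -0.365 to -0.312 in Mpe and 0.218 to 0.25 in Ype. On the first, they ran from 0.282 to 0.341 in Rpe, 0.417 to 0.489 in Mpe and 0.151 to 0.165 in Ype.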

Clustering analysis showed that samples of the same groups clustered together, which was very similar to that of PCA, indicating that there were large differences in gene expression between different groups of samples (Figure 2b).

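Of the 3 cultivars, yellow Ype and medium red Mpe were the closest to each other, and dark red Rpe joined last. Spearman correlations across genes, which are not independent replicates, were 0.980 to 0.987 between replicates of Ype, 0.969 to 0.982 between those of Mpe, and 0.983 to 0.989 between those of Rpe. Ype and Mpe libraries correlated at 0.870 to 0.898 and Mpe and Rpe libraries at 0.851 to 0.866. The lowest values, 0.797 to 0.816, were those between Ype and Rpe. Average-linkage clustering on these correlations put the replicates of each cultivar together before any 2 cultivars joined. Rpe also joined last with genes scaled to unit variance, with a pseudocount of 0.5, without a filter on low counts, with Pearson correlations, with complete linkage on Euclidean distances, and with untransformed counts.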

### 2.3. DEGs and the Expression of Important Genes in Apple Peels with Different Colors

The three groups of samples were compared to identify differentially expressed genes (DEGs) with edgeR [33] (see Materials and Methods for details). 

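Some of the genes that differed most between Rpe and Ype had no count in the other peel. A peptide methionine sulfoxide reductase-like gene (LOC103409698) had no count in Ype and 3964 ± 421 (SD, n = 3) in Rpe, at least 1320-fold higher. A primary amine oxidase-like gene (LOC103438321) was at least 1280-fold higher in Rpe and a GDSL esterase/lipase 1-like gene (LOC103416678) at least 591-fold. (E,E)-alpha-farnesene synthase (LOC103446592), which makes the sesquiterpene alpha-farnesene, rose from 2.84 ± 2.07 in Ype to 54120 ± 6842 in Rpe, a log2 fold change of 14.08 (SE 0.35, adjusted p = 1.15e-08 from edgeR). An AOP2-like 2-oxoglutarate-dependent dioxygenase gene (LOC103447645) was higher in Rpe by a ratio of 15000 (95% counting interval 4140 to 123000). In the other direction, an oxalate--CoA ligase-like gene (LOC103422599) had 929 ± 106 counts in Ype and none in Rpe, at least 310-fold higher. A NAC domain-containing 104-like gene (LOC103421355) was higher in Ype by a ratio of 3120 (95% counting interval 559 to 123000). Genes for an SH3 and multiple ankyrin repeat domains protein (LOC103400840), a photosystem I chlorophyll a/b-binding protein (LOC103429202), and a DOF3.4-like zinc finger protein (LOC103440466) were at least 122-fold, 82.2-fold and 76.7-fold higher in Ype.
At the thresholds of the paper, the edgeR quasi-likelihood test called 1178 genes higher in Rpe and 1004 higher in Ype, and in 425 of them (19.5%) 1 cultivar had no count. With scaling by library totals in place of TMM, the balance turned to 1024 higher in Rpe and 1211 higher in Ype. The 3 Rpe libraries lay all above or all below the 3 Ype libraries for 21872 of the genes tested (71.9%), where chance gives 10%. There were 248 cases of a placed gene with no count in a cultivar and a mean of at least 100 in another. Among them, 8 pairs were neighbours in the genome, against a mean of 1.07 pairs in random draws. A gene or pair without counts in more than 1 cultivar is counted in each, which the random draws do not reproduce. Of these pairs, 5 joined genes of the same protein name, and the 3 others lie within 95% of the draws (up to 3). Neighbours were also frequent among 2145 cases, counted in the same way, of a gene that changed at least 16-fold without being at 0 (155 pairs of different names, 77.03 expected for such pairs).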

When comparing Rpe to Ype, 1503 and 1692 genes were significantly upregulated and downregulated in Rpe, respectively (Figure 2c, Tables S3 and S4, respectively). 

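A UDP-glycosyltransferase 83A1-like gene (LOC103404501) had 4940 ± 1292 (SD, n = 3) counts in Mpe and none in Rpe, at least 1650-fold higher, and its relative LOC108169239, also on chromosome 17, was at least 181-fold higher. Genes for the seed biotin-containing protein SBP65 (LOC103405570) and an oxalate--CoA ligase-like protein (LOC103422599) were at least 404-fold and 222-fold higher in Mpe. A Pru av 1-like major allergen gene (LOC114822177) was higher in Mpe by a ratio of 6160 (95% counting interval 1110 to 243000). Higher in Rpe was thiamine thiazole synthase (LOC103429668), a chloroplast enzyme of vitamin B1 synthesis, with 437100 ± 98100 counts in Rpe and none in any Mpe library, at least 146000-fold. In Mpe, 21.9% to 23.8% of the mapped read pairs had no value in the table, against 14.3% to 17.5% in Ype and Rpe, where this gene held 1.54% to 2.44% of a library. A mechanosensitive ion channel gene (LOC103444902), an extradiol ring-cleavage dioxygenase-like gene (LOC103444109) and a receptor-like protein kinase gene (LOC103404057) were at least 379-fold, 167-fold and 146-fold higher in Rpe. A flowering-promoting factor 1-like gene (LOC103416785) was higher in Rpe by a ratio of 5530 (95% counting interval 992 to 218000). The edgeR test called 692 genes higher in Mpe and 807 higher in Rpe at the same thresholds. In 375 of these (25%), 1 cultivar had no count. Libraries of Mpe and Rpe did not overlap for 20103 genes (66.1%), where chance gives 10%.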

In the comparison between Rpe and Mpe, there were 2291 DEGs, of which 985 were upregulated and 1306 were downregulated in Mpe, respectively (see Figure 2d, Tables S5 and S6, respectively). When comparing Mpe to Ype, 697 and 967 genes were significantly upregulated and downregulated in Mpe, respectively (Figure 2e, Tables S7 and S8, respectively). 

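The sesquiterpene enzyme (E,E)-alpha-farnesene synthase (LOC103446592) had 134100 ± 7560 (SD, n = 3) counts in Mpe, a log2 fold change over Ype of 15.40 (SE 0.36, adjusted p = 1.3e-08 from edgeR). The peptide methionine sulfoxide reductase-like gene LOC103409698, at 6384 ± 346 counts in Mpe and none in Ype, was at least 2130-fold higher. Genes for cytochrome P450 704C1-like (LOC103439717), cytokinin dehydrogenase 4-like (LOC108172967), which breaks down cytokinins, and citrate-binding protein-like (LOC103444699) were at least 551-fold, 515-fold and 494-fold higher in Mpe. Thiamine thiazole synthase (LOC103429668) had 288000 ± 24230 counts in Ype, at least 96000-fold more than in Mpe, where it was listed at 0 and more read pairs had no value in the table. This bound does not hold if the locus was left uncounted in Mpe. A chloroplast dnaJ C76 chaperone gene (LOC103414182), an UNC93-like gene (LOC103433386) and a 2-alkenal reductase-like gene (LOC114826964) were at least 94.3-fold, 68-fold and 63.1-fold higher in Ype. A DOWNY MILDEW RESISTANCE 6-like gene (LOC114824906) was higher in Ype by a ratio of 1830 (95% counting interval 328 to 72400). At the thresholds of the paper, 564 genes were higher in Mpe and 470 higher in Ype by the edgeR test, with no count in 1 cultivar for 231 of them (22.3%). Libraries of Mpe and Ype did not overlap for 17977 genes (59.1%, chance 10%). With scaling by library totals in place of TMM, the balance turned to 452 higher in Mpe and 616 higher in Ype.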

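Defence and cell wall genes differed among the peels as well as colour genes. Of 116 pathogenesis-related protein genes (chitinases, thaumatins, glucanases and allergens of the Mal d 1 type), 61 were higher in Rpe than in Ype and 30 were lower (62 and 31 adjusted over the list alone). Mpe also stood above Ype, with 52 members higher and 31 lower (53 and 33 adjusted over the list alone), and below Rpe, with 22 higher and 53 lower (23 and 53 adjusted over the list alone). The Mal d 1-like gene LOC103403702 rose from 94.0 ± 3.85 (SD, n = 3) in Ype to 5241 ± 1044 in Mpe and 9887 ± 2289 in Rpe, log2 fold changes over Ype of 5.81 (adjusted p = 1.77e-07 from edgeR) and 6.71 (adjusted p = 3.45e-08). Glucan endo-1,3-beta-glucosidase 14 (LOC103453353) rose from 75.1 ± 16.5 in Ype to 4295 ± 322 in Rpe, whereas another glucosidase of this type (LOC103445374) fell from 489 ± 79.4 to 9.48 ± 2.67. Expansin-A10 (LOC103404452), a cell wall loosening protein, was at 11300 ± 3328 in Ype, 3314 ± 685 in Mpe and 62.3 ± 22.7 in Rpe (Rpe against Ype log2 -7.51, adjusted p = 1.19e-07). Beta-galactosidase 10 (LOC103456279) had the opposite order, 99.6 ± 13.5, 327 ± 14.1 and 842 ± 18.4. Over the whole cell wall softening list of 127 genes, 47 were higher and 43 lower in Rpe than in Ype, the same numbers adjusted over the list alone (45 and 47 with scaling by library totals). Of 379 disease resistance receptor genes, 107 were higher and 146 lower in Rpe than in Ype (109 and 146 adjusted over the list alone). Over all genes tested, 64.8% passed the test in Rpe against Ype, 59.6% in Mpe against Rpe and 50.3% in Mpe against Ype. The receptor and cell wall genes called in Rpe against Ype lie near that share, so their numbers are not particular to these lists.
Over all 30400 genes tested, 23960 (78.8%) differed among the 3 cultivars at an adjusted p below 0.05 in 1 edgeR quasi-likelihood F test. Gene lists were taken by protein name, and their share of DEGs was compared with that of all 25733 tested genes with a protein name by Fisher's exact test (two-sided, adjusted over 198 tests). Pathogenesis-related genes were enriched among DEGs higher in Rpe than in Ype (33 DEGs, odds ratio 10.5, adjusted p = 1.83e-18), higher in Mpe than in Ype (14 DEGs, odds ratio 8.04, adjusted p = 4.56e-07), and higher in Rpe than in Mpe (10 DEGs, odds ratio 3.83, adjusted p = 0.00516). Cell wall softening genes were enriched among DEGs in both directions (19 higher in Rpe, adjusted p = 8.06e-06, and 15 higher in Ype, adjusted p = 7.6e-05). Without the fold threshold, these calls were lost (adjusted p = 0.582 and 0.795, ranges over the alternatives 1.14e-06 to 0.582 and 1.48e-06 to 0.795). Disease resistance receptors were enriched among DEGs higher in Ype than in Rpe (21 DEGs, odds ratio 2.01, adjusted p = 0.0262), but the enrichment was lost without Ype replicates 1 or 2, with edgeR's exact test, with DESeq2 or with replicate number as a block (adjusted p 0.0583 to 0.233, range over all alternatives 0.00641 to 0.233). Scaled by library totals in place of TMM, the median log2 fold change of all genes moved from -0.02 to -0.32 for Rpe against Ype and from -0.002 to -0.39 for Mpe against Ype, and changes are relative to this.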

In summary, these results suggest that there are large differences in gene expression for apple peels with different colors.

We then examined known genes that are related to anthocyanin biosynthesis. 

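CHS genes encode chalcone synthase, the enzyme that opens the flavonoid pathway. CHS1 (LOC103421794) had 314 ± 24.7 (SD, n = 3) counts in Rpe, 29.4 ± 3.69 in Ype and 29.3 ± 9.76 in Mpe. Its log2 fold change was 3.43 (SE 0.24, adjusted p = 1.12e-06 from edgeR's quasi-likelihood test) for Rpe against Ype and -3.40 (SE 0.24, adjusted p = 1.78e-06) for Mpe against Rpe. CHS2 (LOC103443512) had 637 ± 172 counts in Rpe, 24.2 ± 21.1 in Ype and 26.8 ± 7.24 in Mpe, log2 fold changes of 4.72 (adjusted p = 1.29e-05) and -4.56 (adjusted p = 1.97e-05) in these comparisons. CHS3 (LOC103443513) was nearly absent from Ype at 2.31 ± 0.562 counts, rose to 14.4 ± 3.44 in Mpe (log2 2.38, adjusted p = 0.00158) and reached 523 ± 153 in Rpe (log2 over Ype 7.54, adjusted p = 1.08e-07). Mpe and Ype did not differ in CHS1 (adjusted p = 0.942) or CHS2 (adjusted p = 0.819), although for CHS2 the test was passed without Ype replicate 2 (adjusted p = 0.0419, range over all alternatives 0.0419 to 0.972). In the annotation of the authors' genome, CHS1 lies on chromosome 4 from 438917 to 440722, and CHS3 and CHS2 lie on the same chromosome between 488530 and 503818. The annotation calls CHS1 and CHS3 polyketide synthase 5 and CHS2 polyketide synthase 5-like. Whether the counting split reads between them was not tested, so the level of each is uncertain.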

As shown in Figure 3a–c, three CHS genes, i.e., CHS1 (LOC103421794), CHS2 (LOC103443512), and CHS3 (LOC103443513), showed significantly higher expression in Rpe than in both Ype and Mpe. 

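Phenylalanine ammonia-lyase 1 (PAL1, LOC103440652), which begins the phenylpropanoid pathway, had 4217 ± 1453 (SD, n = 3) counts in Ype, 3801 ± 1165 in Mpe and 1854 ± 652 in Rpe. The gene lies on chromosome 7 from 25051496 to 25055374. Expression in Rpe fell against Ype (log2 -1.19, SE 0.34, adjusted p = 0.01 from edgeR). Mpe stood above Rpe by log2 1.05 (SE 0.34, adjusted p = 0.0202), but the call was lost without Mpe replicate 2 or Rpe replicate 3 (adjusted p 0.0691 to 0.0722, range over all alternatives 0.00297 to 0.0722). Ype and Mpe did not pass the test (adjusted p = 0.751).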

PAL1 (LOC103440652) had significantly higher expression in Ype and Mpe than in Rpe (Figure 3d). However, PAL2 (LOC103450046) showed a reversed expression pattern compared to PAL1, with the highest expression in Rpe, followed by Mpe, and the lowest expression in Ype (Figure 3e). 

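PAL2, on chromosome 12 from 18668461 to 18672151, had 3581 ± 920.1 (SD, n = 3) counts in Rpe, 2041 ± 711 in Mpe and only 11.8 ± 3.59 in Ype. It rose by log2 8.24 (SE 0.39, adjusted p = 1.07e-07 from edgeR) in Rpe and by log2 7.45 (SE 0.38, adjusted p = 4.64e-07) in Mpe against Ype. The step between Mpe and Rpe was small (log2 -0.80 for Mpe against Rpe, SE 0.25, adjusted p = 0.0195), and the call was lost without Mpe replicates 2 or 3 or Rpe replicates 1 or 3 (adjusted p 0.0627 to 0.0758, range over all alternatives 0.00154 to 0.0758).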

CYP73A (LOC103447265, i.e., C4H) had the highest expression in Mpe, followed by Ype, and the lowest expression in Rpe (Figure 3f).

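The enzyme that CYP73A encodes, cinnamate 4-hydroxylase, works directly after PAL. Its gene on chromosome 11 from 4400451 to 4404554 had 18080 ± 579.5 (SD, n = 3) counts in Mpe, 6434 ± 368 in Ype and 4446 ± 754 in Rpe. Mpe exceeded Rpe by log2 2.04 (SE 0.14, adjusted p = 1.67e-06 from edgeR) and Ype by log2 1.50 (SE 0.14, adjusted p = 1.59e-05). The smaller difference between Rpe and Ype, log2 -0.54, also passed the test (SE 0.14, adjusted p = 0.00549).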

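F3H (LOC103400025) encodes flavanone 3-hydroxylase, which turns naringenin into dihydrokaempferol, and lies on chromosome 2 from 10703167 to 10705163. Its counts were 1320 ± 292 (SD, n = 3) in Rpe, 425 ± 159.9 in Mpe and 63.7 ± 9.89 in Ype. The rise over Ype was log2 4.37 in Rpe (SE 0.29, adjusted p = 8.28e-07 from edgeR) and log2 2.75 in Mpe (SE 0.28, adjusted p = 3.08e-05). Mpe fell below Rpe (log2 -1.62, SE 0.25, adjusted p = 2.76e-04).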

The expression of F3H (LOC103400025) was the highest in Rpe, followed by Mpe, and the lowest in Ype (Figure 3g). CYP75B (LOC103437875, i.e., C3H) also had the highest expression in Rpe, next in Ype, and the lowest expression in Mpe (Figure 3h). 

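The annotation names this gene flavonoid 3'-monooxygenase, an enzyme that adds a hydroxyl group to the B ring of flavonoids, on chromosome 6 from 33588852 to 33592184. It had 471 ± 31.1 (SD, n = 3) counts in Rpe, 199 ± 61.0 in Ype and 69.6 ± 16.8 in Mpe. Rpe was higher than Ype by log2 1.24 (SE 0.23, adjusted p = 9.29e-04 from edgeR). Mpe was lower than Rpe (log2 -2.74, SE 0.25, adjusted p = 9.59e-06) and lower than Ype (log2 -1.50, SE 0.25, adjusted p = 6.87e-04).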

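ANS enzymes turn leucoanthocyanidins into coloured anthocyanidins. Both ANS genes had few counts in every peel. ANS1 (LOC103437326), on chromosome 6 from 14860998 to 14862263, had 17.8 ± 6.20 (SD, n = 3) counts in Rpe against 1.14 ± 0.454 in Ype, a log2 fold change of 3.63 (SE 0.63, adjusted p = 5.83e-04 from edgeR). For Mpe against Rpe it was -1.47 (SE 0.52, adjusted p = 0.0309), but the call was lost without Mpe replicates 1 or 2 or Rpe replicates 1 or 2, with DESeq2 or with replicate number as a block (adjusted p 0.0593 to 0.0955, range over all alternatives 0.0176 to 0.0955). ANS2 (LOC103437327), on chromosome 3 from 67966 to 69260, had 13.9 ± 1.83 counts in Rpe and 4.35 ± 1.84 in Ype, a log2 fold change of 1.74 (SE 0.58, adjusted p = 0.0277). In this comparison the call was lost without Ype replicates 1 or 3 or Rpe replicates 1, 2 or 3, with scaling by library totals, with DESeq2 or with replicate number as a block (adjusted p 0.0502 to 0.0872, range over all alternatives 0.00502 to 0.0872). Against Mpe, where no library had a count, ANS2 was at least 4.62-fold higher in Rpe (adjusted p = 5.28e-04).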

Two ANS genes, ANS1 (LOC103437326) and ANS2 (LOC103437327), had the highest expression in Rpe (Figure 3i and Figure 3j, respectively). 

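In Mpe, ANS1 had 6.33 ± 3.07 (SD, n = 3) counts, above its level in Ype by log2 2.16 (SE 0.68, adjusted p = 0.023 from edgeR). Here the call was lost without Ype replicates 2 or 3 or Mpe replicate 3 or with replicate number as a block (adjusted p 0.0527 to 0.0876, range over all alternatives 0.00815 to 0.0876). ANS2 had 0 counts in all 3 Mpe libraries and 2.50, 6.17 and 4.39 in the Ype libraries, which makes Ype at least 1.45-fold higher than the floor of 3 counts per library (adjusted p = 0.00646).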

ANS1 had higher expression in Mpe than in Ype (Figure 3i), but ANS2 had higher expression in Ype than in Mpe (Figure 3j).

LAR1, ANR (LOC114827797), and BZ1 (LOC103420802) had the highest expression in Mpe among the three groups (Figure 3k, Figure 3l and Figure 3m, respectively). 

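LAR1 and ANR encode the reductases that form catechin and epicatechin, and BZ1 an anthocyanidin 3-O-glucosyltransferase, which makes anthocyanins. LAR1 reached 1212 ± 526 (SD, n = 3) counts in Mpe, above Rpe by log2 5.15 (SE 0.37, adjusted p = 2.18e-06 from edgeR) and above Ype by log2 1.06 (SE 0.29, adjusted p = 0.0122). Against Ype the call was lost without Ype replicate 1 or with scaling by library totals (adjusted p 0.0509 to 0.0679, range over all alternatives 4.34e-05 to 0.0679). ANR, on chromosome 10 from 39696778 to 39700364, had 2322 ± 849 counts in Mpe, 783 ± 64.3 in Rpe and 516 ± 31.9 in Ype, and rose in Mpe by log2 1.59 over Rpe (SE 0.21, adjusted p = 1.27e-04) and 2.18 over Ype (SE 0.22, adjusted p = 2.71e-05). Between Rpe and Ype, ANR differed by log2 0.60 (adjusted p = 0.0309), and the call was lost without Ype replicates 1, 2 or 3 or Rpe replicates 1 or 2 or with scaling by library totals (adjusted p 0.0577 to 0.231, range over all alternatives 0.00101 to 0.231). BZ1, on chromosome 7 from 36374020 to 36376025, had 223 ± 82.9 counts in Mpe, with log2 fold changes of 1.87 over Rpe (SE 0.41, adjusted p = 0.0029) and 5.55 over Ype (SE 0.55, adjusted p = 2.44e-05).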

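The LAR1 gene, on chromosome 16 from 3388469 to 3392886, had 588 ± 98.5 (SD, n = 3) counts in Ype and 34.4 ± 3.13 in Rpe. Rpe against Ype gave a log2 fold change of -4.10 (SE 0.37, adjusted p = 5.88e-06 from edgeR's quasi-likelihood test). Each Ype library lay above each Rpe library, and over all genes tested the libraries of these cultivars did not overlap for 71.9%.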

LAR1 had significantly higher expression in Ype than in Rpe (Figure 3k). BZ1 had significantly higher expression in Rpe than in Ype (Figure 3m). 

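BZ1 had 61.8 ± 16.6 (SD, n = 3) counts in Rpe and 4.50 ± 4.76 in Ype, where its replicates spread as widely as their mean. Rpe was higher by log2 3.68 (SE 0.55, adjusted p = 2.17e-04 from edgeR).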

DFR1 (LOC103450464) was significantly upregulated in Ype compared to Mpe and Rpe (Figure 3n).

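DFR1 encodes dihydroflavonol 4-reductase, which supplies leucoanthocyanidins to both LAR and ANS, and lies on chromosome 15 from 1432707 to 1435098. Its counts were 344 ± 119 (SD, n = 3) in Ype, 186 ± 14.7 in Mpe and 132 ± 30.6 in Rpe. Rpe fell below Ype (log2 -1.39, SE 0.25, adjusted p = 6.86e-04 from edgeR). Mpe fell below Ype (log2 -0.87, SE 0.24, adjusted p = 0.0129). Without Ype replicate 2 this second difference was log2 -0.56 and the call was lost (adjusted p = 0.0514, range over its alternatives 0.00154 to 0.0514). Mpe and Rpe did not pass the test (adjusted p = 0.0988), although the test was passed without Ype replicate 2 (adjusted p = 0.0412, range over all alternatives 0.0412 to 0.286).

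**Figure D2:**
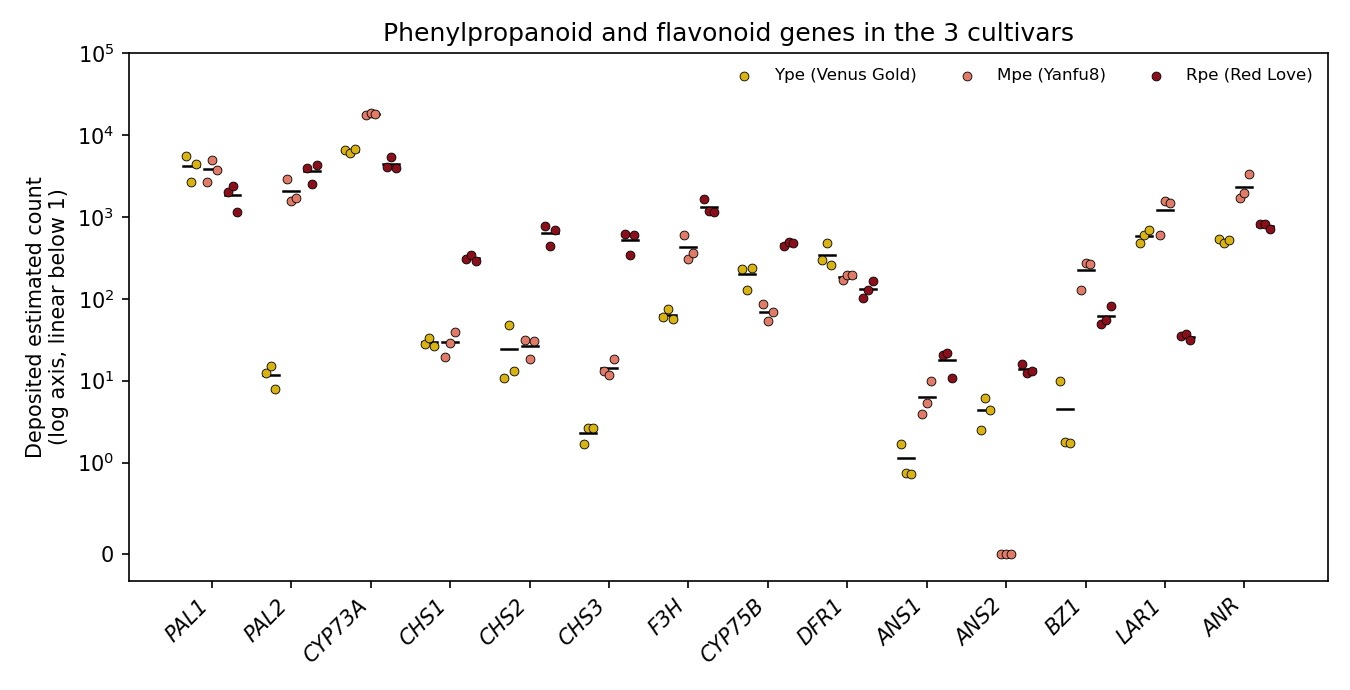
Counts of the 14 structural genes in each of the 9 libraries (points) and their means per cultivar (bars), on a log axis that is linear below 1. The points of PAL2 lie near 11.8 counts in Ype and above 1000 in Mpe and Rpe.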

We also validated the expression of LAR1 with qRT-PCR. As shown in Figure 3o, LAR1 was significantly upregulated in Ype than Rpe, which was similar to the results of RNA-Seq profiles (see Figure 3k).

### 2.4. Potential Functions of DEGs in the Coloration of Apple Peels

In order to investigate the potential functions of DEGs in apple peels with different colors, KEGG pathway enrichment analysis was performed. 

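A probable glutathione S-transferase (LOC103438045), an enzyme that couples glutathione to other molecules, rose from 3.49 ± 1.80 (SD, n = 3) counts in Ype to 857 ± 42.1 in Rpe, and a glutathione peroxidase (LOC103446626) from 2395 ± 354 to 15600 ± 1130. The log2 fold changes were 7.82 (SE 0.51, adjusted p = 8e-07 from edgeR) and 2.70 (SE 0.16, adjusted p = 3.92e-07). Of 63 glutathione enzymes tested, 36 were higher and 16 lower (37 and 16 adjusted over the list alone), and the list was enriched among DEGs higher in Rpe (15 DEGs, odds ratio 8.11, adjusted p = 3.38e-07 from Fisher's exact test). A 4-coumarate--CoA ligase-like gene (LOC103450322) rose from 201 ± 2.83 to 4193 ± 264 counts, whereas its relative LOC103455025 fell from 1371 ± 36.4 to 14.9 ± 2.39. Of 19 phenylpropanoid entry enzymes (PAL, cinnamate 4-hydroxylase and 4-coumarate--CoA ligase), 9 were higher and 5 lower (9 and 5 adjusted over the list alone, 8 higher and 7 lower with scaling by library totals). This list was enriched (4 DEGs, odds ratio 6.85, adjusted p = 0.0268), but the enrichment was lost without Ype replicates 1, 2 or 3, Mpe replicate 3 or Rpe replicates 1, 2 or 3, with edgeR's exact test, with replicate number as a block or without the fold threshold (adjusted p 0.0519 to 0.398, range over all alternatives 0.0181 to 0.398). Among 63 monolignol enzymes, which make lignin precursors, 29 were higher and 20 lower (29 and 20 adjusted over the list alone). A caffeic acid O-methyltransferase-like gene (LOC103433538) went from 2.58 ± 1.47 to 2586 ± 275 counts and a cinnamoyl-CoA reductase-like gene (LOC103429871) from 662 ± 51.2 to 116 ± 13.3. The monolignol list was enriched (8 DEGs, odds ratio 3.75, adjusted p = 0.0148), and the enrichment was lost without the fold threshold (adjusted p = 0.15, range over all alternatives 0.00552 to 0.15).
Peroxidase P7-like (LOC103444067) rose from 1.44 ± 1.34 to 4293 ± 1069 counts, log2 11.22 (SE 0.36, adjusted p = 2.29e-08), while peroxidase 4-like (LOC103418409) fell from 1051 ± 81.9 to 52.0 ± 26.6. Of 32 class III peroxidases, 15 were higher and 9 lower (15 and 9 adjusted over the list alone), without enrichment (adjusted p = 0.739 for DEGs higher in Rpe), although it was enriched with edgeR's exact test, with DESeq2, with limma after adding 1 or with limma after adding 0.5 (adjusted p 6.85e-04 to 0.0338, range over all alternatives 6.85e-04 to 1). Polyphenol oxidase (PPO), a browning enzyme, rose from 60.3 ± 21.1 to 17960 ± 4656 counts, log2 8.21 (SE 0.36, adjusted p = 7.32e-08). In its list of 6 genes, 4 were higher and 1 lower (4 and 1 adjusted over the list alone, 3 DEGs, odds ratio 25.7, adjusted p = 0.00802), and the enrichment was lost without the fold threshold (adjusted p = 0.238, range over all alternatives 8.29e-04 to 0.238). A mandelonitrile lyase-like gene (LOC103429895) went from 54.6 ± 20.4 to 28990 ± 3467 counts. Its list of 37 cyanoamino acid enzymes had 16 higher and 8 lower (16 and 8 adjusted over the list alone, 6 DEGs, odds ratio 4.98, adjusted p = 0.0148), but the enrichment was lost without Ype replicates 1, 2 or 3 or Mpe replicate 2 or without the fold threshold (adjusted p 0.0692 to 0.398, range over all alternatives 5.59e-04 to 0.398).

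**Figure D3:**
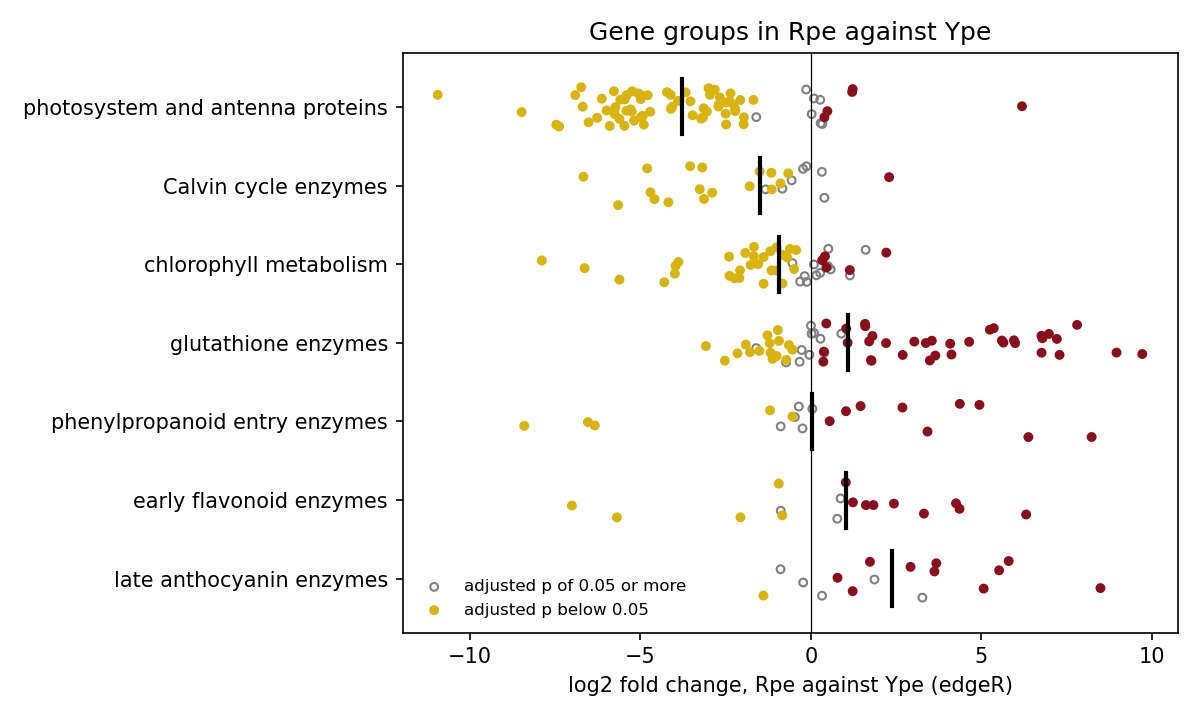
Log2 fold change of Rpe against Ype for each tested gene of 7 lists (points, open where the adjusted p was at least 0.05), with the list median as a black bar. The photosystem list lies lowest, with a median of -3.78, and the glutathione list has a median of 1.08.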

The 1503 genes upregulated in Rpe when compared to Ype (Table S3) were significantly enriched in 15 pathways (corrected *p* < 0.05, Table S9), including glutathione metabolism, phenylpropanoid biosynthesis, and flavonoid biosynthesis. 

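A chlorophyll a-b binding protein of the light-harvesting complex II (LOC103434978) fell from 2052 ± 333 (SD, n = 3) counts in Ype to 38.7 ± 4.56 in Rpe, a log2 fold change of -5.73 (SE 0.18, adjusted p = 1.72e-08 from edgeR). Photosystem I subunit IV B (LOC103412183) fell from 753 ± 52.0 to 20.6 ± 5.53 (log2 -5.18, SE 0.17, adjusted p = 2.61e-08). Of 76 photosystem and antenna proteins, 5 were higher and 64 lower (5 and 64 adjusted over the list alone), with a median log2 fold change of -3.34 when genes without counts were set to their bounds. The list was enriched among DEGs higher in Ype (35 DEGs, odds ratio 30.2, adjusted p = 1.75e-31 from Fisher's exact test). Psb Y (LOC103430669), a photosystem II core protein, was among the members that rose, from 1035 ± 291 to 2440 ± 185. Of 25 Calvin cycle enzymes, which fix carbon, 1 was higher and 17 lower (1 and 17 adjusted over the list alone, 5 DEGs, odds ratio 8.50, adjusted p = 0.00571). The chloroplast glyceraldehyde-3-phosphate dehydrogenase A (LOC103442070) went from 1125 ± 307 to 22.3 ± 10.8 counts. Protochlorophyllide reductase (LOC103430380), a late enzyme of chlorophyll synthesis, fell from 2597 ± 142 to 177 ± 16.1, log2 -3.88 (SE 0.11, adjusted p = 1.33e-08). In the chlorophyll metabolism list of 46 genes, 5 were higher and 29 lower (6 and 29 adjusted over the list alone), without enrichment (adjusted p = 0.411 for DEGs higher in Ype), although it was enriched with scaling by library totals or without the fold threshold (adjusted p 2.21e-04 to 0.0299, range over all alternatives 2.21e-04 to 0.556). Chloroplast ribosomal proteins, which carry no light reaction, fell as well, with 47 of 72 lower, 7 higher and a median log2 fold change of -0.78.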

The 1692 genes downregulated in Rpe when compared to Ype (Table S4) were significantly enriched in four pathways (corrected *p* < 0.05, Table S10), including photosynthesis and photosynthesis antenna proteins.

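The 4-coumarate--CoA ligase-like gene LOC103455025, whose enzyme activates cinnamic acids, had 459.6 ± 69.9 (SD, n = 3) counts in Mpe, above Rpe by log2 4.98 (SE 0.17, adjusted p = 4.88e-08 from edgeR), whereas LOC103450322 of the same family had 1394 ± 215 and was below Rpe (log2 -1.57, SE 0.12, adjusted p = 2.7e-06). Of 19 phenylpropanoid entry enzymes, 7 were higher and 4 lower in Mpe (7 and 4 adjusted over the list alone), without enrichment (2 DEGs, odds ratio 5.92, adjusted p = 0.192 from Fisher's exact test). Of 63 monolignol enzymes, 17 were higher and 22 lower in Mpe (17 and 23 adjusted over the list alone, adjusted p = 0.751 for DEGs higher in Mpe). Peroxidase 21 (LOC103433277) had 819 ± 202 counts in Rpe and 1.29 ± 1.32 in Mpe, and peroxidase 4-like (LOC103418409) 1395 ± 673 in Mpe. Among 32 class III peroxidases, 5 were higher and 15 lower in Mpe (5 and 16 adjusted over the list alone). They were enriched among DEGs higher in Rpe (4 DEGs, odds ratio 5.76, adjusted p = 0.0379), but the enrichment was lost without Mpe replicates 1, 2 or 3 or Rpe replicates 1, 2 or 3, with cuffnorm's scaling undone, without a filter on low counts, with replicate number as a block or without the fold threshold (adjusted p 0.102 to 0.21, range over all alternatives 5.72e-05 to 0.21).
Photosystem I subunit N (LOC103416404) had 1348 ± 299 counts in Mpe, 1518 ± 131 in Ype and 19.7 ± 2.99 in Rpe (Mpe against Rpe log2 6.11, adjusted p = 5.92e-08). Of the photosystem and antenna proteins, 64 were higher and 2 lower in Mpe (64 and 2 adjusted over the list alone, 25 DEGs, odds ratio 25.8, adjusted p = 3.23e-22), and of the Calvin cycle enzymes 21 higher and 1 lower (23 and 1 adjusted over the list alone, 4 DEGs, odds ratio 9.62, adjusted p = 0.0104). Chloroplast ribosomal proteins were higher in Mpe for 60 of 72 genes and lower for 2, with a median log2 fold change of 1.42. 3-ketoacyl-CoA synthase 6 (LOC103402707), which elongates fatty acids for wax, had 1765 ± 164 counts in Mpe, 744 ± 49.8 in Ype and 9.27 ± 4.20 in Rpe. Mpe was higher than Rpe by log2 7.61 (SE 0.23, adjusted p = 3.07e-08), and Rpe against Ype gave -6.36 (SE 0.23, adjusted p = 3.23e-08). A lipid-transfer protein 1-like gene (LOC103408499) had 785 ± 140.4 counts in Rpe and 29.1 ± 17.4 in Mpe. Of 63 cuticle and wax enzymes, 35 were higher and 13 lower in Mpe than in Rpe (36 and 13 adjusted over the list alone, 12 DEGs, odds ratio 12.1, adjusted p = 1.46e-07). In Rpe against Ype, 17 were higher and 30 lower (17 and 31 adjusted over the list alone, 9 DEGs, odds ratio 5.69, adjusted p = 0.00106 for DEGs higher in Ype).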

When comparing Mpe and Rpe, 985 genes upregulated in Mpe were only significantly enriched in phenylpropanoid biosynthesis (corrected *p* < 0.05, Table S11). 

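Glutamate decarboxylase makes gamma-aminobutyrate, and GAD2 had 4751 ± 230.3 (SD, n = 3) counts in Rpe, 556 ± 117 in Ype and 275 ± 21.4 in Mpe. Mpe fell below Rpe (log2 -4.10, SE 0.16, adjusted p = 7.37e-08 from edgeR). GAD3 was lower in Mpe by a ratio of 36 (95% counting interval 6.06 to 1460), and GAD1, the most abundant, did not pass the test (adjusted p = 0.29). Of the 4 glutamate decarboxylases, 2 were lower in Mpe (2 adjusted over the list alone). As a list they were not enriched (1 DEG, odds ratio 13.4, adjusted p = 0.305 from Fisher's exact test), although it was enriched with edgeR's exact test (adjusted p = 0.0329, range over all alternatives 0.0329 to 0.768). Chalcone isomerase (LOC103421113), which closes the central ring of flavanones, had 827 ± 25.3 counts in Mpe and 4095 ± 949 in Rpe, lower in Mpe (log2 -2.29, SE 0.18, adjusted p = 3.42e-06), whereas a flavanone 3-dioxygenase 3-like gene (LOC103436977) had 2467 ± 181 in Mpe and 449 ± 101 in Rpe. Of 17 early flavonoid enzymes, 4 were higher and 8 lower in Mpe (4 and 8 adjusted over the list alone), and of 4 flavonol and dihydrochalcone enzymes, 1 was higher and 2 lower (1 and 2 adjusted over the list alone). Neither list was enriched among DEGs higher in Rpe (adjusted p = 1 for each). Of 6 polyphenol oxidases, 4 were lower in Mpe (4 adjusted over the list alone, 2 DEGs, odds ratio 20.1, adjusted p = 0.0411 among DEGs higher in Rpe), and the enrichment was lost with DESeq2, with limma after adding 0.5 or without the fold threshold (adjusted p 0.0542 to 0.202, range over all alternatives 0.0052 to 0.202). A polyphenol oxidase-like gene (LOC103429692) had 3825 ± 1136 counts in Rpe and 29.8 ± 25.8 in Mpe.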

And 1306 genes downregulated in Mpe were mainly enriched in 7 KEGG pathways, including taurine and hypotaurine metabolism, butanoate metabolism, and flavonoid biosynthesis (corrected *p* < 0.05, Table S12).

In the comparisons of Mpe vs. Ype, 697 genes upregulated in Mpe were significantly enriched in seven KEGG pathways, including sesquiterpenoid and triterpenoid biosynthesis and isoquinoline alkaloid biosynthesis (corrected *p* < 0.05, Table S13). 

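The terpene synthase gene LIS, named nerolidol synthase 1-like, had 99.7 ± 18.3 (SD, n = 3) counts in Mpe and none in Ype, at least 33.2-fold higher. Another nerolidol synthase 1-like gene (LOC103427814) fell from 715 ± 298 in Ype to 6.89 ± 2.19 in Mpe, a log2 fold change of -6.64 (SE 0.45, adjusted p = 2.41e-06 from edgeR). Of 9 terpene synthases, 5 were higher and 1 lower in Mpe (5 and 1 adjusted over the list alone, 3 DEGs, odds ratio 28.6, adjusted p = 0.00409 from Fisher's exact test), and the enrichment was lost without the fold threshold (adjusted p = 0.169, range over all alternatives 0.00141 to 0.169). The triterpenoid gene for beta-amyrin 28-monooxygenase-like (LOC103422316) rose from 436 ± 46.2 to 10680 ± 1043 (log2 4.63, SE 0.17, adjusted p = 7.29e-08), and squalene monooxygenase-like (LOC103420510) from 10 ± 4.47 to 559 ± 161. A cycloartenol-C-24-methyltransferase (LOC103418631) of sterol synthesis fell from 371 ± 71.5 to 65.2 ± 17.3. Of 42 triterpenoid and sterol enzymes, 18 were higher and 12 lower (20 and 13 adjusted over the list alone, 14 higher and 15 lower with scaling by library totals), without enrichment (3 DEGs, odds ratio 4.40, adjusted p = 0.149). Polyphenol oxidase (PPO), an enzyme of phenol oxidation, was at 4552 ± 1077 in Mpe, log2 6.25 over Ype (SE 0.33, adjusted p = 5.62e-07), and of its list 3 were higher and 1 lower (3 and 1 adjusted over the list alone, adjusted p = 0.317). A flavonoid 3-O-glucosyltransferase 7-like gene (LOC103438384) rose from 6.87 ± 4.44 to 564 ± 125. In the list of 16 late anthocyanin enzymes (DFR, ANS and anthocyanidin glucosyltransferases), 10 were higher and 2 lower in Mpe (10 and 2 adjusted over the list alone, 4 DEGs, odds ratio 19.1, adjusted p = 0.00167), but the enrichment was lost without Ype replicates 1, 2 or 3 or with only these 2 cultivars in the fit (adjusted p 0.091 to 0.107, range over all alternatives 7.15e-05 to 0.107).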

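L-3-cyanoalanine synthases detoxify the cyanide released in ethylene synthesis. L-3-cyanoalanine synthase 2 (LOC103405317) had 927 ± 114 (SD, n = 3) counts in Ype and 37380 ± 6759 in Mpe, a log2 fold change of 5.34 (SE 0.24, adjusted p = 2.38e-07 from edgeR). L-3-cyanoalanine synthase 1 (LOC103401891) had 10300 ± 1585 and 101200 ± 13020, and beta-glucosidase 11-like (LOC103448033) fell from 568 ± 61.1 to 158 ± 35.4. Of 37 cyanoamino acid enzymes, 15 were higher and 4 lower in Mpe (17 and 4 adjusted over the list alone). The list was enriched among DEGs higher in Mpe (5 DEGs, odds ratio 8.99, adjusted p = 0.00409 from Fisher's exact test), but the enrichment was lost without Ype replicates 1, 2 or 3, Mpe replicates 1 or 2 or Rpe replicate 3, with only these 2 cultivars in the fit or without the fold threshold (adjusted p 0.0707 to 0.17, range over all alternatives 1.68e-05 to 0.17). Caffeic acid O-methyltransferase (LOC103426529), which methylates lignin precursors, fell from 8529 ± 1274 in Ype to 1148 ± 298 in Mpe (log2 -2.88, SE 0.27, adjusted p = 1.63e-05), and its relative LOC103439452 rose from 27.9 ± 1.75 to 1585 ± 286. Of the monolignol enzymes, 28 were higher and 19 lower in Mpe (28 and 19 adjusted over the list alone, 25 higher and 22 lower with scaling by library totals), with enrichment among DEGs higher in Mpe (5 DEGs, odds ratio 4.95, adjusted p = 0.0262), but the enrichment was lost without Ype replicates 1, 2 or 3 or Mpe replicate 3 (adjusted p 0.0592 to 0.201, range over all alternatives 0.00433 to 0.201). Of the phenylpropanoid entry enzymes, 10 were higher and 3 lower (10 and 3 adjusted over the list alone), without enrichment (adjusted p = 0.163 for DEGs higher in Mpe), although it was enriched without Mpe replicate 2, with cuffnorm's scaling undone, with edgeR's exact test, with DESeq2, with limma after adding 1 or with limma after adding 0.5 (adjusted p 0.0228 to 0.0416, range over all alternatives 0.0228 to 0.18). Glutathione S-transferase U17-like (LOC103452346) rose from 16.9 ± 4.90 to 719.8 ± 148, log2 5.41 (SE 0.30, adjusted p = 7.58e-07), and glutathione peroxidase 1-like (LOC103413789) fell from 470 ± 14.1 to 143 ± 14.1. Of the glutathione enzymes, 35 were higher and 10 lower in Mpe (35 and 10 adjusted over the list alone, 8 DEGs, odds ratio 8.42, adjusted p = 2.24e-04), and the enrichment was lost without Ype replicate 3 (adjusted p = 0.0592, range over all alternatives 2.17e-06 to 0.0592).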

Meanwhile, 967 genes downregulated in Mpe were enriched in 14 KEGG pathways, including cyanoamino acid metabolism, phenylpropanoid biosynthesis, and glutathione metabolism (corrected *p* < 0.05, Table S14).

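A flavonoid 3-O-glucosyltransferase 3 gene (LOC103456022), whose enzyme adds glucose to flavonoids, had 3997 ± 1238 (SD, n = 3) counts in Rpe and 71.1 ± 18.2 in Ype, a log2 fold change of 5.81 (SE 0.44, adjusted p = 2.13e-06 from edgeR). Of 16 late anthocyanin enzymes, 10 were higher and 1 lower in Rpe than in Ype (10 and 1 adjusted over the list alone), and 6 higher and 5 lower in Mpe than in Rpe (6 and 5 adjusted over the list alone). Anthocyanidin 3-O-glucosyltransferase 5-like (LOC103410493) was one of those higher in Mpe, at 816 ± 12.1 against 242 ± 10.3 counts in Rpe (log2 1.77, SE 0.13, adjusted p = 2.63e-06). A flavonoid 3-O-glucosyltransferase 7-like gene (LOC103438383) was higher in Rpe, at 529.9 ± 83.1 against 74.3 ± 63.8. By Fisher's exact test the list was not enriched among DEGs higher in Rpe than in Ype (3 DEGs, odds ratio 5.92, adjusted p = 0.0946), although it was enriched without Ype replicate 1, with filterByExpr, with a minimum mean of 20 or with limma after adding 0.5 (adjusted p 0.0109 to 0.0428, range over all alternatives 0.0109 to 0.139). It was also not enriched among DEGs higher in Rpe than in Mpe (adjusted p = 0.725). Flavonol synthase (FLS), which makes flavonols, had 346 ± 61.7 counts in Rpe, 68.5 ± 18.2 in Mpe and 36.0 ± 27.3 in Ype (Rpe against Ype log2 3.27, SE 0.43, adjusted p = 9.15e-05, and Mpe against Rpe -2.31, SE 0.41, adjusted p = 7.32e-04). Of the 4 flavonol and dihydrochalcone enzymes, 3 were higher and 1 lower in Rpe than in Ype (3 and 1 adjusted over the list alone), and the 1 that was lower is phloretin 2'-O-glucosyltransferase. Of 9 flavan-3-ol enzymes (LAR and ANR), 3 were higher and 4 lower in Rpe than in Ype (3 and 4 adjusted over the list alone), and 5 higher and 1 lower in Mpe than in Rpe (5 and 1 adjusted over the list alone). A putative anthocyanidin reductase (LOC103448549) rose from 897 ± 371 in Ype to 3704 ± 178 in Rpe, and another (LOC103418902) fell from 1639 ± 181 to 869 ± 66.2. In Mpe against Ype, 5 were higher (6 adjusted over the list alone, 2 higher and 2 lower with scaling by library totals).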

In summary, when comparing Rpe to both Ype and Mpe, the genes upregulated in Rpe were significantly enriched in flavonoid biosynthesis (Table S9 and Table S12, respectively). These results suggest that flavonoid biosynthesis is enhanced in Rpe samples.

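Chalcone isomerase (LOC103421113), the enzyme after chalcone synthase, rose by log2 4.26 from Ype to Rpe (SE 0.20, adjusted p = 9.99e-08 from edgeR), from 213 ± 34.1 (SD, n = 3) counts. A flavanone 3-dioxygenase 2-like gene (LOC103450317) fell from 221 ± 10.2 to 125 ± 6.56. Of 17 early flavonoid enzymes (chalcone synthase, chalcone isomerase, flavanone and flavonoid hydroxylases), 9 were higher and 5 lower in Rpe than in Ype (9 and 5 adjusted over the list alone). Their median log2 fold change was 1.03. As a list they were not enriched among DEGs higher in Rpe (3 DEGs, odds ratio 5.50, adjusted p = 0.109 from Fisher's exact test). The rotation test fry, which asks whether the genes of a set move on balance one way and does not compare them with other genes, gave a rise (adjusted p = 6.83e-05). In Mpe against Ype, 9 were higher and 3 lower (10 and 4 adjusted over the list alone, 5 higher and 7 lower with scaling by library totals). From the enrichment of flavonoid biosynthesis among the genes upregulated in Rpe against both other peels, the paper proposes that this pathway is enhanced in Rpe.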

### 2.5. Analysis of Soluble Metabolic Profiles of Apple Peels in Different Colors

The metabolic profiles of apple peel samples of Ype, Mpe, and Rpe were analyzed based on the MetWare Database (MWDB), a self-constructed database of extensively targeted metabolites. A total of 808 metabolites were detected in the peel samples of the three apple cultivars (Table S12).

In the PCA using the abundances of soluble metabolites (Figure 4a), it can be seen that Rpe and Ype are farther apart, and the three samples within each group are relatively clustered. In Figure 4b, the results of the clustering were consistent with the PCA, with the Mpe, Rpe, and Ype samples clustered individually in a cluster. These results indicate that Ype, Mpe, and Rpe have different metabolite abundance patterns. In addition, the results of the PCA and clustering analyses using the metabolic profiles were also consistent with the results of the transcriptome analysis in Figure 2. This indicates that Ype, Mpe, and Rpe samples show different gene expression patterns, which might contribute to their different metabolite abundance patterns.

### 2.6. Enriched Pathways of Soluble Metabolites with Different Abundances

In the following, we examined the enriched KEGG pathways for soluble metabolites with different abundances in Ype, Mpe, and Rpe. As shown in Figure S1a, upregulated metabolites in Ype compared to Rpe were enriched in aminoacyl-tRNA biosynthesis (ko00970), 2-oxocarboxylic acid metabolism (ko01210), glycine, serine, and threonine metabolism (ko00260), and cysteine and methionine metabolism (ko00270). In comparison, upregulated metabolites in Ype were enriched in flavone and flavonol biosynthesis (ko00944), phenylpropanoid biosynthesis (ko00940), galactose metabolism (ko00052), flavonoid biosynthesis (ko00941), and lysine degradation (ko00310) (see Figure S1b), suggesting more active anthocyanin biosynthesis in Rpe than in Ype.

When comparing Mpe to Ype, as shown in Figure S1c, upregulated metabolites in Mpe compared to Ype were enriched in flavone and flavonol biosynthesis (ko00944), flavonoid biosynthesis (ko00941), and tropane, piperidine, and pyridine alkaloid biosynthesis (ko00960), suggesting anthocyanin biosynthesis is also very active in Mpe. As shown in Figure S1d, upregulated metabolites in Ype compared to Mpe were enriched in purine metabolism (ko00230) and glyoxylate and dicarboxylate metabolism (ko00630).

As shown in Figure S1e, it is interesting that upregulated metabolites in Mpe compared to Rpe were also enriched in flavone and flavonol biosynthesis (ko00944) and flavonoid biosynthesis (ko00941), suggesting anthocyanin biosynthesis is even more active in Mpe than in Rpe. Phenylpropanoid biosynthesis (ko00940) and pyrimidine metabolism (ko00240) were enriched in the metabolites upregulated in Rpe compared to Mpe (see Figure S1f).

Notably, among the metabolites upregulated in Ype, we identified significantly higher abundances of catechin and epicatechin than in Rpe (Table S17). These compounds are the fundamental building blocks (flavan-3-ol monomers) for the biosynthesis of proanthocyanidins (PAs, also known as condensed tannins). The enrichment of the flavonoid biosynthesis pathway, coupled with the specific accumulation of these precursors in Ype, suggests a redirected metabolic flux towards the PA branch in the yellow peel. Crucially, catechin and epicatechin are known to be sensitive to light, particularly UV and blue light [34,35], which can induce their oxidation into yellowish products. Therefore, the concerted higher abundance of catechin and epicatechin, driven by an active biosynthetic pathway, provides a compelling biochemical rationale for the yellow coloration of the Ype peel.

### 2.7. Analysis of Volatile Metabolites

Volatile organic compounds are often subdivided into several classes, including terpenoids, alkanes, aromatic hydrocarbons, esters, and aldehyde. In this study, 589 volatile metabolites were detected (Table S16). Specifically, 247, 336, and 370 volatile metabolites with different abundances were identified in the three comparisons of Mpe vs. Rpe, Mpe vs. Ype, and Ype vs. Rpe, respectively (Tables S23 to S28, respectively). In the comparison between Ype and Rpe, 18 metabolites were downregulated in Rpe (Table S23). And a total of 352 metabolites were upregulated in Rpe, with terpenoids having the highest proportion of all metabolites, followed by esters, hydrocarbons, and alcohols being the most abundant (as shown in Table S24). Several terpenoids are significantly upregulated in Rpe when compared to Ype, such as 4-(1,5-dimethyl-1,4-hexadienyl)-1-methyl-Cyclohexene (XMW0975) and 1-methyl-4-(1,2,2-trimethylcyclopentyl)cyclohexa-1,3-diene (D338) (see Table S24). Terpenoids constituted the most prominent class, with key compounds such as farnesene—a sesquiterpene known for its contribution to the characteristic “green”, “woody” notes in apple aroma and implicated in superficial scald development—being highly enriched in Rpe. Additionally, esters, which are pivotal for the fruity aroma of apples, were markedly more abundant in Rpe (Table S24). Specifically, we observed significantly higher levels of esters like hexyl acetate and butyl acetate, which are renowned for imparting sweet, fruity, and pear-like aromas and are hallmark volatiles in cultivars.

In PCA and clustering analysis, the samples of the three groups were clustered together and different groups were well separated (Figure 4c). Similarly, in the clustering analysis, samples of Ype, Mpe, and Rpe were also clustered together (Figure 4d). These results suggest that the three apple cultivars have very different odors and that the biochemical pathways underlying volatile biosynthesis are differentially regulated in peels of different colors. The heightened abundance of terpenoids in Rpe may be linked to an upregulation of the terpenoid backbone biosynthesis pathway, while the ester enrichment points to altered activity in the lipoxygenase (LOX) pathway and alcohol acyltransferases (AATs). Consequently, the Rpe cultivar’s volatile signature, rich in specific terpenes and esters, likely contributes to a more intense and complex aroma profile compared to the Ype and Mpe cultivars, directly linking peel color to a distinguishable olfactory trait.

### 2.8. Joint Analysis of the Transcriptomic and Metabolic Profiles

When analyzing a correlation network of genes and metabolites showed different abundances between Ype and Rpe, we found that chrysin, epicatechin, and catechin showed very high correlation values with 41 genes (Figure 5a). Among them, epicatechin and catechin were upregulated in Ype, whereas chrysin was upregulated in Rpe (Figure 5a,c). As shown in Figure 5a, nine genes had positive correlation values between their expression levels and abundances of epicatechin and catechin. These nine genes showed higher expression levels in Ype than in Rpe (Figure 5b). These suggest that these nine genes are involved in the more active biosynthesis or accumulation of epicatechin and catechin in Ype than in Rpe. 

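Besides LAR1, the 9 genes comprise 2 uncharacterized genes and genes for a glucosyltransferase, a vinorine synthase-like acyltransferase, 2 ECERIFERUM proteins, cytochrome P450 98A2 and a 2-oxoglutarate-Fe(II) oxidoreductase. ECERIFERUM 26-like (LOC103451024), a protein of wax synthesis, fell from 2751 ± 570.4 (SD, n = 3) counts in Ype to 71.4 ± 56.3 in Rpe, a log2 fold change of -5.27 (SE 0.43, adjusted p = 3.24e-06 from edgeR). ECERIFERUM 2 (LOC103432782), of the same family, fell from 606 ± 181 to 11.6 ± 5.54 (log2 -5.69, SE 0.33, adjusted p = 3.39e-07). Vinorine synthase-like (LOC103431869) fell from 3728 ± 732 to 1050 ± 714 (log2 -1.83, SE 0.53, adjusted p = 0.011), and the hydroxylase P450 98A2 (LOC103402429) from 481 ± 80.6 to 186 ± 90 (log2 -1.37, adjusted p = 0.0028). The uncharacterized genes LOC103442299 and LOC103440179 fell (log2 -1.23 and -1.24, adjusted p = 1.77e-05 and 1.04e-04), and the oxidoreductase LOC114819109 fell too (log2 -1.51, adjusted p = 9.15e-05). The study chose these genes on the same samples, so their direction is not independent evidence.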

On the other side, chrysin had higher abundances in Rpe (Figure 5c) and showed positive correlation with many genes with higher expression in Rpe (Figure 5b).

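Of the other 32 genes in the network of Fig. 5a, 25 were higher in Rpe than in Ype and 7 were lower. Caffeoyl-CoA O-methyltransferase (LOC103448267), of lignin synthesis, rose from 30.9 ± 31.1 (SD, n = 3) counts in Ype to 1518 ± 158 in Rpe, a log2 fold change of 5.60 (SE 0.55, adjusted p = 1.16e-05 from edgeR). A flavonol synthase-like gene (LOC103441195) rose from 589 ± 436 to 5557 ± 1163 (log2 3.23, SE 0.64, adjusted p = 0.00134), and chalcone isomerase-like LOC103454421 from 16.4 ± 3.35 to 165 ± 19.7 (log2 3.32, adjusted p = 9.22e-07). A UDP-glycosyltransferase (LOC103406564) rose from 2.64 ± 3.16 to 2367 ± 123 (log2 9.72, SE 0.35, adjusted p = 3.24e-08). Against Mpe, where it had 1105 ± 173, its difference was log2 -1.08 for Mpe against Rpe (adjusted p = 7.67e-04), and the call was lost with limma after adding 1 or with limma after adding 0.5 (adjusted p 0.0963 to 0.197, range over all alternatives 2.23e-12 to 0.197). The locus LOC103433655, which merges 2 annotated genes whose counts cannot be told apart, rose from 81.9 ± 15.8 to 3726 ± 687. A glucosyltransferase gene (LOC103438843) without counts in Ype was at least 9.66-fold higher in Rpe and at least 36.8-fold higher in Mpe. Acylsugar acyltransferase 3-like LOC103454980 (log2 2.24, adjusted p = 4.35e-06), vacuolar-sorting receptor 6-like LOC103435321 (log2 2.44, adjusted p = 0.00487) and LOC103445978 (log2 1.34, adjusted p = 9.21e-05) and a probable chalcone isomerase 3 LOC103430446 (log2 1.84, adjusted p = 6.44e-04) were higher in Rpe too. BAHD acyltransferase At5g47980 LOC114822151 (log2 3.58, adjusted p = 1.33e-04) and the uncharacterized LOC103416981 (log2 1.704, adjusted p = 4.34e-06) rose as well. A similar BAHD acyltransferase (LOC103454521) went from 1.13 ± 1.27 to 91.5 ± 70.4 (adjusted p = 0.00211), and a crocetin glucosyltransferase-like gene (LOC103408495) from 1.67 ± 2.89 to 146 ± 69.2 (adjusted p = 9.13e-04). Among the members that fell were P450 98A2-like (LOC103441965), from 534 ± 162 to 194 ± 23.3, and a putative anthocyanidin reductase (LOC103429408), from 167 ± 109.5 to 19.8 ± 10.4. Lower in Rpe were also vinorine synthase-like LOC103426747 (log2 -2.10, adjusted p = 9.69e-04), fatty-acid-binding protein 3 LOC103432055 (log2 -1.48, adjusted p = 0.00319), a second probable chalcone isomerase 3 LOC103432919 (log2 -0.94, adjusted p = 0.00275) and the uncharacterized LOC103442683 (log2 -2.48, adjusted p = 2.03e-04). Mpe was higher than Ype in 21 of these genes and lower in 3, and higher than Rpe in 4 and lower in 17. Vinorine synthase-like LOC103452080 had 1577 ± 628 counts in Mpe, 131 ± 119 in Rpe and 1.44 ± 0.485 in Ype. As the study chose the network on these samples, the counts are not independent evidence.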

In the combined enrichment analysis of genes and metabolites, carotenoid biosynthesis is enriched in the DEGs and metabolites when comparing Ype to Rpe (Figure 5d). 

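Carotenoid genes moved both ways between the yellow and the dark red peel. Phytoene synthase 2-like (LOC103405286), whose enzyme makes the first carotenoid, rose from 19.9 ± 4.40 (SD, n = 3) counts in Ype to 296 ± 15.7 in Rpe, a log2 fold change of 3.87 (SE 0.23, adjusted p = 3.95e-07 from edgeR). The 9-cis-epoxycarotenoid dioxygenase NCED2-like gene (LOC103435153), which cleaves carotenoids on the way to abscisic acid, rose from 86.6 ± 17.0 to 4528 ± 1221 (log2 5.70, SE 0.27, adjusted p = 1.15e-07) and had 2884 ± 635 in Mpe. Zeaxanthin epoxidase (LOC103401379), which forms violaxanthin, fell from 314 ± 46.5 to 7.36 ± 1.66 (log2 -5.34, SE 0.32, adjusted p = 4.8e-07), and had 42.9 ± 15.0 in Mpe. 15-cis-zeta-carotene isomerase (LOC103400646) had 536 ± 78.4 in Ype, 1635 ± 149 in Mpe and 144 ± 31.8 in Rpe. Of 40 carotenoid genes, 11 were higher and 23 lower in Rpe than in Ype (11 and 23 adjusted over the list alone), 22 higher and 7 lower in Mpe than in Rpe (22 and 7 adjusted over the list alone), and 17 higher and 9 lower in Mpe than in Ype (18 and 9 adjusted over the list alone). The list was not enriched among DEGs in either direction of Rpe against Ype (adjusted p = 0.5 for higher in Rpe and 1 for higher in Ype, Fisher's exact test), although without the fold threshold it was enriched among genes higher in Ype (adjusted p = 0.00676, range over all alternatives 0.00676 to 1).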

When comparing Mpe to Rpe, the DEGs and metabolites were enriched in biotin metabolism and phorphyrin, chlorophyll metabolism, and many other pathways (Figure S2a). 

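Glutamyl-tRNA reductase 1-like (LOC103441701), an early enzyme of chlorophyll synthesis, had 715 ± 25.9 (SD, n = 3) counts in Mpe and 242 ± 9.98 in Rpe, a log2 fold change of 1.58 (SE 0.09, adjusted p = 4.13e-07 from edgeR). Protochlorophyllide reductase (LOC103430380), with 1117 ± 98.8 counts in Mpe, was above Rpe by log2 2.68 (SE 0.11, adjusted p = 1.05e-07). Pheophytinase (LOC103438468), which removes phytol when chlorophyll is broken down, fell from 174 ± 23.5 in Rpe to 4.67 ± 1.26 in Mpe (log2 -5.16, SE 0.29, adjusted p = 4.89e-07). Of 46 genes of chlorophyll metabolism, 22 were higher and 10 lower in Mpe than in Rpe (22 and 10 adjusted over the list alone). The list was not enriched among DEGs higher in Mpe (adjusted p = 1) or in Rpe (adjusted p = 1, Fisher's exact test), although for genes higher in Mpe it was enriched without the fold threshold (adjusted p = 0.0464, range over all alternatives 0.0464 to 1).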

When comparing Mpe to Ype, the DEGs and metabolites were enriched in phorphyrin and chlorophyll metabolism, nitrogen metabolism, and many other pathways (Figure S2b).

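Against Ype, where it had 345 ± 80.2 (SD, n = 3) counts, pheophytinase (LOC103438468) was lower in Mpe (log2 -6.16, SE 0.29, adjusted p = 2.82e-07 from edgeR), and a second pheophytinase-like gene (LOC103429789) fell from 541 ± 91.3 in Ype to 28.3 ± 4.44 in Mpe (log2 -4.25, SE 0.28, adjusted p = 1.91e-06). Glutamyl-tRNA reductase 1-like (LOC103445056), at the start of chlorophyll synthesis, rose from 32.8 ± 2.14 to 208 ± 42.5 (log2 2.66, SE 0.25, adjusted p = 1.63e-05). Of the chlorophyll metabolism list, 8 were higher and 20 lower in Mpe than in Ype (9 and 21 adjusted over the list alone), without enrichment among DEGs higher in Ype (adjusted p = 0.349 from Fisher's exact test), although it was enriched without the fold threshold (adjusted p = 0.0301, range over all alternatives 0.0301 to 0.558). For the photosystem and antenna proteins, 6 were higher and 40 lower in Mpe than in Ype (6 and 40 adjusted over the list alone), and photosystem I subunit IV B (LOC103412183) had 225 ± 15.0 counts in Mpe, log2 -1.73 against Ype (adjusted p = 6.13e-06). Chloroplast ribosomal proteins went the other way, with 47 of 72 higher and 5 lower in Mpe than in Ype (median log2 0.69). Calvin cycle enzymes showed 10 higher and 8 lower in Mpe than in Ype (10 and 8 adjusted over the list alone, 6 higher and 8 lower with scaling by library totals).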

When comparing Mpe to Rpe, epicatechin and catechin were also more abundant in Mpe than in Rpe (Figure 5c), and they had significant positive correlation values with 10 genes (Figure S3a). Nine of these ten genes also showed positive correlation values with epicatechin and catechin in the correlation network of Ype vs. Rpe (Figure 5a,b). In the correlation network between Mpe and Rpe (Figure S3b), all of the seven metabolites were more abundant in Rpe. Five of the seven metabolites are flavonoids, suggesting an enhanced flavonoid biosynthesis pathway in Rpe.

As shown in Figure 5e, we carefully examined the 10 genes that have positive correlation coefficient values with epicatechin and catechin in Figure 5a and Figure S3a. 

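In all 10 of these genes Rpe had the lowest expression, below Ype in 10 and below Mpe in 10. Mpe and Ype differed in fewer of them, with 3 higher in Mpe, 2 higher in Ype and 5 not passing the edgeR test. The uncharacterized gene LOC103442299 was highest in Mpe, at 2392 ± 392 (SD, n = 3) in Ype, 5766 ± 105 in Mpe and 1024 ± 69.0 in Rpe, log2 1.28 for Mpe against Ype (adjusted p = 2.65e-05). ECERIFERUM 2 (LOC103432782), a wax protein, had 281 ± 12.5 counts in Mpe, log2 -1.10 against Ype (adjusted p = 0.00331) and 4.59 against Rpe (adjusted p = 1.97e-06). Vinorine synthase-like (LOC103431869) had 8488 ± 2692 in Mpe, above Rpe by log2 3.03 (adjusted p = 8.78e-04). Against Ype it did not pass the test (adjusted p = 0.0759), although the test was passed without Rpe replicate 3, with edgeR's exact test or with only these 2 cultivars in the fit (adjusted p 0.00421 to 0.0448, range over all alternatives 0.00421 to 0.191). ECERIFERUM 26-like (LOC103451024) and P450 98A2 (LOC103402429) had 3478 ± 314 and 516 ± 103 counts in Mpe, above Rpe by log2 5.62 (adjusted p = 3.3e-06) and 1.49 (adjusted p = 0.00202) and without passing the test against Ype (adjusted p = 0.421 and 0.779). The uncharacterized gene LOC103440179 had 511 ± 58.7, 434 ± 83.7 and 217 ± 28.7 counts in Ype, Mpe and Rpe, and the oxidoreductase LOC114819109 95.2 ± 8.90, 79.5 ± 2.39 and 33.2 ± 5.07. Neither passed the test between Mpe and Ype (adjusted p = 0.271 and 0.301), but with scaling by library totals both passed (adjusted p = 0.00998 and 0.0184, ranges over all alternatives 0.00998 to 0.706 and 0.0184 to 0.484). The study had selected these genes by their correlation with catechins in the same peels.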

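Phloretin 2'-O-glucosyltransferase (LOC103402192) turns phloretin into phlorizin, the main dihydrochalcone of apple, and lies on chromosome 15 from 50904056 to 50905507. It was the most abundant of these genes in Ype, at 13040 ± 2385 (SD, n = 3) counts, against 5809 ± 676 in Mpe and 1904 ± 237 in Rpe. Rpe against Ype gave a log2 fold change of -2.78 (SE 0.18, adjusted p = 6.43e-07 from edgeR), Mpe against Ype -1.16 (SE 0.17, adjusted p = 3e-04) and Mpe against Rpe 1.63 (SE 0.17, adjusted p = 2.31e-05).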

We found these genes were generally highly expressed in Ype, particularly LOC103402192 (phloretin 2^′^-o-glucosyltransferase, UGTF1).

### 2.9. Phylogenetic Analysis of MYB Transcription Factors

In order to identify the relationship between MYB transcription factors in apple, Arabidopsis, and peach, seven genes that had been reported to be functional in anthocyanin synthesis were selected. Then, a phylogenetic tree was constructed using protein sequences of four genes of other species with reported functions in anthocyanin biosynthesis and 442 MYBs of apple. As shown in Figure S4a, the MYB genes that played roles in anthocyanin synthesis in apple and other species (with red names in Figure S4a) were clustered in Branch 1, while no genes were found in Branches 2 to 6.

*MdMYB1* and *MdMYB10* are two key transcription factors that activate the biosynthesis of anthocyanin in apple [23,24,25,36,37,38]. In our transcriptomic profiles, *MdMYB1* and *MdMYB10* showed similar expression in the three groups of apple peels, with the highest expression in Rpe, then lower expression in Mpe, and the lowest in Ype (Figures S5a and S5b, respectively). 

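Few reads fell on either gene. The gene with the symbol MYB1 in the authors' table, named MYB86-like in the annotation, had 35.8 ± 16 (SD, n = 3) counts in Rpe, 9.14 ± 5.83 in Mpe and 6.30 ± 1.97 in Ype. Rpe was higher than Ype by log2 2.54 (SE 0.61, adjusted p = 0.00436 from edgeR). Mpe was lower than Rpe (log2 -1.96, SE 0.59, adjusted p = 0.0152), but the call was lost without Rpe replicate 2 (adjusted p = 0.0675, range over all alternatives 0.00367 to 0.0675). Mpe and Ype did not pass the test (adjusted p = 0.484). MYB10 is a synonym of LOC103421948, a MYB113-like gene on chromosome 9 from 35613210 to 35619657, for which MYB1 is a synonym as well. It had 28.7 ± 13.9 counts in Rpe, 11.8 ± 9.16 in Mpe and 0.294 ± 0.509 in Ype, higher than in Ype by a ratio of 86 (95% counting interval 15 to 3440) in Rpe (adjusted p = 0.0012) and 35 (95% counting interval 5.88 to 1420) in Mpe (adjusted p = 0.00985). Between Mpe and Rpe, no difference was detectable (adjusted p = 0.163).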

Methyl jasmonate (MeJA) induces *MdMYB9* and *MdMYB11*, whose over-expression promotes the accumulation of anthocyanin and proanthocyanidin accumulation [26]. *MdMYB9* and *MdMYB11* directly regulate ANS, ANR, and LAR, which are key enzymes in the biosynthesis pathway of anthocyanin [26]. In our RNA-Seq profiles, *MdMYB9* showed the highest expression in Rpe, lower expression in Mpe, and the lowest expression in Ype (Figure S5c). This suggests that *MdMYB9* might contribute to the accumulation of anthocyanin and proanthocyanidin in Rpe. 

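MYB9 had no count in any Ype library, 3.05 ± 4.26 (SD, n = 3) counts in Mpe and 9.36 ± 2.18 in Rpe. Rpe was at least 3.12-fold higher than Ype (adjusted p = 0.0101 from edgeR). Mpe and Ype did not pass the test (adjusted p = 0.0675), although the test was passed without Mpe replicate 1, with cuffnorm's scaling undone or with edgeR's exact test (adjusted p 0.0263 to 0.0492, range over all alternatives 0.0263 to 0.283). Mpe and Rpe did not pass it either (adjusted p = 0.196), although the test was passed without Mpe replicate 2, with limma after adding 1 or with limma after adding 0.5 (adjusted p 0.0156 to 0.0433, range over all alternatives 0.0156 to 0.379). The Mpe libraries held 0, 7.92 and 1.22 counts.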

*MdMYB6a* and *MdMYB17* repress biosynthesis of anthocyanin in apple by competing with *MdMYB1* and *MdMYB10* [27,28]. In our results, the expression of *MdMYB6a* (LOC103401412) did not change severely in Ype and Rpe (Figure S5d), suggesting this gene is non-functional in regulating the biosynthesis of anthocyanin in the apple cultivars selected. However, *MdMYB6b* (XP_028950860.1) had much higher expression in Rpe compared to Ype (Figure S5e), suggesting that this gene might be involved in the biosynthesis of anthocyanin in Ype samples. 

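MYB6a, named MYB44-like in the annotation, had 1572 ± 106 (SD, n = 3) counts in Ype and 1743 ± 142 in Rpe. The log2 fold change of 0.14 (SE 0.11) did not pass the test (adjusted p = 0.265 from edgeR). Mpe, at 1005 ± 113, was lower than Ype (log2 -0.64, SE 0.11, adjusted p = 8.81e-04) and lower than Rpe (log2 -0.78, SE 0.11, adjusted p = 1.7e-04). MYB17 had no count in any of the 9 libraries.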

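MYB6b, a MYB6-like repressor gene (LOC114821752), rose from 10.9 ± 3.59 (SD, n = 3) counts in Ype to 119.7 ± 28.1 in Rpe (log2 3.42, SE 0.29, adjusted p = 4.23e-06 from edgeR) and to 194 ± 22.6 in Mpe (log2 4.13, SE 0.29, adjusted p = 2.99e-06). Mpe was above Rpe by log2 0.71 (SE 0.24, adjusted p = 0.024), but the call was lost without Mpe replicates 2 or 3 or Rpe replicate 1, with limma after adding 1 or with limma after adding 0.5 (adjusted p 0.0504 to 0.0923, range over all alternatives 0.0147 to 0.0923).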

*MdMYB11* almost did not express in Ype and Rpe, and showed higher expression in Mpe than in both Ype and Rpe (Figure S5f), suggesting that *MdMYB11* plays a role in anthocyanin accumulation in Mpe. 

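The Mpe libraries held 17.0, 93.7 and 50.2 counts of MYB11, a mean of 53.6 ± 38.5 (SD, n = 3), against 1.47 ± 1.35 in Ype and 0.561 ± 0.488 in Rpe. Mpe was higher than Ype by log2 4.92 (SE 0.85, adjusted p = 9.22e-04 from edgeR) and higher than Rpe by a ratio of 80.5 (95% counting interval 21.9 to 670, adjusted p = 3.67e-04). Ype and Rpe did not pass the test at this depth (adjusted p = 0.466).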

*MdMYB110*, a paralog of *MdMYB10*, upregulates anthocyanin biosynthesis in tobacco (*Nicotiana tabacum*) [39]. 

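The locus that Figure S5 names as MYB110a (LOC103411755), on chromosome 9 from 35583498 to 35588093, had no count in Ype, 7.19 ± 5.31 (SD, n = 3) counts in Mpe and 4.20 ± 3.39 in Rpe. Rpe was at least 1.40-fold (adjusted p = 0.0152 from edgeR) and Mpe at least 2.40-fold (adjusted p = 0.00854) higher than Ype. Mpe and Rpe did not pass the test (adjusted p = 0.438). In the reference annotation this locus is a transcribed pseudogene, and the synonym MYB110a belongs to LOC103405832, which had no count in any library.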

In our RNA-Seq profiles, *MdMYB110* had slightly higher expression in Mpe but did not show significant different expression in Ype and Rpe (Figure S5g). Furthermore, *MdTTG1* (LOC103406603) had the highest expression in Rpe, then lower in Mpe, and the lowest expression in Ype (Figure S5h).

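TTG1, a WD40 protein that acts with MYB and bHLH factors, rose from 731 ± 51.7 (SD, n = 3) counts in Ype and 1013 ± 57.0 in Mpe to 1755 ± 96.0 in Rpe. Rpe exceeded Ype by log2 1.26 (SE 0.09, adjusted p = 1.85e-06 from edgeR). Mpe was below Rpe (log2 -0.78, SE 0.09, adjusted p = 5.73e-05) and above Ype by log2 0.48 (SE 0.09, adjusted p = 0.00178), although in this last comparison the call was lost with scaling by library totals (adjusted p = 0.397, range over all alternatives 3.6e-05 to 0.397).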

We had a close look at other MYBs that were closely clustered with MYBs that were involved in biosynthesis of anthocyanin, as shown in Figure S4b–e. 

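Among the other MYB genes, MYB108-like (LOC103452656) rose from 29.3 ± 11.7 (SD, n = 3) counts in Ype to 750.2 ± 108 in Rpe, a log2 fold change of 4.65 (SE 0.33, adjusted p = 1.38e-06 from edgeR), and MYB63-like (LOC103450241) fell from 407 ± 17.5 to 19.3 ± 0.718 (log2 -4.39, SE 0.20, adjusted p = 8.84e-08). Of 88 MYB genes by protein name, 34 were higher and 35 lower in Rpe than in Ype (35 and 35 adjusted over the list alone), 23 higher and 33 lower in Mpe than in Rpe (23 and 33 adjusted over the list alone), and 15 higher and 29 lower in Mpe than in Ype (15 and 29 adjusted over the list alone). The median log2 fold change of Rpe against Ype was 0.09, and -0.20 with scaling by library totals. The family was not enriched among DEGs (adjusted p = 0.182 for higher in Rpe and 0.163 for higher in Ype, Fisher's exact test). For higher in Rpe it was enriched with edgeR's exact test or with limma after adding 1 (adjusted p 0.0322 to 0.0467, range over all alternatives 0.0322 to 0.587), and for higher in Ype it was enriched with edgeR's exact test, with DESeq2 or with limma after adding 0.5 (adjusted p 0.00113 to 0.0476, range over all alternatives 0.00113 to 0.525).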

We then examined the expression levels of the genes in Figure S4b–e, and found that at least 10 additional MYBs showed significantly different expression levels in Ype, Mpe, and Rpe. As shown in Figure S6, three MYBs were upregulated in Rpe compared to Ype (Figure S6a,c,d), and 7 of these MYBs were upregulated in Ype compared to Rpe (Figure S6b,e–j). 

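Of the 10 MYBs, 3 were higher in Rpe than in Ype and 7 were lower by the edgeR test. The MYB6-like repressor LOC103431271 had 137 ± 26.2 (SD, n = 3) counts in Rpe, 2.57 ± 1.33 in Mpe and 0.848 ± 0.833 in Ype, higher in Rpe than in Ype by a ratio of 137 (95% counting interval 46.6 to 667, adjusted p = 2.33e-06) and lower in Mpe than in Rpe (log2 -5.79, adjusted p = 5.02e-06). MYB5-like LOC103455783 rose from 1.17 ± 1.34 in Ype to 14.8 ± 6.62 in Rpe (log2 3.37, adjusted p = 0.00703). Mpe lay below Rpe (log2 -2.61, adjusted p = 0.0192), but the call was lost without Mpe replicates 1 or 3 or Rpe replicate 1 (adjusted p 0.051 to 0.0705, range over all alternatives 0.00289 to 0.0705). Higher in Ype was the TT2-like gene LOC114819621, named after a regulator of proanthocyanidins, at 15.5 ± 6.57 counts in Ype and none in Rpe, at least 5.16-fold, and above Mpe by a ratio of 46 (95% counting interval 7.85 to 1860). The 308-type MYB genes LOC103440814 and LOC103426993 fell (log2 -3.35 and -1.81, adjusted p = 2.15e-04 and 2.81e-05). Between Mpe and Rpe, LOC103440814 differed by log2 1.46 (adjusted p = 0.0335), and the call was lost without Mpe replicates 1 or 3 or Rpe replicates 1 or 3 (adjusted p 0.0723 to 0.11, range over all alternatives 0.0137 to 0.11). The CPC-like gene LOC103404798, a small MYB without an activation domain, fell from 207 ± 56.5 in Ype to 11.1 ± 0.656 in Rpe (log2 -4.22, adjusted p = 1.3e-05) and had 2.53 ± 2.20 in Mpe. Mpe was lower than Rpe (log2 -1.98, adjusted p = 0.0155), but the call was lost with only these 2 cultivars in the fit (adjusted p = 0.0602, range over all alternatives 0.00276 to 0.0602). Its relatives LOC103417627 and ETC1 (LOC103412524) fell (log2 -1.68 and -1.95, adjusted p = 2.27e-04 and 0.00123). For CPC-like LOC103442595, the fall was the weakest (log2 -0.82, adjusted p = 0.0459), and the call was lost without Ype replicates 1 or 2, Mpe replicate 3 or Rpe replicates 2 or 3, with limma after adding 1 or with limma after adding 0.5 (adjusted p 0.0568 to 0.209, range over all alternatives 0.00992 to 0.209). Mpe against Ype gave 1 higher and 7 lower. The study chose these genes by their expression in these samples, so the counts are not independent evidence.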

Since they showed very close phylogenetic distances to MYBs involved in the biosynthesis of anthocyanin and showed significantly different expression levels in Ype and Rpe, these 10 genes might play roles in the coloration of apples. However, more studies are needed to further verify their functions.

### 2.10. Genes and Metabolites Involved in the Flavonoid Biosynthetic Pathway

To analyze the effects of genes on the flavonoid biosynthetic pathway in the apple peels with different colors, we examined the expression patterns of structural genes related to the biosynthetic pathway. 

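LOC103430265, a PAL gene on chromosome 1 from 22032505 to 22036598, had 872 ± 394 (SD, n = 3) counts in Rpe, 315 ± 95.0 in Ype and 229 ± 58.9 in Mpe. Rpe was higher than Ype by log2 1.46 (SE 0.32, adjusted p = 0.00262 from edgeR), and Mpe was lower than Rpe (log2 -1.91, SE 0.33, adjusted p = 6.49e-04). Mpe and Ype did not pass the test (adjusted p = 0.28), although the test was passed with scaling by library totals (adjusted p = 0.0472, range over all alternatives 0.0472 to 0.701). The PAL gene LOC103450046 had 3931, 2537 and 4274 counts in the Rpe libraries, 2860, 1581 and 1682 in Mpe and 12.5, 15.0 and 7.90 in Ype.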

As shown in Figure 6, two PAL genes (LOC103430265, LOC103450046) had higher expression inside the Rpe, suggesting their positive roles in accumulation of anthocyanin in Rpe and Mpe. 

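The 3 libraries of each peel held 5553, 2670 and 4429 counts of the PAL gene LOC103440652 in Ype, 2656, 4985 and 3763 in Mpe and 2015, 2410 and 1137 in Rpe. The PAL gene LOC103419282 was far lower, with 66.3 ± 24.5 (SD, n = 3) counts in Rpe, 47.3 ± 37.4 in Mpe and 0.555 ± 0.962 in Ype. It exceeded Ype by a ratio of 99.5 (95% counting interval 27.2 to 827) in Rpe (adjusted p = 4.6e-04 from edgeR) and 70.5 (95% counting interval 19.2 to 588) in Mpe (adjusted p = 0.00135), and Mpe and Rpe did not pass the test (adjusted p = 0.547).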

Another PAL gene (LOC103440652) had the highest abundance in Ype.

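Cinnamate 4-hydroxylase (CYP73A), the enzyme after PAL, has several genes in apple. The trans-cinnamate 4-monooxygenase gene LOC103418731 had 2865 ± 198 (SD, n = 3) counts in Mpe, above Rpe (1519 ± 387) by log2 0.93 (SE 0.18, adjusted p = 0.00132 from edgeR) and above Ype (1927 ± 283) by log2 0.58 (SE 0.18, adjusted p = 0.0206). Against Ype the call was lost without Ype replicate 3 or Mpe replicate 2 or with scaling by library totals (adjusted p 0.054 to 0.343, range over all alternatives 0.00408 to 0.343). Rpe and Ype did not pass the test in it (adjusted p = 0.11), although the test was passed without Rpe replicate 2, with scaling by library totals or with replicate number as a block (adjusted p 0.00794 to 0.0275, range over all alternatives 0.00794 to 0.345). LOC103418775 rose from 21.5 ± 8.74 in Ype over 236 ± 74.4 in Mpe to 665 ± 319 in Rpe (Rpe against Ype log2 4.95, SE 0.45, adjusted p = 6.42e-06). The locus LOC114823877, which merges 2 annotated genes that cannot be told apart, rose from 97.4 ± 14.0 over 369.6 ± 30.3 to 685 ± 159 (log2 2.81, SE 0.19, adjusted p = 8.59e-07). LOC103447265 had 17490, 18640 and 18120 counts in the Mpe libraries.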

One CYP73A (LOC103447265) was highly expressed within the Mpe (Figure 5e). Four CHS were highly expressed in Rpe, especially LOC103421794, LOC103443512, and LOC103443513, which was consistent with the fact that the metabolites Chrysin and Naringenin were the most abundant in Rpe (as shown in Figure 6). 

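The fourth chalcone synthase gene, LOC114820492 on chromosome 13 from 39836265 to 39839020, had 63.4 ± 16.7 (SD, n = 3) counts in Rpe, 5.20 ± 3.57 in Mpe and 0.570 ± 0.494 in Ype. Rpe was higher than Ype by a ratio of 95 (95% counting interval 25.9 to 790, adjusted p = 2.17e-05 from edgeR), and Mpe was lower than Rpe (log2 -3.61, SE 0.52, adjusted p = 1.95e-04). Mpe exceeded Ype by a ratio of 7.50 (95% counting interval 1.74 to 67.6, adjusted p = 0.0215), but the call was lost without Ype replicate 2 or Mpe replicate 2 or with only these 2 cultivars in the fit (adjusted p 0.0626 to 0.0913, range over all alternatives 0.00741 to 0.0913). In the Rpe libraries, LOC103421794 had 309.7, 341 and 292 counts, LOC103443512 776, 445 and 692 and LOC103443513 619, 346 and 602.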

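Flavanone 3-hydroxylase and flavonoid 3'-hydroxylase, which place hydroxyl groups on flavonoid rings, each have a second gene. The flavanone 3-hydroxylase-like gene LOC103436139 had 286 ± 15.9 (SD, n = 3) counts in Rpe, 209 ± 16.3 in Mpe and 139.6 ± 41.1 in Ype, with Rpe above Ype by log2 1.03 (SE 0.20, adjusted p = 0.00101 from edgeR). Mpe was above Ype by log2 0.59 (adjusted p = 0.0288), but the call was lost without Ype replicates 1 or 2 or Mpe replicate 2, with scaling by library totals or with only these 2 cultivars in the fit (adjusted p 0.0624 to 0.402, range over all alternatives 0.00488 to 0.402). Mpe and Rpe did not pass the test in it (adjusted p = 0.0711), although the test was passed without Ype replicates 2 or 3, with scaling by library totals or with only these 2 cultivars in the fit (adjusted p 0.018 to 0.039, range over all alternatives 0.018 to 0.172). The flavonoid 3'-monooxygenase gene LOC103455413 had 39.2 ± 25.1 in Rpe, 40.7 ± 14.8 in Mpe and 12.7 ± 5.92 in Ype. Rpe exceeded Ype by log2 1.62 (SE 0.55, adjusted p = 0.024), but the call was lost without Ype replicates 1 or 2 or Rpe replicate 2 or with scaling by library totals (adjusted p 0.053 to 0.123, range over all alternatives 0.00648 to 0.123). Mpe exceeded Ype by log2 1.68 (SE 0.55, adjusted p = 0.0262), but the call was lost without Ype replicates 1 or 2 or Mpe replicate 2 or with scaling by library totals (adjusted p 0.0632 to 0.0869, range over all alternatives 0.0115 to 0.0869). Across libraries, F3H (LOC103400025) had 1658, 1168 and 1135 counts in Rpe, and CYP75B1 (LOC103437875) 436, 496 and 481.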

One F3H (LOC103400025) and one CYP75B1 gene (LOC103437875) are upregulated in Rpe, suggesting that they played a role in the accumulation of anthocyanin in Rpe.

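Dihydroflavonol 4-reductase (DFR, LOC103450464) had 297, 479 and 255 counts in the Ype libraries and 102, 129.7 and 163 in those of Rpe. A second dihydroflavonol reductase gene, LOC103440468, had 3.76 ± 2.07 (SD, n = 3) counts in Ype and none in Mpe or Rpe, too few to be tested.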

A DFR (LOC103450464) gene had higher expression in Ype than in Rpe, which might contribute to higher abundance of leucocyanidin in Ype than in Rpe. In the following step, LAR1 was upregulated in Ype when compared to Rpe, which is consistent with the fact that catechin had higher abundance in Ype than in Rpe. Therefore, the two consecutive enlargements by DFR and LAR1 might contribute to the higher abundance of catechin in Ype than in Rpe. 

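LAR2, the second leucoanthocyanidin reductase gene, had the opposite order to LAR1 at a much lower level, with 11.9 ± 1.94 (SD, n = 3) counts in Rpe, 1.46 ± 2.53 in Ype and 0.440 ± 0.762 in Mpe. Rpe was higher than Ype by log2 3.05 (SE 0.98, adjusted p = 0.0188 from edgeR), but the call was lost without Ype replicates 1 or 2 or Rpe replicate 1 (adjusted p 0.0528 to 0.0584, range over all alternatives 5.25e-04 to 0.0584). It was higher than Mpe by a ratio of 36 (95% counting interval 6.06 to 1460, adjusted p = 0.00615). Mpe and Ype did not pass the test at this depth (adjusted p = 0.383).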

Catechin was also more abundant in Mpe than in Rpe.

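BZ1 (LOC103420802) had 127, 272 and 269 counts in the Mpe libraries, 49.4, 55.3 and 80.7 in those of Rpe and 10.00, 1.76 and 1.76 in those of Ype. A related anthocyanidin 3-O-glucosyltransferase gene, LOC103440008, had 10.6 ± 7.74 (SD, n = 3) counts in Rpe, 2.10 ± 1.89 in Mpe and 1.17 ± 1.35 in Ype. Rpe exceeded Ype by log2 2.93 (SE 1.03, adjusted p = 0.0287 from edgeR), but the call was lost without Ype replicates 1 or 3 or Rpe replicate 3 (adjusted p 0.0784 to 0.123, range over all alternatives 0.00825 to 0.123). Mpe and Rpe did not pass the test (adjusted p = 0.0729), although the test was passed with edgeR's exact test or with limma after adding 1 (adjusted p 0.0391 to 0.041, range over all alternatives 0.0391 to 0.283). Mpe and Ype did not pass the test (adjusted p = 0.623).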

The BZ1 gene was the most highly expressed in Mpe, and the corresponding metabolite anthocyanin (cyanidin-3-o-glucoside) gradually increased from Ype to Rpe, reaching its highest abundance in Rpe. Two ANS genes (LOC10343726 and LOC10343727) showed higher expression in Rpe than in Ype. 

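For ANS1, an anthocyanidin synthase, the libraries held 20.7, 21.9 and 10.6 counts in Rpe and 1.67, 0.881 and 0.878 in Ype. For ANS2 they held 15.9, 12.4 and 13.3 in Rpe and 2.50, 6.17 and 4.39 in Ype.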

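A second anthocyanidin reductase gene, LOC103434638, had 191 ± 58.7 (SD, n = 3) counts in Mpe, 100.1 ± 11.1 in Ype and 96.0 ± 22.4 in Rpe. Mpe was above Rpe by log2 1.01 (SE 0.25, adjusted p = 0.00594 from edgeR) and above Ype by log2 0.94 (SE 0.25, adjusted p = 0.0104). Against Ype the call was lost with scaling by library totals (adjusted p = 0.0778, range over all alternatives 0.0026 to 0.0778). Rpe and Ype did not pass the test in it (adjusted p = 0.839). ANR (LOC114827797) had 1711, 1964 and 3291 counts in the Mpe libraries, with the highest in replicate 3.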

One ANR (LOC114827797) had the highest abundance in Mpe, with epicatechin being the most abundant in Ype, then moderately abundant in Mpe, and the least abundant in Rpe.

In summary, DFR (LOC103450464) and LAR1, with higher expression in Ype than in Rpe, contribute to higher abundance of catechin in Ype than in Rpe. 

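Over the pathway of Fig. 6, 25 of the 26 named genes had enough counts to be tested. Of these, 19 were higher in Rpe than in Ype and 4 were lower by the edgeR test. LAR1, DFR (LOC103450464), PAL1 and the CYP73A gene LOC103447265 were the 4 that were lower. Of the other CYP73A loci, LOC103418775 and LOC114823877 were higher in Rpe, and LOC103418731 did not pass the test. In Mpe, 16 were higher and 3 lower than in Ype, and 7 were higher and 13 lower than in Rpe.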

Epicatechins have significantly higher abundances in Ype than in Rpe, suggesting their roles in the yellowish color of Ype. Chrysin, naringenin, and cyanidin-3-o-glucoside, had higher abundances in Rpe than in Ype, contributing to the red color of Rpe.

## 3. Discussion

Many studies showed a positive correlation between anthocyanin accumulation in the peel and one or more structural genes in the anthocyanin synthesis pathway [40]. 

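Of the 14 structural genes, 10 were higher in Rpe than in Ype by the edgeR test, the 8 genes CHS1, CHS2, CHS3, PAL2, F3H, CYP75B, ANS1 and ANS2 together with ANR and BZ1. LAR1, PAL1, CYP73A and DFR1 were lower. Mpe was higher than Rpe in 5 of the structural genes and lower in 8, and higher than Ype in 8 and lower in 3. In each of the 8 genes, each Rpe library lay above each Ype library. Over all genes tested, the libraries of Rpe and Ype did not overlap for 71.9%. The paper singled out the 8 genes for their higher levels in Rpe in the same samples, so this separation is not independent evidence.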

Our results suggest that CHS1, CHS2, CHS3, PAL2, F3H, CYP75B, ANS1, and ANS2 with higher expression levels in Rpe contribute to the red color of Rpe. 

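The LAR1 gene, for the reductase that forms catechin, had 485, 597 and 681 counts in the Ype libraries, 35.0, 37.2 and 31.0 in those of Rpe and 607, 1561 and 1468 in those of Mpe. With any single library left out, the log2 fold change of Rpe against Ype ranged from -4.22 to -3.98, and over the other fits and scalings from -4.39 to -4.04.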

Interestingly, our results showed that leucoanthocyanidin reductase 1 (LAR1) had a higher expression level in Ype than in Rpe (see Figure 3k,o). VvLARs produce (+)-catechin from leucocyanidin in grapevine [41]. Recombinant VvLAR1 and VvLAR2 convert 4β-(S-cysteinyl)-catechin and 4β-(S-cysteinyl)-epicatechin into (+)-catechin and (-)-epicatechin in vitro, respectively [41]. Thus, LAR1 with higher expression in Ype is supposed to produce higher abundances of catechin and epicatechin in Ype than in Rpe.

More than 700 different pigments have been identified in plants from 27 families and 73 genera [42]. However, exploration of the mechanism of apple peel color development is still limited. High contents of anthocyanins and anthocyanin derivatives potentially contribute to the bright red color of fruit varieties [43]. In this study, metabolomic analysis revealed that flavonoids were the most abundant substances in the peel of the three apple varieties, with a total of eight flavonoids identified. More specifically, in Ype with yellow color, the anthocyanin content is lower than in Mpe and Rpe. In contrast, in Mpe and Rpe, cyanidin-3-o-glucoside is the main form of anthocyanin and has the highest level in the Rpe variety. Cyanidin-3-O-glucoside has been reported to be the major anthocyanin in apples and red pears [44], and both also belong to the Rosaceae family, suggesting that closely related plants from the same family may contain similar anthocyanin species. In summary, cyanidin-3-o-glucoside is the main anthocyanin that contributes to the red color in the Rpe and Mpe selected in this study.

Currently, research on apple skin coloration remains focused on the formation mechanism of red pigments. However, yellow apples appearing in the market are gaining increasing popularity. Modern science knows very little about the formation mechanism of yellow pigments in yellow apples, which limits the development of new yellow apple varieties. In this study, we integrated transcriptomic and metabolomic data to investigate the key factors influencing yellow pigment formation in apples. As shown in Figure 6, catechin and epicatechin have higher abundances in the Ype with yellow peel than in Rpe. Catechin and epicatechin are sensitive to UV and blue light, which can cause them to form yellowish products [34,35]. Different catechin monomers in fresh tea leaves undergo distinct color changes following enzymatic oxidation [45]. A high proportion of epicatechin leads to the formation of more yellow oxidation products [46]. Therefore, our results suggest that higher abundances of catechin and epicatechin in Ype than in Rpe and Mpe contribute to the yellow peel color of Ype.

The flavor of apples is influenced by a variety of factors, with volatile metabolites being particularly important. In addition to the distinct coloration, our data also indicate that the different peel colors are associated with unique volatile profiles, suggesting a potential co-regulation of color and aroma traits. More than 350 volatile aroma substances have been identified in apple fruits, and most of the volatiles are esters, alcohols, aldehydes, theophyllenes, and ketones [47,48]. Ethyl 2-methyl butyrate, 2-methylbutyl acetate, and hexyl acetate have been attributed to the aroma of Fuji apples [49]. The main compounds responsible for the aroma of “Ning Qiu” and “Golden Delicious” are olefins and esters [50,51]. Furthermore, it has been shown that methyl butyrate is important for strawberry aroma [52,53].

In this study, analysis of the volatile metabolome revealed that most volatile metabolites were more abundant in Rpe, especially terpenoids, than in Mpe and Ype. Our results also indicate that the volatile metabolites in Rpe, Mpe, and Ype have very different abundance patterns, suggesting their different odors. Geranyl isobutyrate is characterized by its sweet, floral, and rose-like aroma with distinct fruity notes. We detected significantly elevated expression of geranyl isobutyrate and butyl caprylate in the Rpe compared to Ype (Table S24), which is a key factor explaining why RPE-type apples exhibit the characteristic apple aroma [54]. Research has increasingly identified geranyl isobutyrate as a key differentiator for certain apple varieties. For instance, its presence and concentration have been correlated with the complex, floral top-notes found in cultivars such as “Pink Lady” and “Gala” [49]. It acts as a “fingerprint” compound, adding a layer of sophisticated, almost tropical nuance that distinguishes these varieties from those with simpler, greener aromatic profiles. Studies using gas chromatography–olfactometry have confirmed geranyl isobutyrate as a key aroma-active compound in several modern cultivars, underscoring its role beyond mere presence to active sensory contribution [55]. The role of butyl caprylate is now understood to extend beyond a simple volatile. Its waxy character is sensorially associated with the perception of ripeness and a full-bodied, almost creamy mouthfeel [56]. Furthermore, some esters were markedly more abundant in Rpe than in Ype (Table S24), suggesting that Rpe released a sweet, fruity, and pear-like odor.

TFs perform pivotal roles in the regulation of color changes and in the pigment biosynthetic pathway [57]. *MdMYB1* is the key transcription factor that activates other genes in the anthocyanin biogenesis pathway [23]. Two structural genes, *MdDFR* and *MdUFGT*, in the flavonol synthesis are activated by *MdMYB1* [23]. *MdMYB1* and *MYB10* also transcriptionally activate *MdVHA-B1* and *MdVHA-B2*, which control anthocyanin accumulation [25]. In our RNA-Seq profiles, *MdMYB1* has the highest expression in Rpe, then moderate expression in Mpe, and the lowest expression in Ype (Figure S5a). *MdMYB10* positively regulates anthocyanin biogenesis in apple flesh and peel [24]. Our results showed that *MdMYB1*, *MdMYB10*, and *MdMYB110* showed higher expression in Rpe than in Ype (see Figure S5a, S5b, and S5g, respectively), which is consistent with their roles in the anthocyanin biogenesis and contributes to the red color of Rpe. The WD40 protein (*MdTTG1*) of apple was found to promote the accumulation of anthocyanin [29]. Our results showed that *MdTTG1*, with higher expression in Rpe than in Ype, also played a role in the red coloration of Rpe.

The apple is a globally renowned, high-quality fruit. Through years of hybridization and artificial domestication, a rich variety of apple cultivars has emerged. Significant genetic differences exist among different apple varieties, resulting in distinct colors and flavors [58,59]. This study selected three apple cultivars with distinct fruit skin colors, i.e., “Venus Gold (Ype)”, “Yanfu8 (Mpe)”, and “Red Love (Rep)”, as the experimental subjects. The discovery of high expression of catechin and epicatechin is one of the key factors in the formation of yellow fruit skin. However, it still requires further investigation to examine whether this regulatory mechanism also applies to the formation of yellow coloration in other apple cultivars.

## 4. Materials and Methods

### 4.1. Experimental Materials and Treatments

Three apple cultivars were examined in this study, i.e., the “Red Love” with red peel and red flesh (Rpe), the “YanFu8” with red peel and yellow flesh (Mpe), and the “Venus Gold” with yellow peel and yellow flesh (Ype). The apple trees of three selected cultivars were grown in Xiaolong Village, Malong County, Qujing, Yunnan, China, which had an altitude of 2030 m, an average annual temperature of 13.8 °C, and an annual rainfall of 1020 mm. The fruit samples of the three apple cultivars were picked on 205 days after flowering (24 October 2021, 9:00–10:00 A.M.). The peels were immediately frozen in liquid nitrogen and stored in a −80 °C refrigerator. The peel samples of this study were collected on the same day and during the same time period. Three biological replicates were collected for each of the three cultivars.

### 4.2. Preparing the Sequencing Libraries and Sequencing

Total RNA was extracted, and RNA and its concentration were measured using a Qubit 2.0 fluorometer (Thermo Fisher, Waltham, MA, USA). RNA integrity was accurately detected by the Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). The presence of DNA contamination was analyzed using agarose gel electrophoresis. RNA-Seq libraries were then constructed when RNA integrity was ensured. The qualities of the libraries were tested, and preliminary quantification was performed using Qubit 2.0 (Thermo Fisher, Waltham, MA, USA). The obtained RNA-Seq libraries were pooled and sequenced on an Illumina Novaseq 6000 sequencer (Illumina, San Diego, CA, USA). RNA-Seq profiles were generated for three biological replicates for the three selected cultivars, i.e., Ype, Mpe, and Rpe, respectively. In total, we obtained over 45 million reads with a sequencing mode of 2 × 150 nt for each of the nine apple peel samples (Table S1). A total of 49.09 GB of clean data were obtained for the nine apple peel samples, with an average sequencing error rate of 0.03%. These demonstrated a high quality and reliability of the transcriptomic profiles obtained (Figure S1 and Table S1). The nine RNA-Seq profiles were available at the NCBI GEO Database with the series accession number GSE304477.

### 4.3. Processing of the RNA-Seq Profiles

The genome sequence and gene annotation of apple (cultivar: Golden Delicious) were downloaded from the NCBI Genome database under the accession number GCA_002114115.1. The obtained RNA-Seq profiles were aligned to the apple genome (cultivar: Golden Delicious) using the Burrows–Wheeler algorithm (v0.7.17-r1188) [60] with the option of “-t 24”. The average mapping ratio was 98.0% (Table S1). Then, the obtained alignments in the SAM format were sorted using SAMTools (v1.12) [61] with the options of “-@ 10-m 50 G”. The transcripts were assembled using Cufflinks (v2.2.1) [62] with the options of “-p 4–library-type fr-firststrand”. The transcripts in different profiles were merged using cuffmerge in the Cufflinks package [62] with the option of “-p 10”. The merged transcripts were then compared to the original gene annotation of apple (cultivar: Golden Delicious) using cuffcompare in the Cufflinks package [62] with the default options. In total, 44,187 transcripts were identified from the obtained RNA-Seq profiles. Finally, as listed in Table S2, the normalized expression levels of apple genes were obtained using cuffquant (with the options of “-u -p 10”) and cuffnorm (with the option of “-p 8”) in the Cufflinks package [62].

### 4.4. Identifying Differentially Expressed Genes

The mean values for three groups of samples were calculated using MS Excel (Microsoft, Redmond, WA, USA). The genes with average expression levels greater than or equal to 5 RPKM in any group of expression data were kept for further analysis. Differentially expressed genes (DEGs) were identified using the edgeR package (v3.42.4) [33]. Then, the criteria of absolute value of logFC ≥ 4 and corrected p< 0.001 were used to define DEGs. These criteria were used to find appropriate numbers of DEGs since the numbers of DEGs grew very fast if slightly looser criteria were employed. The DEGs in the comparisons of Ype vs. Rpe, Mpe vs. Rpe, and Mpe vs. Ype were listed in Tables S3–S8, respectively. Next, the ggplot2 package was used to plot volcano maps. Finally, KEGG Orthology Based Annotation System (KOBAS) software (v3.0) [63] was used to find enriched KEGG pathways for DEGs. The enriched KEGG pathways for the DEGs in the comparisons of Ype vs. Rpe, Mpe vs. Rpe, and Mpe vs. Ype were listed in Tables S9–S14, respectively.

### 4.5. Principal Component Analysis and Clustering Analysis Using Gene Expression Profiles

The gene expression profiles were also used to perform a principal component analysis (PCA) with the pca function in MatLab (v2019) software (MathWorks, Natick, MA, USA). The hclust function in the pheatmap package was used to perform clustering analysis for the gene expression profiles. The pheatmap function in the pheatmap package was used to visualize the result of the clustering analysis.

### 4.6. Identification and Quantification of Soluble Metabolites

The apple peel samples were put into a freeze-dryer (Scientz-100F, Scientz, Ningbo, China) for vacuum freeze-drying and dissolved in 1.2 mL of 70% methanol extract for UPLC-MS/MS analysis. Nexera X2 (Shimadzu, Kyoto, Japan) and 4500 QTRAP (Applied Biosystems, Waltham, MA, USA) were used to perform the UPLC-MS/MS analysis. Substance characterization was performed based on the secondary spectrum information from a self-built database, MWDB (MetWare DataBase, Wuhan Meteville Biotechnology Co., Ltd., Wuhan, Hubei, China). In total, 808 soluble metabolites were detected from the apple peel samples (Table S15). Metabolite quantification was accomplished by analysis using triple quadrupole mass spectrometry in multiple reaction monitoring (MRM) mode. Analyst software (v1.6.3) (Applied Biosystems, Waltham, MA, USA) was used to process the mass spectrometry data for quality control. To perform quality control, the Coefficient of Variation values, i.e., standard deviations divided by means, of peaks were calculated. The curves of CVs for Ype, Mpe, and Rpe were prepared. In the curves of Ype, Mpe, and Rpe, the percentages of peaks with CV values smaller than 0.5 were all greater than 85%, suggesting good repeatabilities and stabilities of the profiles of soluble metabolites.

### 4.7. Identification and Quantification of Volatile Metabolites

Extraction, identification, and quantification of all metabolites were carried out by Wuhan Meteville Biotechnology Co., Ltd. (Wuhan, Hubei, China). For the volatile metabolites, all apple samples were moved out of the −80 °C refrigerator for liquid nitrogen grinding, then NaCl solution and standard solution were added for HS-SPME extraction with SPME Arrow (CTC Analytics AG, Zwingen, Switzerland). Then, 8890-7000D (Agilent, Santa Clara, CA, USA) was used to perform the GC-MS analysis. All the ions to be assayed in each group were detected separately in periods of time corresponding to the order of peaks. If the retention time of the detected peaks was consistent with the standard reference and the selected ions all appeared in the mass spectra of the samples after deduction of the background, the substance was judged to be assayed. In total, 589 volatile metabolites were detected from the apple peel samples (Table S16). The sample downstream mass spectra file was opened using MassHunter quantitative software (v10.0, Agilent, Santa Clara, CA, USA) for quality control. Similar to soluble metabolite profiles, the curves of CVs for Ype, Mpe, and Rpe were prepared. In the curves of Mpe and Rpe, the percentages of peaks with CV values smaller than 0.5 were all larger than 85%. In the CV curve of Ype, the percentage of peaks with CV values smaller than 0.5 was larger than 70%. These results suggest satisfactory repeatabilities and stabilities of the profiles of volatile metabolites.

### 4.8. Analysis of Metabolic Profiles

The Orthogonal Partial Least Squares Discriminant Analysis (OPLS-DA) method [64] was employed to analyze the soluble and volatile metabolic profiles. OPLS-DA decomposes predictor variables into correlated and uncorrelated components relative to the response, enabling the removal of irrelevant information for improved feature selection. For both the 808 soluble and 589 volatile metabolites, OPLS-DA was performed with the OPLSR.Anal function in the MetaboAnalystR package (v1.0.1) in R software, which combined Orthogonal Signal Correction (OSC) [64,65] and OPLS-DA methods. For all of the OPLS-DA models, the $R^{2}Y$ values are close to 1 and $Q^{2}$ values are above 0.95, which indicates that these models are very stable and reliable. Thus, it is feasible to screen the differential metabolites by the Variable Importance in Projection (VIP) values obtained from these OPLS-DA models. In this study, the following criteria were used to filter differential metabolites: (i) the fold change ≥ 2 or ≤0.5 and (ii) VIP ≥ 1. In total, over 300 soluble metabolites were called as having significantly different abundances in the comparisons between different groups of samples, i.e., Ype vs. Rpe, Ype vs. Mpe, and Mpe vs. Rpe (in Tables S17 to S22, respectively). Similarly, over 200 volatile metabolites were regarded as having significantly different abundances in the comparisons between different groups of samples, i.e., Ype vs. Rpe, Ype vs. Mpe, and Mpe vs. Rpe (in Tables S23 to S28, respectively).

The top 50 metabolites with the largest VIP values were used to calculate Pearson’s correlation coefficient values between their abundances to examine potential co-abundance of these metabolites in the peel samples of different cultivars of apples.

We also performed PCA for the abundances of the 808 soluble and 589 volatile metabolites detected in the apple peel samples, respectively. The pca function of MatLab (v2019) software (Mathworks, MA) was used to perform the PCA analysis. Hierarchical clustering analysis for the abundances of the 808 metabolites and 588 volatile metabolites was performed with the hclust function and then visualized with the pheatmap function in the pheatmap package in R, respectively.

### 4.9. Combined Analysis of the Transcriptomic and Metabolic Profiles

The correlation coefficient between genes and metabolites was calculated with MatLab (v2019) software (Mathworks, MA). The pairs of genes and metabolites that had correlation coefficient values smaller than −0.8 or larger than 0.8 were kept for further analysis. Then, the selected pairs of genes and metabolites were visualized with Cytoscape (v3.10.3) [66].

### 4.10. Phylogenetic Analysis of the MYB Transcription Factors

The protein sequences of apple (cultivar: Golden Delicious) were downloaded from NCBI, and were functionally annotated using eggnog-mapper (v4.5) [67] software to screen for MYB transcription factors. We obtained the 440 MYB family members of apple (as listed in Table S44). Then, we collected MYB genes that were reported to play roles in coloration of fruits, i.e., *PpMYB9*, *PpMYB20*, and *PpMYBPA1* of peach [68], *AtMYB75* [69] and *AtMYB123* [68] of *Arabidopsis thaliana*, *MdMYB110* [39] and *MdMYB10* [24] of apple, and downloaded their protein sequences from NCBI (as listed in Table S44). Finally, 440 MYBs of apple, 5 MYBs of other species, and *MdMYB110/MdMYB10* were used to perform multiple sequence alignment on a Linux server using the ClustalW algorithm (v2.1) [70]. The obtained multiple sequence alignment was then used to build a phylogenetic tree with the maximum likelihood algorithm in MEGA (v11.0.13) [71]. The obtained phylogenetic tree was then visualized with iTOL (v7) [72].

### 4.11. Validating Expression of Selected Genes

First, total RNAs were extracted from apple peel samples of Ype, Mpe, and Rpe, respectively, using the TransZol Up Plus RNA Kit (TransGen Biotech, Beijing, China) according to the manufacturer’s instructions. Next, reverse transcription was performed using FastKing gDNA Dispelling RT SuperMix (TIANGEN, Beijing, China) for gene RT-qPCR. Gene qPCR was performed using a two-step method of 2× Realab Green PCR Fast mixture (LABLEAD, Beijing, China). Each gene’s qPCR system contains 7.5 μL Taq SYBR Green qPCR Premix, 1 μL cDNA template, 0.3 μL primers, and 5.9 μL dd H_2_O. The gene qPCR procedure was as follows: initial denaturation for 30 s at 95 °C, followed by 40 cycles of denaturation at 95 °C for 30 s, annealing, and extension at 60 °C for 30 s. Each reaction was performed for three biological replicates. *Malus domestica* actin was used as the single internal control for calculating the relative expression of genes. The $2^{-\Delta \Delta CT}$ method [73] was used to calculate the relative expression. All primers used in this research are listed in Table S47.

## 5. Conclusions

In this study, we examined the transcriptomic and metabolic profiles of three apple cultivars, i.e., Ype with yellow peel, Mpe with medium red peel, and Rpe with dark red peel. Our results indicate that LAR1 shows higher expression levels in Ype than in Rpe, which potentially contributes to higher abundances of catechin and epicatechin in the Ype with yellow peel than in Rpe. These two components are further produced to yellow products by UV or blue light. Therefore, their higher abundances in Ype might represent one of the reasons for the yellow peel of Ype. On the other side, lower accumulation of anthocyanin in Ype than in Rpe also contributes to the yellow coloration of peel in Ype.

## Figures and Tables

**Figure 1:**
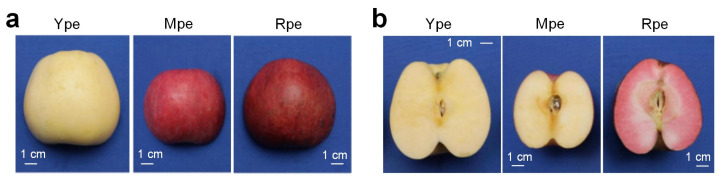
**Peels and fleshes of the three selected cultivars of apples.** (**a**) Mature peels of the three selected cultivars of apples. (**b**) Mature flesh of the three selected cultivars of apples.

**Figure 2:**
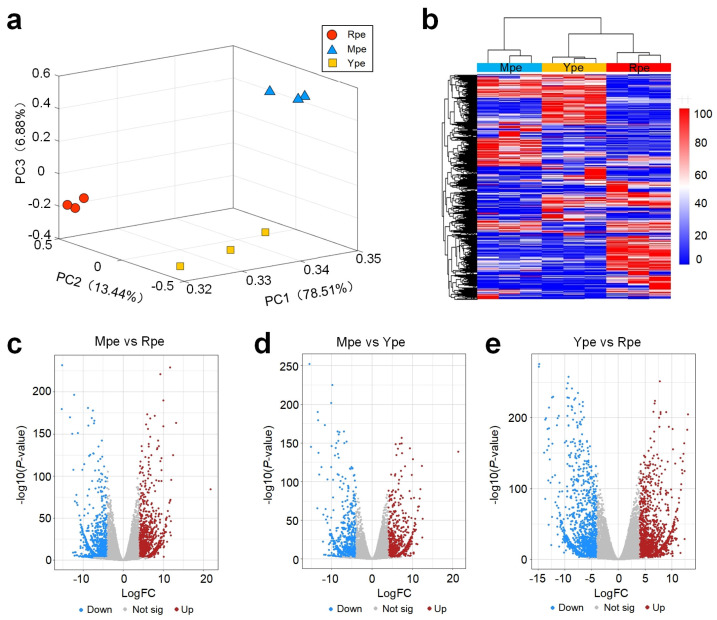
**Analysis of gene expression pattern in apple peels of different colors.** (**a**) Principal component analysis using the gene expression profiles. (**b**) Hierarchical clustering using the gene expression profiles. (**c**–**e**) DEGs in the comparisons of Mpe vs. Rpe, Mpe vs. Ype, and Ype vs. Rpe, respectively. In the volcano plots, logFC ≥ 4 and p≤ 0.001 were used to call DEGs. The source data of Part (**a**,**b**) are available in Table S29. The source data of Part (**c**–**e**) were available in Tables S30–S32.

**Figure 3:**
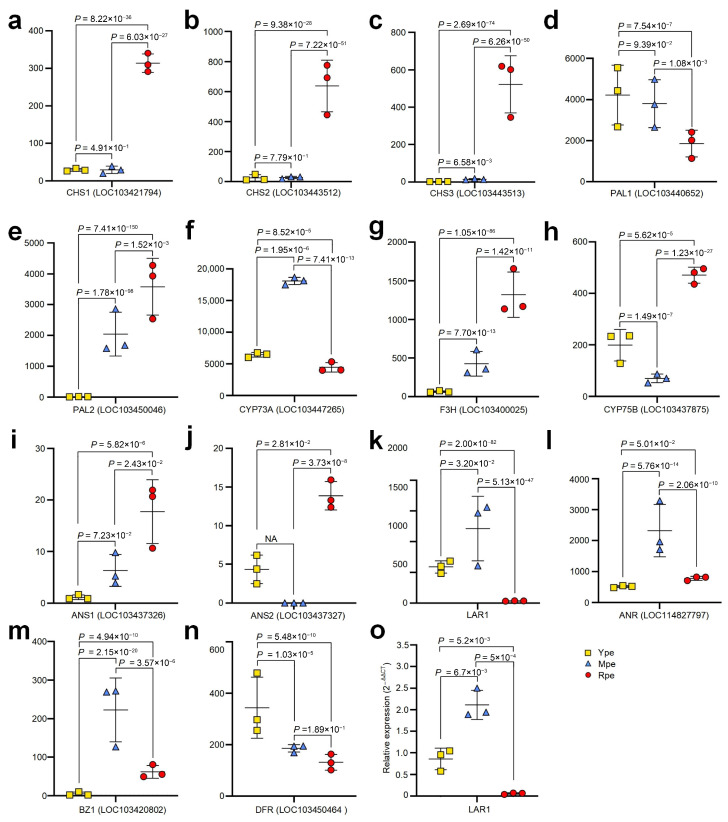
**Comparisons of expression levels of important genes in flavonoid biosynthesis pathway.** Multiple test-corrected *p*-values were based on edgeR. (**a**) CHS1 (LOC103421794). (**b**) CHS2 (LOC103443512). (**c**) CHS3 (LOC103443513). (**d**) PAL1 (LOC103440652). (**e**) PAL2 (LOC103450046). (**f**) CYP73A (LOC103447265, i.e., C4H). (**g**) F3H (LOC103400025). (**h**) CYP75B (LOC103437875, i.e., C3H). (**i**) ANS1 (LOC103437326). (**j**) ANS2 (LOC103437327). (**k**) LAR1. (**l**) ANR (LOC114827797). (**m**) BZ1 (LOC103420802). (**n**) DFR (LOC103450464). (**o**) The relative expression of LAR1. The source data are available in Table S33.

**Figure 4:**
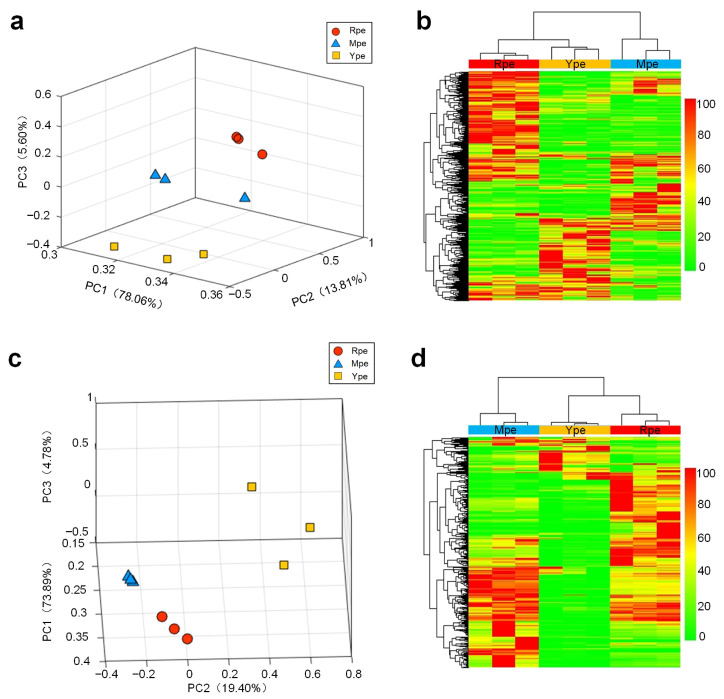
**Metabolite analysis of apple peel samples with different colors.** (**a**) PCA using the soluble metabolic profiles of apple peel samples. (**b**) Hierarchical clustering using the soluble metabolic profiles of apple peel samples. (**c**) PCA using the volatile metabolic profiles of apple peel samples. (**d**) Hierarchical clustering using the volatile metabolic profiles of apple peel samples. The source data of Part (**a**,**b**) are available in Table S34. The source data of Part (**c**,**d**) are available in Table S35.

**Figure 5:**
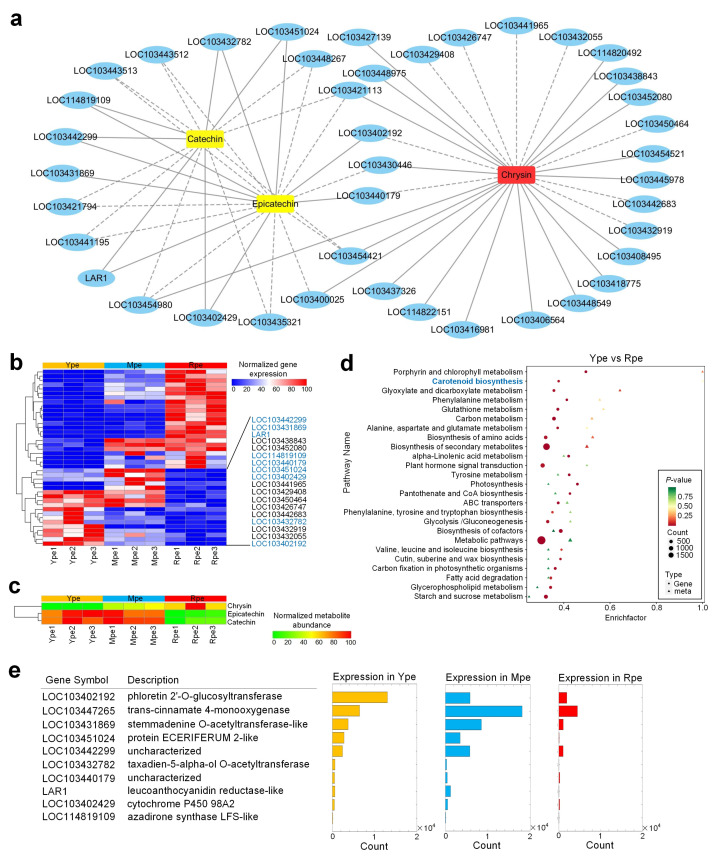
**Joint analysis of transcriptomic and metabolic profiles when comparing Ype to Rpe.** (**a**) The correlation network of genes and metabolites when comparing Ype and Rpe. Blue ovals represent genes, yellow rectangles represent metabolites that are more abundant in Ype than in Rpe, and red rectangles represent metabolites that are more abundant in Rpe than in Ype. Solid and dashed lines represent positive and negative correlation coefficients between genes and metabolites, respectively. (**b**) The expression levels of genes in Part (**a**). The nine genes in blue symbols have positive correlation coefficient values with catechin and/or epicatechin. (**c**) The abundances of metabolites in Part (**a**). (**d**) The details of the nine genes that show significant positive correlation coefficient values with catechin and/or epicatechin. LOC103447265 is also shown because this gene has a significant positive correlation coefficient with catechin (MWSHY0167) in the comparison between Mpe and Rpe (see Figure S3a and Table S42). The source data of Part (**a**) are available in Table S36. The source data of Part (**b**–**e**) are available in Tables S37, S38, and S39, respectively.

**Figure 6:**
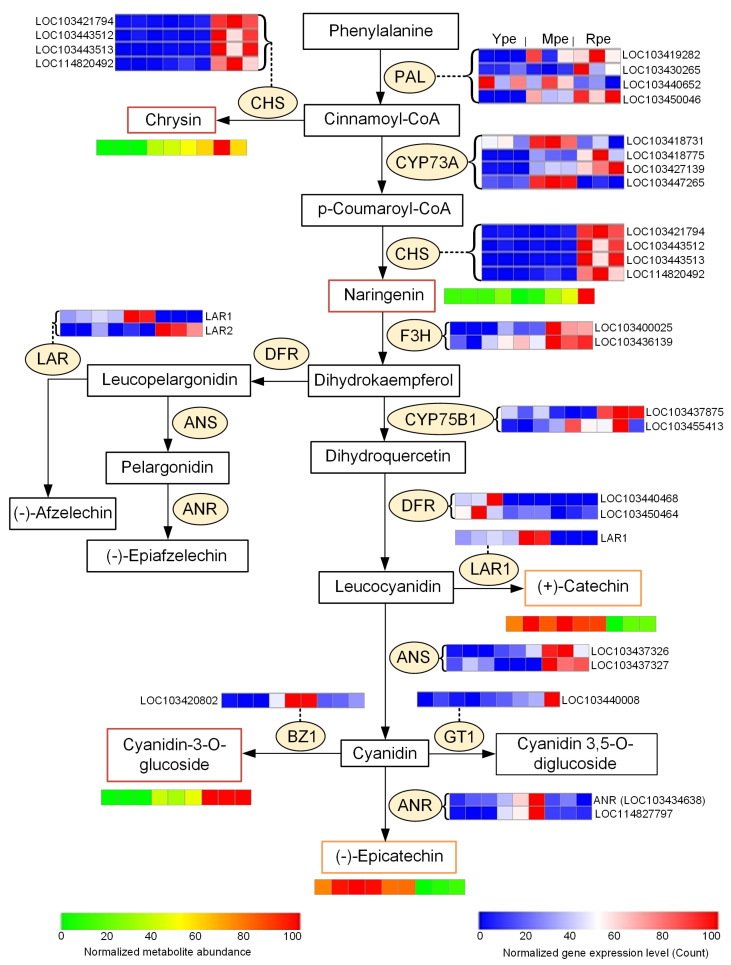
**A schematic view of the flavonoid biosynthesis pathway.** The flavonoid biosynthesis pathway was revised from the flavonoid biosynthesis pathway of KEGG. Rectangles represent metabolites. Yellow and red rectangles represent metabolites that are more abundant in Ype and Rpe, respectively. Ovals represent enzymes (genes) in the biosynthesis pathway. The expression levels of the genes and the abundances of metabolites in Ype, Mpe, and Rpe were shown beside them. The source data are available in Table S40.

## Data Availability

The nine RNA-Seq profiles are available at the NCBI GEO database https://www.ncbi.nlm.nih.gov/geo (accessed on 1 September 2025) under the series accession No. GSE304477.

## Supplementary Materials

The supporting information can be downloaded at https://www.mdpi.com/article/10.3390/plants14213304/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

CV	Coefficient of variation, i.e., standard deviation divided by mean
DEG	Differentially expressed gene
KEGG	Kyoto Encyclopedia of Genes and Genomes
Mpe	Apple cultivar “Yanfu8” with a medium red peel
OPLS-DA	Orthogonal partial least squares discriminant analysis
OSC	Orthogonal signal correction
PCA	Principal component analysis
Rpe	Apple cultivar “Red love” with a dark red peel
VIP	Variable importance in projection
Ype	Apple cultivar “Venus Gold” with a yellow peel

# Supplementary material for: Transcriptomic and Metabolic Profiles of Apple Peels of Different Colors
**Source:** Plants (Basel). 2025 Oct 29;14(21):3304. doi: 10.3390/plants14213304
**Supplement:** Supplementary file 1

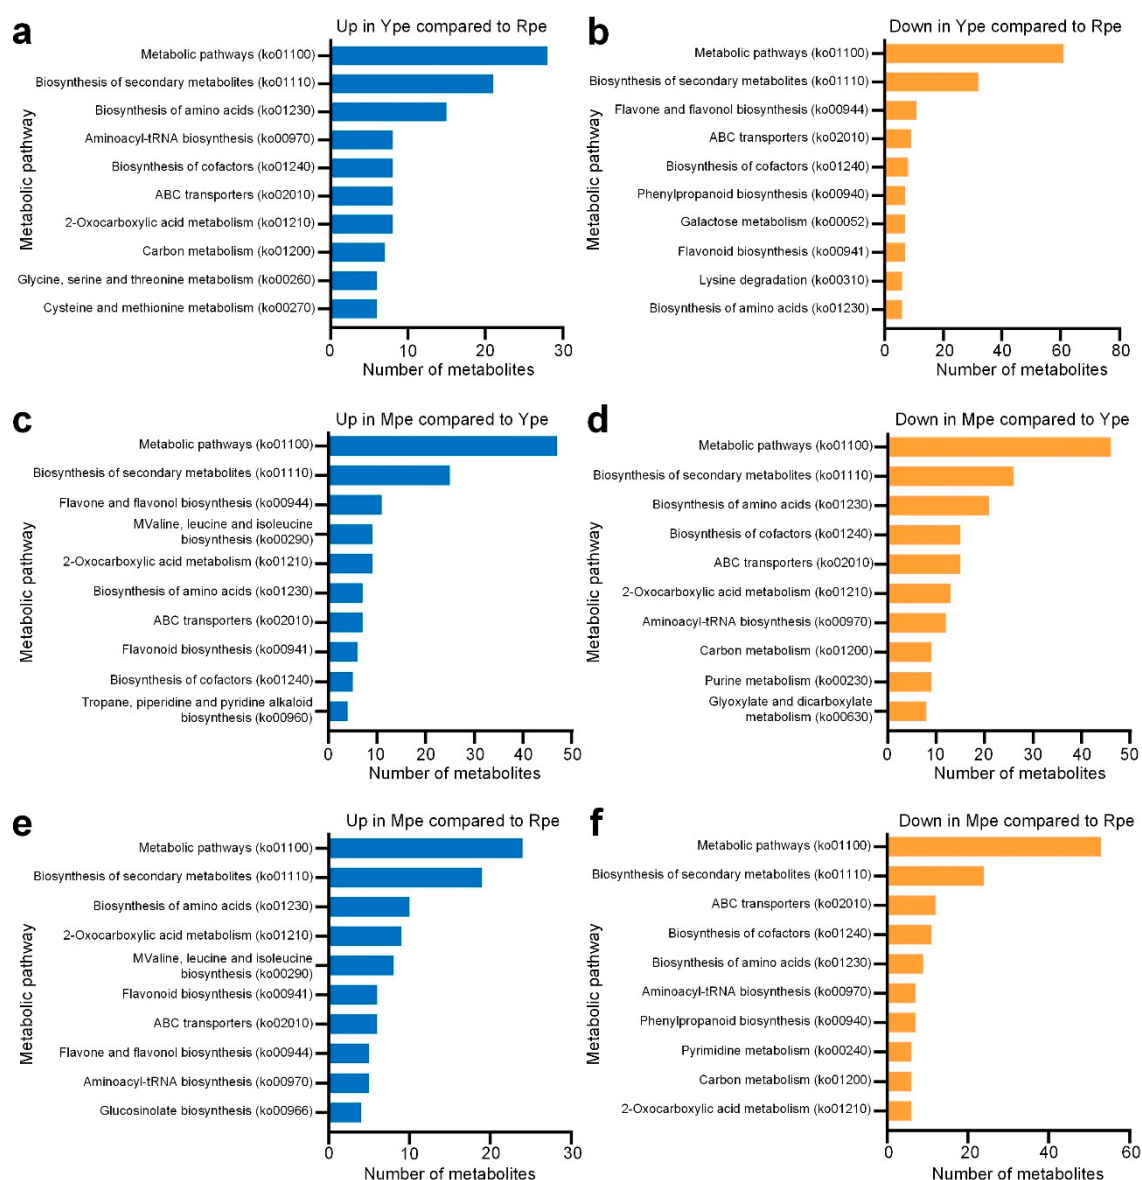

Figure S1. The enriched KEGG pathways of the metabolites with significantly different abundances when comparing Ype to Rpe, Mpe to Ype and Mpe to Rpe, respectively. The x-axis is the number of metabolites enriched in different metabolic pathways. **(a)** Upregulated metabolites in Ype compared to Rpe. **(b)** Downregulated metabolites in Ype compared to Rpe. **(c)** Upregulated metabolites in Mpe compared to Ype. **(d)** Downregulated metabolites in Mpe compared to Ype. **(e)** Upregulated metabolites in Mpe compared to Rpe. **(f)** Downregulated metabolites in Mpe compared to Rpe. The source data are available in Table S41.

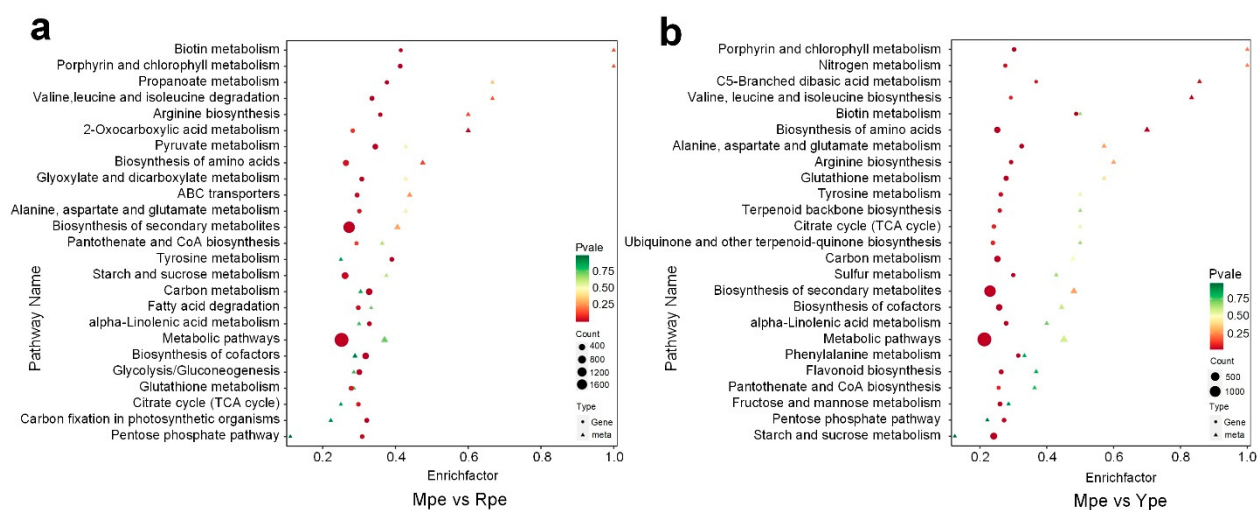

Figure S2. Combined analysis of enriched KEGG pathways of deregulated genes and deregulated metabolites. **(a)** Enriched KEGG pathways when comparing Mpe to Rpe. **(b)** Enriched KEGG pathways when comparing Mpe to Ype.

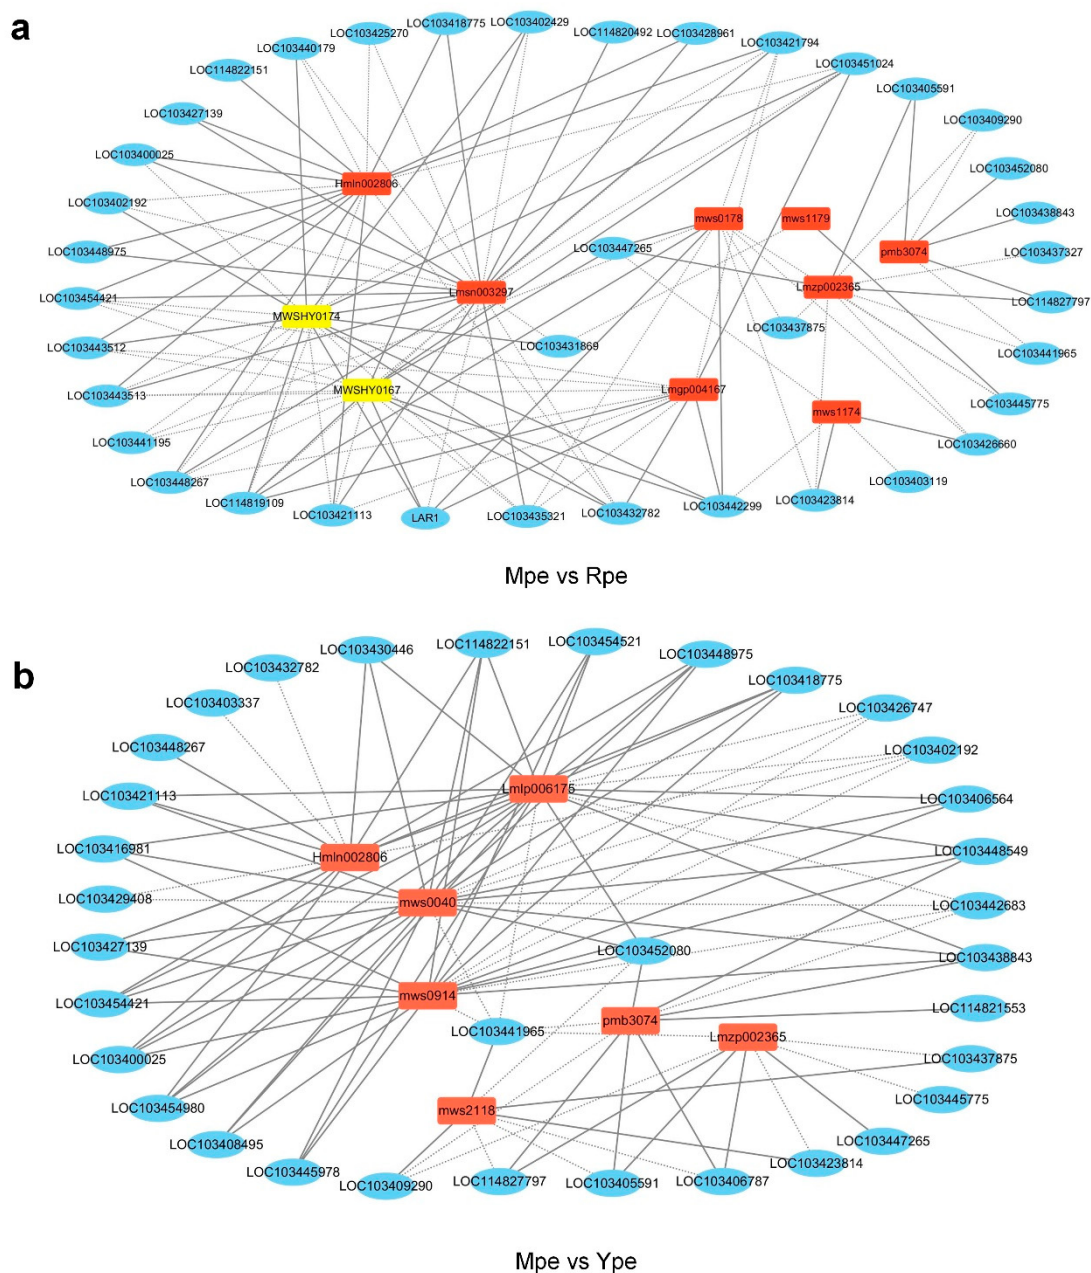

Figure S3. Correlation networks of differentially expressed genes and metabolites that involved in flavonoid biosynthesis pathways. Blue ovals represent genes. Yellow and red rectangles represent metabolites that are upregulated in Ype and Rpe, respectively. Solid and dot lines represent positive and negative correlations, respectively. **(a)** Correlation network for the comparison of Mpe vs Rpe. **(b)** Correlation network for the comparison of Mpe vs Ype. The source data of Part (a) and (b) are available in Table S42 and S43, respectively. Also see Table S2 and Table S15 for the annotations of genes and metabolites, respectively.

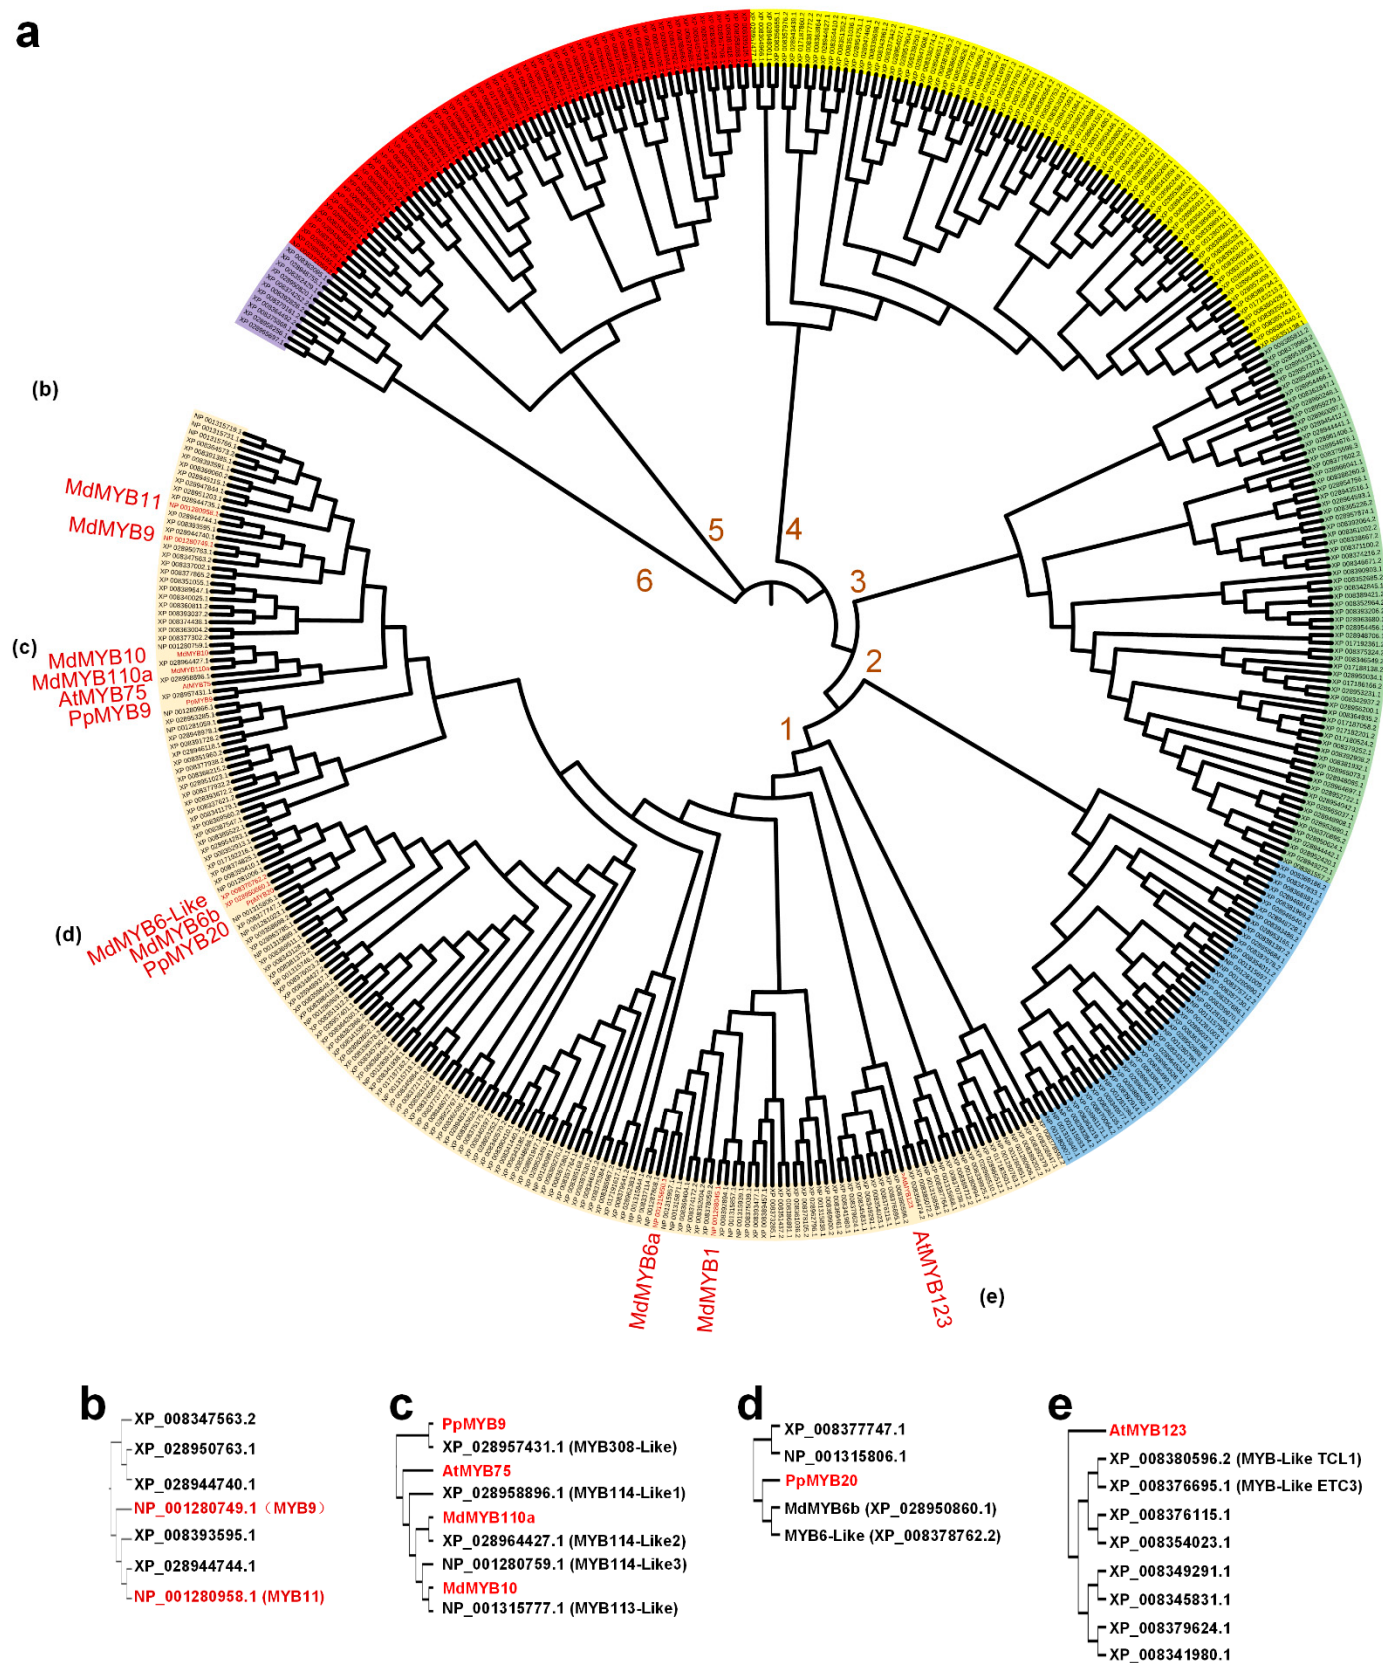

Figure S4. Phylogenetic tree of MYBs in apple and MYBs related to anthocyanin biosynthesis. **(a)** Phylogenetic tree of 442 MYB of apple and 4 MYB of other species. **(b) - (e)** Enlarged view of **(b) - (e)** in Part **(a)**. The protein sequences were used to build the tree. Genes in red represent genes associated with anthocyanin biosynthesis in apple and other species that have been reported. The source data are available in Table S44.

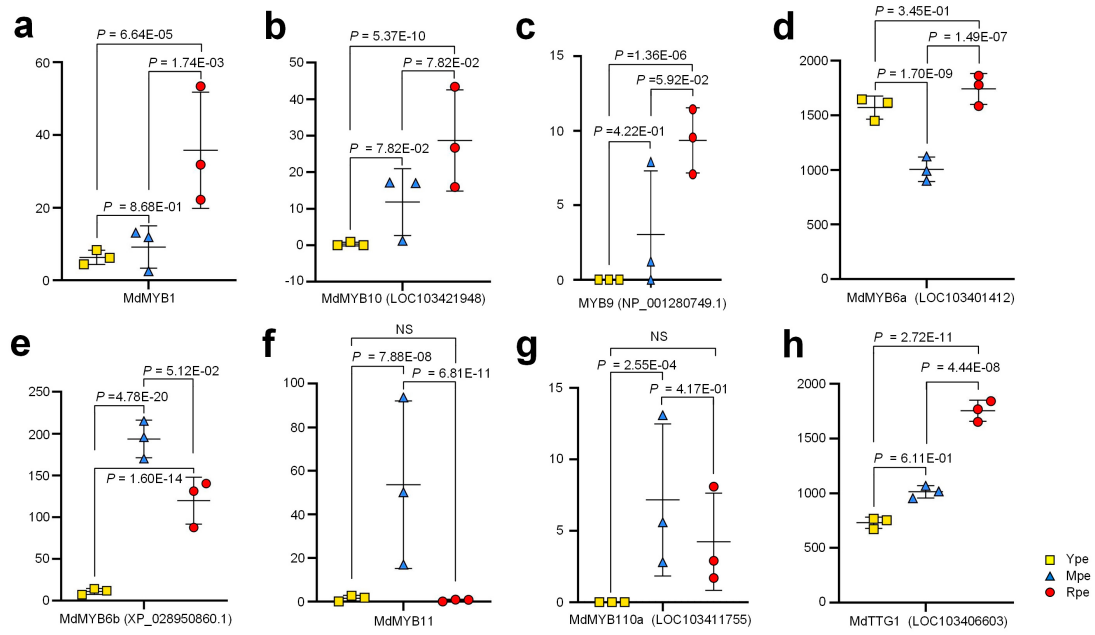

Figure S5. Comparisons of the expression levels of 7 selected genes that played roles in anthocyanin synthesis in the three groups of apple peel samples. **(a)** MdMYB1. **(b)** MdMYB10 (LOC103421948). **(c)** MdMYB9 (NP_001280749.1). **(d)** MdMYB6a (LOC103401412). **(e)** MdMYB6b (XP_028950860.1). **(f)** MdMYB11. **(g)** MdMYB110a (LOC103411755). **(h)** MdTTG1 (LOC103406603). The source data are available in Table S45.

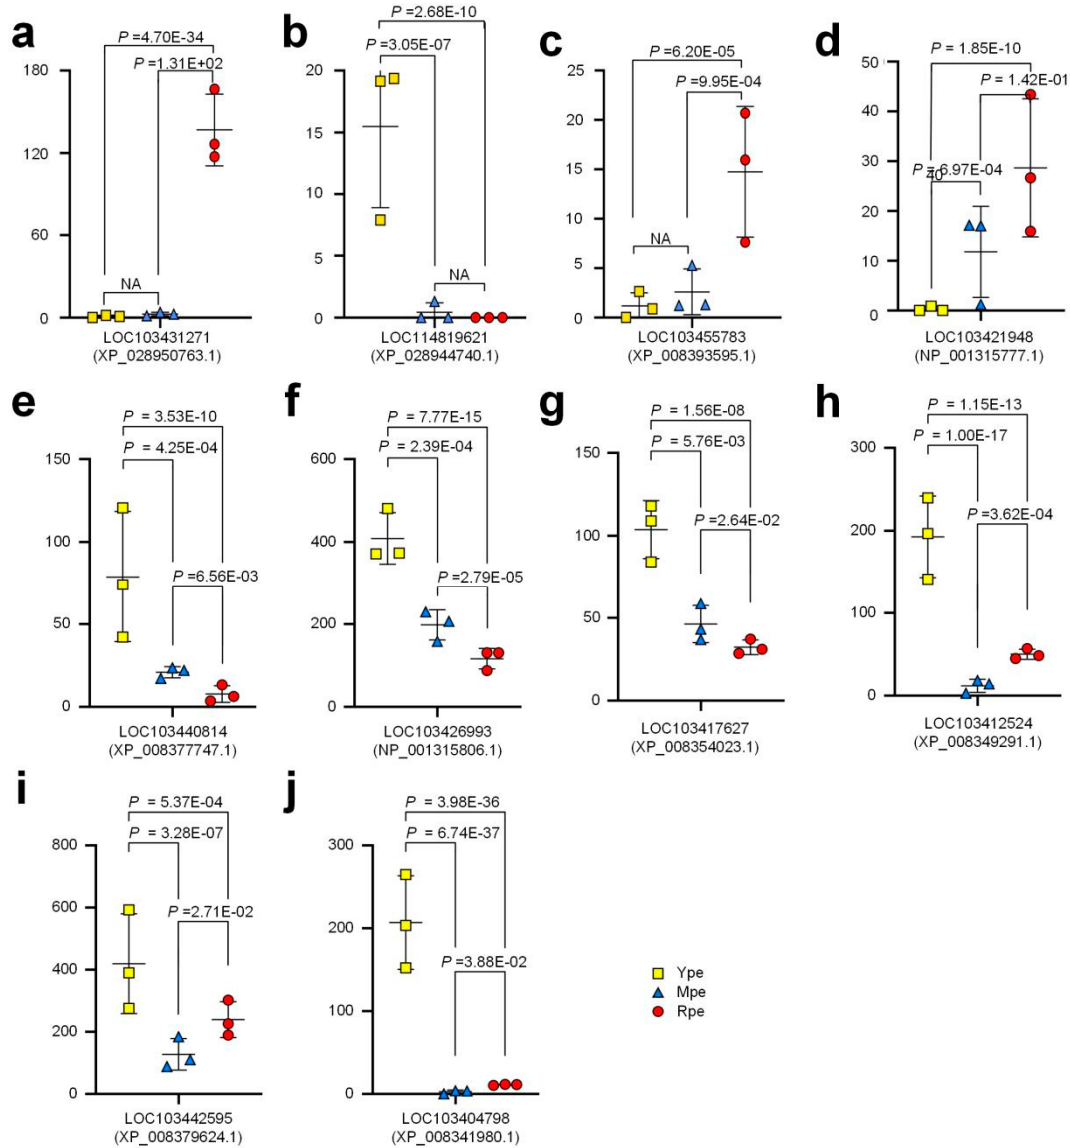

Figure S6. Comparisons of expression levels of 10 MYB genes in the three groups of apple peel samples. (a) LOC103431271. (b) LOC114819621. (c) LOC103455783. (d) LOC103421948. (e) LOC103440814. (f) LOC103426993. (g) LOC103417627. (h) LOC103412524. (i) LOC103442595. (j) LOC103404798. The source data are available in Table S46.

How the deposited data were processed for this re-analysis (not part of the article)

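Peel RNA-Seq libraries of the apple cultivars Venus Gold (Ype), Yanfu8 (Mpe) and Red Love (Rpe), 3 biological replicates each, were analysed. Each library came from 1 cultivar, and batch, tree and date of library preparation are not given in the sources used here. The metabolite and qRT-PCR measurements of the paper were not analysed here.

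According to the paper's methods, the authors aligned reads to the Golden Delicious genome with the Burrows–Wheeler aligner, sorted the alignments with SAMtools 1.12, and assembled, merged and quantified transcripts with Cufflinks 2.2.1 and its programs cuffmerge, cuffcompare, cuffquant and cuffnorm. The values they deposited are estimated counts, 1 per gene locus and library, which cuffnorm had multiplied by 1 scaling factor per library. The methods give cuffquant the option -u, its correction for reads that map to several places. Coordinates are those of the authors' genome build. Of the symbols in the table, 89.7% were found in the reference annotation.

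Values were rounded to whole numbers. Genes were kept when their mean was at least 5 counts in any cultivar, which left 30400 genes, 25733 of them with a protein name. TMM factors were 1.16 to 1.18 in Ype, 0.89 to 0.90 in Mpe and 0.93 to 0.97 in Rpe. The 9 libraries were fitted in edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with 1 coefficient per cultivar and the quasi-likelihood F test, and p-values were adjusted by Benjamini-Hochberg over the genes kept. The common dispersion was 0.045, and the prior had 4.1 degrees of freedom. The standard error of a log2 fold change was taken as its size divided by the square root of F. DEGs were counted at an absolute log2 fold change of at least 4 and an adjusted p below 0.001, and genes and list members were called at an adjusted p below 0.05. The replicate numbers were not taken as pairs, because the paper names no pairing. Deviations from the cultivar mean correlated at -0.104 to 0.072 between libraries of the same number and at -0.135 to 0.149 between those of different numbers.

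Simulated data had 3 libraries per cultivar and the depth of these, with the spread set by the level of a gene alone. Changes were set only in genes with a mean of at least 20, and 30200 of 30400 genes stayed unchanged. The edgeR test at an adjusted p below 0.05 recovered 73.1%, 65.7% and 56.7% of genes set to a log2 fold of 1 in Rpe against Ype, Mpe against Rpe and Mpe against Ype. Of those set to 2, it recovered 95.5%, 97% and 91%. Of the unchanged genes, 0.026 to 0.036% were called. In the data themselves, 64.8%, 59.6% and 50.3% of genes were called in these comparisons. Recovery and false calls there can therefore differ from the simulated shares.

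Genes were grouped into 33 lists by their protein name: phenylpropanoid entry enzymes, early flavonoid enzymes, late anthocyanin enzymes, flavan-3-ol enzymes, flavonol and dihydrochalcone enzymes, monolignol enzymes, class III peroxidases, polyphenol oxidases, glutathione enzymes, glutamate decarboxylases, cyanoamino acid enzymes, photosystem and antenna proteins, Calvin cycle enzymes, chlorophyll metabolism, carotenoid metabolism, terpene synthases, terpenoid backbone enzymes, triterpenoid and sterol enzymes, lipoxygenase pathway, ester-forming acyltransferases, ethylene synthesis and perception, cell wall softening enzymes, cuticle and wax enzymes, sugar and starch enzymes, vascular markers, heat shock proteins and factors, pathogenesis-related proteins, disease resistance receptors, light signalling, MYB family, vacuolar proton pumps, cytosolic ribosomal proteins and proteasome subunits. Chloroplast ribosomal proteins were added later for a test in the closing section. Enrichment of a list among DEGs of 1 direction was tested with Fisher's exact test against the genes with a protein name, adjusted over all lists, comparisons and directions. The rotation test fry of edgeR was run beside it. Members were also counted with p-values adjusted over the list alone. The list of transposon-derived proteins had no gene with enough counts to be tested.

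The genes named are every gene the paper names in its text or in Figs. 3, 5, 6, S5 and S6, the 5 DEGs with the largest fold change in each direction of each comparison that had a mean of at least 100 counts, a protein name and libraries that did not overlap, and for each list and comparison up to 2 members each way with the smallest adjusted p. The paper's values for these genes were known when the rule was set. Genes of the paper were matched by identifier, symbol or protein accession, and MdVHA-B1 and MdVHA-B2, which its discussion cites, could not be matched in this way and are not named. Principal components were computed from log2 CPM with 1 added, and Spearman correlations and average-linkage clustering from the same genes.

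Alternatives covered DESeq2 1.42.0 size factors, library totals alone, equal library sizes and the scaling of cuffnorm undone, filters from none to a mean of at least 20 and filterByExpr, the exact test of edgeR, the Wald test of DESeq2, limma on log2 values with 0.5 or 1 added, only the cultivars compared in the fit, the replicate number as a block, each library left out in turn, and thresholds without the fold limit or with a log2 limit of 1. These alternatives, the rule for named genes, the 33 gene lists and the tests on genes and lists were chosen before the data were examined. Tests of explanations were added afterwards, and the closing section names those chosen after their own values were seen. Figures and random draws were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Pathway enrichment by KEGG annotation was not repeated, because that annotation was not used here, and lists by protein name stand in for it.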

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

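The tests on the thiamine thiazole synthase gene, the division of neighbouring pairs by protein name and the comparison of neighbours with other changed genes were chosen after the values were seen.

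Several of the largest changes belong to genes the paper does not discuss and rest on cultivars in which a gene had no count in any of its 3 libraries. The floor for the folds below is 3 counts per library. Peptide methionine sulfoxide reductase-like (LOC103409698), which repairs oxidised proteins, had no count in Ype and was at least 1320-fold higher in Rpe and at least 2130-fold higher in Mpe. Oxalate--CoA ligase-like (LOC103422599) had none in Rpe and was at least 310-fold higher in Ype. UDP-glycosyltransferase 83A1-like (LOC103404501), which attaches sugars to small molecules, had none in Rpe and was at least 1650-fold higher in Mpe.

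Thiamine thiazole synthase (LOC103429668), an enzyme of vitamin B1 synthesis, stood out most, at least 146000-fold higher in Rpe and at least 96000-fold higher in Ype than in Mpe. It held 1.54 to 2.44% of the counts in the Ype and Rpe libraries. Reads counted at its copy on chromosome 11 (LOC103448581) are argued against, since the copy gained 0.397% of the level of the gene, and so is a deletion that reaches its neighbours, since the median ratio of Mpe to the other cultivars over the 3 nearest genes on each side was 1.07. A locus left uncounted in the processing may be the source, as the share of mapped read pairs without a value in the table was at least 4.43 points higher in each Mpe library (21.91 to 23.78%) than in any Ype or Rpe library (14.32 to 17.48%). In that case the 0 in Mpe is a missing value, and neither fold bound holds. A loss of the gene alone in Yanfu8, or a sequence too different to be aligned, stays open as untested.

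On the chromosomes there were 248 cases of a gene with no count in a cultivar and a mean of at least 100 counts in another. Of these cases, 99 were without counts in Ype, 59 in Mpe and 90 in Rpe. A gene without counts in more than 1 cultivar is a case in each. Copies were taken by the same protein name, not by sequence. Their summed level was higher in the cultivar without counts for 39.5% of the 124 cases with a copy. Such a sum can hide a gain at 1 near-identical copy, so reads counted at a copy stay open as an explanation. Missing or diverged segments that span neighbouring genes may account for a few of the 248 cases. Among the cases, 8 pairs were neighbours, against a mean of 1.07 in random draws (95% of draws up to 3, highest 7). A pair without counts in more than 1 cultivar is counted in each, which the random draws do not reproduce. Of these pairs, 5 joined genes of the same protein name, and the 3 of different names lie within what random draws gave. Cultivar differences in expression stay open as well. Among 2145 cases, counted in the same way, of a gene that changed at least 16-fold without being at 0, neighbours were frequent too. There were 155 neighbouring pairs of different names, against 77.03 expected for such pairs.

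Photosystem and antenna genes were lower in Rpe than in Ype (64 of 76 members) with a median log2 fold change of -3.78. The choice among the scalings run does not account for this, since the highest median of the list under another scaling was -3.735. The median of all genes lay between -0.317 and -0.008 under these scalings, so the test could hardly have come out otherwise. Less green tissue in the Rpe peel remains a candidate explanation, because chloroplast ribosomal proteins were also lower than in Ype, at a median of -0.782 (47 of 72 lower and 7 higher), and higher in Mpe than in Rpe, at 1.424 (60 higher and 2 lower). Both medians were less than 0.5 times those of the photosystem genes (-3.78 and 2.99), and between Mpe and Ype the lists went opposite ways (47 ribosomal genes higher and 5 lower in Mpe, 6 photosystem genes higher and 40 lower), so the test leaves the explanation open. Regulation of the photosystem genes themselves in Red Love stays open as untested.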

How the results depend on the processing

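Every alternative set out was run, and no test in this part was chosen after the values were seen. Which setting is right was not tested, and neither was the cause of any change below, beyond the construction of the alternative (fewer libraries, fewer genes or other thresholds).

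DEG counts stayed within 1.5 times their value in 54 of 54 cases without a single library and in 76 cases under other settings, and moved further in 14. At an adjusted p below 0.05 without the fold limit, there were 9737 genes higher in Rpe and 9960 in Ype, 8999 in Mpe and 9129 in Rpe, and 7630 in Mpe and 7647 in Ype for Rpe against Ype, Mpe against Rpe and Mpe against Ype. With a log2 limit of 1 the counts in the same order were 5877 and 6498, 5351 and 5506, and 3947 and 4632. The exact test of edgeR counted 1214 DEGs higher in Rpe than in Mpe and 783 higher in Ype than in Mpe. Without single libraries, DEGs ranged over 957 to 1233 higher in Rpe and 800 to 1025 in Ype, 516 to 658 in Mpe and 611 to 772 in Rpe, and 433 to 538 in Mpe and 350 to 432 in Ype. A cultivar left with 2 libraries shared the spread of the others. Genes differing among the cultivars numbered 22173 to 23720 without single libraries and 21886 to 25016 under the other settings.

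LAR1 stayed lower in Rpe than in Ype past the test in each of 9 fits without a library and 13 others. Of 540 called comparisons of named genes, 506 kept their call and direction under each setting that gave them a value. A few genes had none under the stricter filters, which removed them. The cultivars stayed separate clusters in each of 6 other ways of computing distances. The spread within Ype, Mpe and Rpe moved to between 0.0276 and 0.0540, 0.0435 and 0.0934, and 0.0194 and 0.0441 without single libraries. The largest shifts were those without Ype replicate 1 (higher), Mpe replicate 1 (lower) and Rpe replicate 1 (higher).

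Of the list tests without single libraries, 1712 kept their side of the threshold, 67 lost and 2 gained a call and 1 turned the other way, and of those under other settings 2665 kept, 53 lost and 45 gained it and 9 turned. The rotation test fry found 72 list shifts at an adjusted p below 0.05, and the enrichment test 37. The paragraphs below name every list whose call changed. Values in parentheses there are adjusted p-values of Fisher's exact test unless named otherwise, and block means the replicate number as a block in the fit.

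For Rpe against Ype, these lists changed among DEGs higher in Rpe. Phenylpropanoid entry enzymes (odds ratio 6.85, 0.0268, 0.0312 to 0.133 without single libraries) lost the enrichment with the exact test (0.0519), with the block (0.114), without the fold threshold (0.398) and without Ype replicates 1, 2 or 3, Mpe replicate 3 or Rpe replicates 1, 2 or 3. Late anthocyanin enzymes (odds ratio 5.92, 0.0946, 0.0109 to 0.111 without single libraries) passed as enriched with filterByExpr (0.0428), with a minimum mean of 20 (0.023), with limma after adding 0.5 (0.0228) and without Ype replicate 1. Flavonol and dihydrochalcone enzymes (odds ratio 0, 1, 0.0349 to 1 without single libraries) passed as enriched without Ype replicate 1. Monolignol enzymes (odds ratio 3.75, 0.0148) lost the enrichment without the fold threshold (0.15). Class III peroxidases (odds ratio 1.71, 0.739) passed as enriched with the exact test (0.00112), with DESeq2 (0.00317), with limma after adding 1 (0.0338) and with limma after adding 0.5 (6.85e-04). Polyphenol oxidases (odds ratio 25.7, 0.00802) lost the enrichment without the fold threshold (0.238). Cyanoamino acid enzymes (odds ratio 4.98, 0.0148, 0.00944 to 0.127 without single libraries) lost the enrichment without the fold threshold (0.398) and without Ype replicates 1, 2 or 3 or Mpe replicate 2. Photosystem and antenna proteins (odds ratio 0.341, 0.785) passed as depleted without the fold threshold (1.34e-06). Calvin cycle enzymes (odds ratio 0, 1) passed as depleted without the fold threshold (0.00668). Chlorophyll metabolism (odds ratio 0, 0.841) passed as depleted without the fold threshold (0.00598). Ethylene synthesis and perception (odds ratio 4.51, 0.012, 9.24e-04 to 0.203 without single libraries) lost the enrichment without Ype replicates 1, 2 or 3 or Rpe replicates 1 or 2. Cell wall softening enzymes (odds ratio 4.58, 8.06e-06) lost the enrichment without the fold threshold (0.582). Cuticle and wax enzymes (odds ratio 2.71, 0.135) passed as enriched with the exact test (0.0171), with DESeq2 (0.0302) and with limma after adding 0.5 (0.0281). Vascular markers (odds ratio 5.41, 0.0479, 0.0337 to 0.0612 without single libraries) lost the enrichment with cuffnorm's scaling undone (0.0581), without a filter on low counts (0.273), with DESeq2 (0.0701) and without Mpe replicates 1, 2 or 3 and turned the other way without the fold threshold (odds ratio 0.872, 0.933). MYB family (odds ratio 2.22, 0.182) passed as enriched with the exact test (0.0467) and with limma after adding 1 (0.0322). Cytosolic ribosomal proteins (odds ratio 0.173, 0.012) lost the depletion without Rpe replicate 1 (0.0587). Proteasome subunits (odds ratio 0, 0.368) turned the other way without the fold threshold (odds ratio 3.10, 1.34e-05).

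For Rpe against Ype, these lists changed among DEGs higher in Ype. Class III peroxidases (odds ratio 3.51, 0.22) passed as enriched with the exact test (0.0314). Chlorophyll metabolism (odds ratio 2.37, 0.411) passed as enriched with scaling by library totals (0.0299) and without the fold threshold (2.21e-04). Carotenoid metabolism (odds ratio 0.867, 1) turned the other way without the fold threshold (odds ratio 2.89, 0.00676). Terpene synthases (odds ratio 17, 0.012, 0.00989 to 0.124 without single libraries) lost the enrichment with limma after adding 1 (0.103), with only these 2 cultivars in the fit (0.122), with the block (0.0951), without the fold threshold (0.673) and without Ype replicates 1 or 2, Mpe replicate 1 or Rpe replicates 1, 2 or 3. Cell wall softening enzymes (odds ratio 4.60, 7.6e-05) lost the enrichment without the fold threshold (0.795). Disease resistance receptors (odds ratio 2.01, 0.0262, 0.00641 to 0.171 without single libraries) lost the enrichment with the exact test (0.233), with DESeq2 (0.0644), with the block (0.0583) and without Ype replicates 1 or 2. MYB family (odds ratio 2.49, 0.163) passed as enriched with the exact test (0.00113), with DESeq2 (0.0476) and with limma after adding 0.5 (0.0344). Proteasome subunits (odds ratio 0, 0.473) passed as depleted without the fold threshold (1.6e-06).

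For Mpe against Rpe, these lists changed among DEGs higher in Mpe. Chlorophyll metabolism (odds ratio 1.11, 1) passed as enriched without the fold threshold (0.0464). Carotenoid metabolism (odds ratio 1.29, 1) passed as enriched without the fold threshold (0.00598). Terpene synthases (odds ratio 63.3, 8.18e-06) lost the enrichment without the fold threshold (0.0908). Ester-forming acyltransferases (odds ratio 0, 1) turned the other way without the fold threshold (odds ratio 4.77, 0.0446). Cell wall softening enzymes (odds ratio 5.84, 2.87e-05) lost the enrichment without the fold threshold (0.202). Cytosolic ribosomal proteins (odds ratio 0, 0.0268) lost the depletion without a filter on low counts (0.0584), with limma after adding 1 (0.0552), with only these 2 cultivars in the fit (0.0875), with the block (0.0891), without the fold threshold (0.139) and without Ype replicate 1, Mpe replicates 2 or 3 or Rpe replicates 1, 2 or 3 (0.0592 to 0.109). Proteasome subunits (odds ratio 0, 0.836) passed as depleted without the fold threshold (5.38e-04).

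For Mpe against Rpe, these lists changed among DEGs higher in Rpe. Class III peroxidases (odds ratio 5.76, 0.0379, 0.0337 to 0.164 without single libraries) lost the enrichment with cuffnorm's scaling undone (0.155), without a filter on low counts (0.21), with the block (0.13), without the fold threshold (0.169) and without Mpe replicates 1, 2 or 3 or Rpe replicates 1, 2 or 3. Polyphenol oxidases (odds ratio 20.1, 0.0411) lost the enrichment with DESeq2 (0.0583), with limma after adding 0.5 (0.0542) and without the fold threshold (0.202). Glutamate decarboxylases (odds ratio 13.4, 0.305) passed as enriched with the exact test (0.0329). Photosystem and antenna proteins (odds ratio 0.534, 1) passed as depleted without the fold threshold (2.99e-08). Calvin cycle enzymes (odds ratio 0, 1) passed as depleted without the fold threshold (0.0117). Cell wall softening enzymes (odds ratio 4.25, 0.00106) turned the other way without the fold threshold (odds ratio 0.819, 0.522). Sugar and starch enzymes (odds ratio 2.86, 0.0708) passed as enriched with the exact test (0.00777), with DESeq2 (0.0256), with limma after adding 1 (0.00967), with limma after adding 0.5 (0.00289), with only these 2 cultivars in the fit (0.0411) and with the block (0.0399). Vascular markers (odds ratio 8.49, 0.014) lost the enrichment without the fold threshold (0.559). Heat shock proteins and factors (odds ratio 3.29, 0.0387, 0.0879 to 0.381 without single libraries) lost the enrichment with cuffnorm's scaling undone (0.1), without a filter on low counts (0.0551), with a minimum mean of 20 (0.186), with the exact test (0.157), with DESeq2 (0.0922), with limma after adding 1 (0.122), with limma after adding 0.5 (0.21), with only these 2 cultivars in the fit (0.194), with the block (0.421), without the fold threshold (0.0579) and without Ype replicates 1, 2 or 3, Mpe replicates 1, 2 or 3 or Rpe replicates 1, 2 or 3. Proteasome subunits (odds ratio 0, 0.627) turned the other way without the fold threshold (odds ratio 2.83, 8.86e-05).

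For Mpe against Ype, these lists changed among DEGs higher in Mpe. Phenylpropanoid entry enzymes (odds ratio 6.73, 0.163, 0.0232 to 0.161 without single libraries) passed as enriched with cuffnorm's scaling undone (0.0242), with the exact test (0.0416), with DESeq2 (0.0374), with limma after adding 1 (0.0228), with limma after adding 0.5 (0.0261) and without Mpe replicate 2. Late anthocyanin enzymes (odds ratio 19.1, 0.00167, 7.15e-05 to 0.098 without single libraries) lost the enrichment with only these 2 cultivars in the fit (0.107) and without Ype replicates 1, 2 or 3. Monolignol enzymes (odds ratio 4.95, 0.0262, 0.00602 to 0.201 without single libraries) lost the enrichment without Ype replicates 1, 2 or 3 or Mpe replicate 3. Glutathione enzymes (odds ratio 8.42, 2.24e-04, 2.4e-06 to 0.0592 without single libraries) lost the enrichment without Ype replicate 3. Cyanoamino acid enzymes (odds ratio 8.99, 0.00409, 3.56e-05 to 0.111 without single libraries) lost the enrichment with only these 2 cultivars in the fit (0.0824), without the fold threshold (0.17) and without Ype replicates 1, 2 or 3, Mpe replicates 1 or 2 or Rpe replicate 3. Photosystem and antenna proteins (odds ratio 0, 1) passed as depleted without the fold threshold (9.86e-04). Terpene synthases (odds ratio 28.6, 0.00409) lost the enrichment without the fold threshold (0.169). Terpenoid backbone enzymes (odds ratio 0, 1) turned the other way without the fold threshold (odds ratio 4.16, 3.21e-04). Lipoxygenase pathway (odds ratio 10.4, 0.00802) lost the enrichment with limma after adding 0.5 (0.0542) and without the fold threshold (0.0974). Cell wall softening enzymes (odds ratio 4.96, 0.00106) lost the enrichment without the fold threshold (0.211). Cuticle and wax enzymes (odds ratio 4.95, 0.0262, 0.0215 to 0.287 without single libraries) lost the enrichment without a filter on low counts (0.0551), with only these 2 cultivars in the fit (0.238), without the fold threshold (0.368) and without Ype replicates 1, 2 or 3 or Mpe replicate 3. Disease resistance receptors (odds ratio 1.23, 1) turned the other way without the fold threshold (odds ratio 0.707, 0.0355).

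For Mpe against Ype, these lists changed among DEGs higher in Ype. Photosystem and antenna proteins (odds ratio 0, 1) turned the other way without the fold threshold (odds ratio 3.42, 2.64e-06). Chlorophyll metabolism (odds ratio 3.54, 0.349) passed as enriched without the fold threshold (0.0301). Disease resistance receptors (odds ratio 2.13, 0.137) passed as enriched without the fold threshold (2.02e-13). MYB family (odds ratio 2.75, 0.317) passed as enriched with scaling by library totals (0.00689). Cytosolic ribosomal proteins (odds ratio 0, 0.149) passed as depleted with scaling by library totals (0.0498) and without the fold threshold (1.1e-12).

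Depth limits the genes with few counts. Those with a mean under 5 in each cultivar were not tested, and a fold against a cultivar without counts is a lower bound set by the floor of 3 counts per library.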

Differences from the paper's values

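The values below were compared with the paper's under the settings chosen before the data were examined, and no test in this part was chosen after the values were seen. DEGs were counted at the paper's thresholds for fold change and corrected p, over genes with a mean of at least 5 counts in any cultivar, where the paper asks for 5 RPKM.

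The paper gives 1692 genes lower in Rpe than in Ype, and 1004 were counted here. The values lie within 1.5 times of each other with scaling by library totals (1211), with edgeR's exact test (1339), with DESeq2 (1191) and with limma after adding 0.5 (1138), and further apart under every other alternative run. For Mpe against Rpe the paper gives 2291 DEGs, 1306 of them lower in Mpe, against 1499 and 807 here. The totals lie within 1.5 times with filterByExpr (1534), with edgeR's exact test (2106), with DESeq2 (1830) and with limma after adding 0.5 (1769), the genes lower in Mpe with edgeR's exact test (1214), with DESeq2 (1018) and with limma after adding 0.5 (1016), and neither does so under any other alternative run. The paper gives 967 genes lower in Mpe than in Ype, and 470 were counted here, within 1.5 times with edgeR's exact test (783) and not under the other alternatives.

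On the second principal component, the paper shows about 13% of the variance in Fig. 2a, read by eye, and it held 30.49% here. Of the alternatives, only libraries as variables with untransformed counts (12.95%) came within 1.5 times of the paper's value. That alternative was run because Fig. 2a appears to plot a coefficient per library, which is another quantity than the scores used here. It gave 82.35% on the first component, where Fig. 2a shows about 79%, read by eye, and 3.65% on the third. The third component holds about 6.9% in Fig. 2a, read by eye, and 3.07% here, with genes scaled to unit variance (5.95%) the only alternative within 1.5 times.

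The paper calls the differences within groups small above all for Mpe and Ype. Here the dispersion between replicates was 0.0288 in Rpe, 0.0354 in Ype and 0.0704 in Mpe, so that Mpe varied most, as it did without any single library. Rpe lay below Ype except without Rpe replicate 1 (0.0441 in Rpe) or Ype replicate 3 (0.0276 in Ype). With libraries as variables and untransformed counts, Rpe instead spread most on the second component. Its coefficients ran from 0.324 to 0.457, those of Mpe from -0.365 to -0.312 and those of Ype from 0.218 to 0.25. On the first component Mpe spread most (0.417 to 0.489), so the order depends on the measure. In the tree of Fig. 2b Mpe stands apart from the other cultivars, whereas here Rpe joined last under each of the distances and linkages run. For untransformed counts, these distances were between component coefficients, weighted alike. A tree on the untransformed counts themselves was not built, so the difference from Fig. 2b stays open there.

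The paper finds glutathione and cyanoamino acid metabolism enriched among the genes lower in Mpe than in Ype. Its tables of these enrichments (S13 and S14) were not analysed here, so whether the 2 directions are exchanged there is open. The paper places sesquiterpenoid and triterpenoid biosynthesis among the genes higher in Mpe. Terpene synthases were enriched in that direction (adjusted p = 0.00409 from Fisher's exact test, 0.169 without the fold threshold) and not among DEGs higher in Ype (0.332). Triterpenoid and sterol enzymes were not enriched among DEGs higher in Mpe (0.149). Here the glutathione enzymes were enriched among DEGs higher in Mpe (8 DEGs, odds ratio 8.42, adjusted p = 2.24e-04) with 35 members higher and 10 lower, although the enrichment was lost without Ype replicate 3 (adjusted p = 0.0592, range over all alternatives 2.17e-06 to 0.0592). The cyanoamino acid enzymes were enriched in that direction too (5 DEGs, odds ratio 8.99, adjusted p = 0.00409), with 15 higher and 4 lower, although the enrichment was lost without Ype replicates 1, 2 or 3, Mpe replicates 1 or 2 or Rpe replicate 3, with only these 2 cultivars in the fit or without the fold threshold (adjusted p 0.0707 to 0.17, range over all alternatives 1.68e-05 to 0.17). The paper also finds phenylpropanoid biosynthesis among the genes lower in Mpe than in Ype, and here 10 of the phenylpropanoid entry enzymes were higher and 3 lower in Mpe. Monolignol enzymes had 28 higher and 19 lower in Mpe, whereas class III peroxidases had 7 higher and 9 lower.

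The paper reports phenylpropanoid biosynthesis as the single pathway enriched among genes higher in Mpe than in Rpe. The phenylpropanoid entry enzymes were not enriched there (adjusted p = 0.192, 2 DEGs, nor under any alternative run), whereas photosystem and antenna proteins were (25 DEGs, odds ratio 25.8, adjusted p = 3.23e-22). It reports flavonoid biosynthesis among the genes higher in Rpe than in Ype and in Mpe. The early flavonoid enzymes were not enriched among DEGs higher in Rpe than in Ype (odds ratio 5.50, adjusted p = 0.109, nor under any alternative run) or in Mpe (adjusted p = 1, nor under any alternative run), although 9 members were higher in Rpe than in Ype and 5 lower. Of the early flavonoid enzymes, 17.6% were DEGs higher in Rpe than in Ype, against 3.76% of all genes with a protein name. Of the late anthocyanin enzymes (such as DFR and ANS), 18.8% were (adjusted p = 0.0946 from Fisher's exact test, 0.0109 to 0.0428 under 4 alternatives). Of the Fig. 6 genes tested, 19 were higher in Rpe than in Ype and 4 lower. Lists of a few genes cannot show whether the whole pathway was enriched. Lists by protein name are also not KEGG pathways, which limits these comparisons.

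The Results of the paper find no significant difference of MYB110a between Ype and Rpe, whereas its Discussion calls MYB110 higher in Rpe. Here LOC103411755, the locus Figure S5 names, passed the test (adjusted p = 0.0152) at 4.20 ± 3.39 counts in Rpe and none in Ype, at least 1.40-fold higher with all 3 Rpe libraries above the Ype libraries.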

Other observations

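The tests in this part were set before the values were seen, and the genes come from the rule for named genes. For each fold change below, all 3 libraries of the higher cultivar lay above all 3 of the lower. Chance gives this in 10% of cases. Over all genes tested, libraries did not overlap for 71.9%, 66.1% and 59.1% in Rpe against Ype, Mpe against Rpe and Mpe against Ype. As the genes were picked by small adjusted p-values, their separation adds no support. The edgeR test called 64.8% of all genes tested in Rpe against Ype, 59.6% in Mpe against Rpe and 50.3% in Mpe against Ype. Where the members called lie near these shares, their number is not particular to the list. Enrichment was tested with Fisher's exact test.

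More ethylene genes were higher than lower in both red peels against Ype. A 1-aminocyclopropane-1-carboxylate synthase gene (LOC103405045), whose enzyme makes the precursor of ethylene, had 32.6 ± 9.79 counts in Ype, 11680 ± 1259 in Mpe and 7967 ± 409.9 in Rpe (SD, n = 3), with Rpe above Ype (log2 7.93, SE 0.22, adjusted p = 1.32e-08 from edgeR) and Mpe above Ype (log2 8.50, SE 0.23, adjusted p = 1.57e-08). An oxidase of the same pathway (LOC103411280) had 17.3 ± 3.34 counts in Ype, 139.6 ± 66.1 in Mpe and 2983 ± 461 in Rpe (Rpe against Ype log2 7.41, SE 0.35, adjusted p = 1.15e-07), and ethylene receptor 2-like (LOC103424105) was highest in Mpe (145 ± 15.0 counts in Ype, 3945 ± 364 in Mpe and 1078 ± 239 in Rpe, Mpe against Ype log2 4.78, SE 0.19, adjusted p = 1.3e-07). Of 47 ethylene synthesis and perception genes, 26 were higher and 9 lower in Rpe than in Ype (27 and 9 adjusted over the list alone), with enrichment among DEGs higher in Rpe (7 DEGs, odds ratio 4.51, adjusted p = 0.012), but the enrichment was lost without Ype replicates 1, 2 or 3 or Rpe replicates 1 or 2 (adjusted p 0.0756 to 0.203, range over all alternatives 9.24e-04 to 0.203). In the same list, 27 were higher and 8 lower in Mpe than in Ype (27 and 8 adjusted over the list alone), with enrichment among DEGs higher in Mpe (6 DEGs, odds ratio 8.43, adjusted p = 0.00175), and 17 were higher and 14 lower in Mpe than in Rpe (17 and 14 adjusted over the list alone, 14 higher and 16 lower with scaling by library totals).

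Linoleate 9S-lipoxygenase 5 (LOC103411221), which opens the breakdown of fatty acids to volatiles, had 9879 ± 873 counts in Ype, 158000 ± 17870 in Mpe and 35520 ± 3935 in Rpe (Mpe against Ype log2 4.01, SE 0.19, adjusted p = 2.78e-07, Mpe against Rpe log2 2.17, SE 0.17, adjusted p = 3.65e-06). Of 26 genes of the lipoxygenase pathway, 14 were higher and 5 lower in Mpe than in Rpe (15 and 5 adjusted over the list alone), 12 were higher and 6 lower in Mpe than in Ype (13 and 6 adjusted over the list alone), and 8 were higher and 12 lower in Rpe than in Ype (8 and 12 adjusted over the list alone). They were enriched among DEGs higher in Mpe than in Rpe (5 DEGs, odds ratio 12, adjusted p = 0.00167) and higher in Mpe than in Ype (4 DEGs, odds ratio 10.4, adjusted p = 0.00802), but the enrichment was lost with limma after adding 0.5 or without the fold threshold (adjusted p 0.0542 to 0.0974, range over all alternatives 0.00418 to 0.0974). A methanol O-anthraniloyltransferase-like gene (LOC103428164), of the ester-forming enzymes, had 2221 ± 664 counts in Ype, 7298 ± 1458 in Mpe and 1007 ± 194 in Rpe (Mpe against Rpe log2 2.87, SE 0.26, adjusted p = 8.06e-06). Of 12 ester-forming acyltransferases, 8 were higher in Mpe than in Rpe (9 adjusted over the list alone), 1 was higher and 7 lower in Rpe than in Ype (1 and 7 adjusted over the list alone), and 2 were higher in Mpe than in Ype (2 adjusted over the list alone).

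Terpene synthases were enriched among DEGs higher in Mpe than in Rpe (5 DEGs, odds ratio 63.3, adjusted p = 8.18e-06), but the enrichment was lost without the fold threshold (adjusted p = 0.0908, range over all alternatives 1.05e-05 to 0.0908). They were also enriched among DEGs higher in Ype than in Rpe (3 DEGs, odds ratio 17, adjusted p = 0.012), but the enrichment was lost without Ype replicates 1 or 2, Mpe replicate 1 or Rpe replicates 1, 2 or 3, with limma after adding 1, with only these 2 cultivars in the fit, with replicate number as a block or without the fold threshold (adjusted p 0.0843 to 0.673, range over all alternatives 0.00428 to 0.673). Of the 9 members, 6 were higher and 1 lower in Mpe than in Rpe (6 and 1 adjusted over the list alone), and 1 was higher and 4 lower in Rpe than in Ype (1 and 4 adjusted over the list alone). Upstream, isopentenyl-diphosphate Delta-isomerase I (LOC103419532) had 237 ± 28.0 counts in Ype, 924 ± 139.6 in Mpe and 2531 ± 433 in Rpe (Rpe against Ype log2 3.41, SE 0.17, adjusted p = 1.48e-07), and farnesyl pyrophosphate synthase 2-like (LOC103407600) had 834 ± 172 counts in Ype, 3843 ± 605 in Mpe and 6178 ± 324 in Rpe (Rpe against Ype log2 2.88, SE 0.17, adjusted p = 4.65e-07). Of 37 terpenoid backbone enzymes, 16 were higher and 12 lower in Rpe than in Ype (17 and 12 adjusted over the list alone, 13 higher and 16 lower with scaling by library totals), 18 were higher and 9 lower in Mpe than in Rpe (18 and 9 adjusted over the list alone), and 22 were higher and 4 lower in Mpe than in Ype (22 and 5 adjusted over the list alone). Squalene monooxygenase-like (LOC103420510) had 10 ± 4.47 counts in Ype, 559 ± 161 in Mpe and 44.6 ± 4.99 in Rpe (Mpe against Ype log2 5.80, SE 0.34, adjusted p = 9.19e-07). Of 42 triterpenoid and sterol enzymes, 18 were higher and 12 lower in Rpe than in Ype (18 and 12 adjusted over the list alone), and 9 were higher and 11 lower in Mpe than in Rpe (9 and 11 adjusted over the list alone).

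In the cell wall and the cuticle, xyloglucan endotransglucosylase/hydrolase 6 (LOC103407202), which remodels cell walls, had 46400 ± 22870 counts in Ype, 636 ± 162 in Mpe and 811 ± 345 in Rpe (Rpe against Ype log2 -5.85, SE 0.50, adjusted p = 4.63e-06, Mpe against Ype log2 -6.18, SE 0.51, adjusted p = 7.97e-06). Of 127 cell wall softening enzymes, 47 were higher and 34 lower in Mpe than in Rpe (49 and 35 adjusted over the list alone), and 42 were higher and 28 lower in Mpe than in Ype (42 and 28 adjusted over the list alone, 37 higher and 34 lower with scaling by library totals). They were enriched among DEGs higher in Mpe than in Rpe (13 DEGs, odds ratio 5.84, adjusted p = 2.87e-05), but the enrichment was lost without the fold threshold (adjusted p = 0.202, range over all alternatives 1.2e-07 to 0.202). Among DEGs higher in Rpe than in Mpe they were enriched too (12 DEGs, odds ratio 4.25, adjusted p = 0.00106), but the enrichment was lost without the fold threshold (adjusted p = 0.522, range over all alternatives 4.15e-05 to 0.522), as they were among DEGs higher in Mpe than in Ype (10 DEGs, odds ratio 4.96, adjusted p = 0.00106), but the enrichment was lost without the fold threshold (adjusted p = 0.211, range over all alternatives 6.37e-06 to 0.211). 3-ketoacyl-CoA synthase 10 (LOC103415388), which elongates wax fatty acids, had 9849 ± 887 counts in Ype, 8388 ± 599 in Mpe and 203 ± 70.0 in Rpe (Mpe against Rpe log2 5.39, SE 0.26, adjusted p = 2.26e-07). Of 63 cuticle and wax enzymes, 21 were higher and 13 lower in Mpe than in Ype (21 and 13 adjusted over the list alone, 18 higher and 18 lower with scaling by library totals), with enrichment among DEGs higher in Mpe (5 DEGs, odds ratio 4.95, adjusted p = 0.0262), but the enrichment was lost without Ype replicates 1, 2 or 3 or Mpe replicate 3, without a filter on low counts, with only these 2 cultivars in the fit or without the fold threshold (adjusted p 0.0551 to 0.368, range over all alternatives 0.00171 to 0.368).

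Beta-amylase 1 (LOC103405347), which breaks down starch, had 1063 ± 40.2 counts in Ype, 1804 ± 129 in Mpe and 7620 ± 1139 in Rpe (Rpe against Ype log2 2.84, SE 0.13, adjusted p = 1.08e-07), and sucrose-phosphate synthase 4 (LOC103444513) had 120.3 ± 13.4 counts in Ype, 6153 ± 2440 in Mpe and 799 ± 297 in Rpe (Mpe against Ype log2 5.69, SE 0.38, adjusted p = 2.2e-06). Of 106 sugar and starch enzymes, 37 were higher and 34 lower in Rpe than in Ype (37 and 34 adjusted over the list alone, 31 higher and 38 lower with scaling by library totals), 33 were higher and 40 lower in Mpe than in Rpe (33 and 40 adjusted over the list alone), and 34 were higher and 31 lower in Mpe than in Ype (36 and 34 adjusted over the list alone, 21 higher and 43 lower with scaling by library totals). A laccase-7-like gene (LOC103433546), of the lignin-forming oxidases, had 54.5 ± 32.4 counts in Ype, 2299 ± 2675 in Mpe and 10700 ± 1091 in Rpe (Rpe against Ype log2 7.60, SE 0.94, adjusted p = 5.58e-05). Of 23 vascular markers, 7 were higher and 4 lower in Rpe than in Ype (7 and 3 adjusted over the list alone), 3 were higher and 9 lower in Mpe than in Rpe (3 and 9 adjusted over the list alone), and 6 were higher and 3 lower in Mpe than in Ype (6 and 3 adjusted over the list alone, 6 higher and 8 lower with scaling by library totals). They were enriched among DEGs higher in Rpe than in Ype (4 DEGs, odds ratio 5.41, adjusted p = 0.0479), but the enrichment was lost without Mpe replicates 1, 2 or 3, with cuffnorm's scaling undone, without a filter on low counts, with DESeq2 or without the fold threshold (adjusted p 0.0505 to 0.933, range over all alternatives 0.0037 to 0.933). Among DEGs higher in Rpe than in Mpe they were enriched as well (4 DEGs, odds ratio 8.49, adjusted p = 0.014), but the enrichment was lost without the fold threshold (adjusted p = 0.559, range over all alternatives 1.48e-04 to 0.559).

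Heat stress transcription factor B-1 (LOC103416034) had 332 ± 31.4 counts in Ype, 6613 ± 1759 in Mpe and 7772 ± 1388 in Rpe (Rpe against Ype log2 4.54, SE 0.22, adjusted p = 1.38e-07). Of 93 heat shock proteins and factors, 39 were higher and 21 lower in Rpe than in Ype (39 and 21 adjusted over the list alone), 26 were higher and 40 lower in Mpe than in Rpe (26 and 40 adjusted over the list alone), and 24 were higher and 26 lower in Mpe than in Ype (24 and 26 adjusted over the list alone, 25 and 25 with cuffnorm's scaling undone). They were enriched among DEGs higher in Rpe than in Mpe (7 DEGs, odds ratio 3.29, adjusted p = 0.0387), but the enrichment was lost without Ype replicates 1, 2 or 3, Mpe replicates 1, 2 or 3 or Rpe replicates 1, 2 or 3, with cuffnorm's scaling undone, without a filter on low counts, with a minimum mean of 20, with edgeR's exact test, with DESeq2, with limma after adding 1, with limma after adding 0.5, with only these 2 cultivars in the fit, with replicate number as a block or without the fold threshold (adjusted p 0.0551 to 0.421, range over all alternatives 0.018 to 0.421). Of 379 disease resistance receptors, 107 were higher and 140 lower in Mpe than in Rpe (109 and 143 adjusted over the list alone), and 76 were higher and 163 lower in Mpe than in Ype (81 and 168 adjusted over the list alone).

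Among light signalling genes, the ultraviolet-B receptor UVR8 (LOC103435394) had 39.8 ± 9.28 counts in Ype, 140.4 ± 7.46 in Mpe and 279.9 ± 102 in Rpe (Rpe against Ype log2 2.81, SE 0.28, adjusted p = 1.38e-05), and COP1-like (LOC103422477), a ligase that marks regulators of light responses for breakdown, had 565 ± 23.2 counts in Ype, 139 ± 45.3 in Mpe and 27.5 ± 2.55 in Rpe (log2 -4.35, SE 0.23, adjusted p = 2.3e-07). Of 56 such genes, 18 were higher and 25 lower in Rpe than in Ype (18 and 25 adjusted over the list alone), 21 were higher and 18 lower in Mpe than in Rpe (21 and 18 adjusted over the list alone), and 16 were higher and 20 lower in Mpe than in Ype (16 and 20 adjusted over the list alone). Vacuolar membrane proton pump 1 (LOC103433876), which acidifies the vacuole where anthocyanins are stored, had 18240 ± 1704 counts in Ype, 17030 ± 966 in Mpe and 2140 ± 757 in Rpe (Rpe against Ype log2 -3.10, SE 0.24, adjusted p = 2.25e-06). Of 44 vacuolar proton pumps, 14 were higher and 15 lower in Rpe than in Ype (14 and 15 adjusted over the list alone), 19 were higher and 9 lower in Mpe than in Rpe (19 and 9 adjusted over the list alone), and 11 were higher and 5 lower in Mpe than in Ype (9 and 4 adjusted over the list alone, 5 higher and 24 lower with scaling by library totals).

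Of 295 cytosolic ribosomal proteins, 73 were higher and 49 lower in Rpe than in Ype (64 and 40 adjusted over the list alone, 33 higher and 108 lower with scaling by library totals), 71 were higher and 51 lower in Mpe than in Rpe (65 and 42 adjusted over the list alone, 60 higher and 68 lower with scaling by library totals), and 84 were higher and 22 lower in Mpe than in Ype (69 and 20 adjusted over the list alone, 15 higher and 94 lower with scaling by library totals), with median log2 fold changes of 0.09, 0.11 and 0.17. A member that changed far more was 60S ribosomal protein L27-3-like (LOC103435272), at 2263 ± 615 counts in Mpe and 5584 ± 459.7 in Rpe (Rpe against Ype log2 6.05, SE 0.28, adjusted p = 9.28e-08). Of 79 proteasome subunits, 48 were higher and 5 lower in Rpe than in Ype (48 and 5 adjusted over the list alone), 8 were higher and 44 lower in Mpe than in Rpe (8 and 45 adjusted over the list alone), and 14 were higher and 10 lower in Mpe than in Ype (11 and 8 adjusted over the list alone, 2 higher and 42 lower with scaling by library totals), with medians of 0.41, -0.32 and 0.08. The subunit PSMD10 (LOC103403268) had 127 ± 27.6 counts in Ype, 1263 ± 141 in Mpe and 165 ± 44.3 in Rpe (Mpe against Rpe log2 2.95, SE 0.21, adjusted p = 1.82e-06). Of 63 glutathione enzymes, 21 were higher and 21 lower in Mpe than in Rpe (21 and 22 adjusted over the list alone, 19 higher and 22 lower with scaling by library totals), and of 37 cyanoamino acid enzymes, 8 were higher and 6 lower in Mpe than in Rpe (8 and 6 adjusted over the list alone).

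Whether other groupings of the same libraries give as many differences was tested by regrouping them. For Rpe against Ype, Mpe against Rpe and Mpe against Ype, 10 splits each are too few for a share below 0.05 (the real split was 1 of them), with 2182, 1499 and 1034 DEGs in the real split and none as the highest of the other splits. Over the 3 cultivars, 60 splits into groups of 3 were drawn at random with the real one included. The real split gave 23960 genes, and the highest of the others 9260, which argues against a random assignment of libraries to groups. The other splits mix cultivars, which widens the spread within groups, so their counts are not those that equal cultivars would give. Cultivar, tree and library preparation cannot be told apart in this way.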
